# Rapamycin improves satellite cells’ autophagy and muscle regeneration during hypercapnia

**DOI:** 10.1172/jci.insight.182842

**Published:** 2025-01-09

**Authors:** Joseph Balnis, Emily L. Jackson, Lisa A. Drake, Diane V. Singer, Ramon Bossardi Ramos, Harold A. Singer, Ariel Jaitovich

**Keywords:** Pulmonology, Autophagy, Mouse stem cells, Respiration

## Abstract

Both CO_2_ retention, or hypercapnia, and skeletal muscle dysfunction predict higher mortality in critically ill patients. Mechanistically, muscle injury and reduced myogenesis contribute to critical illness myopathy, and while hypercapnia causes muscle wasting, no research has been conducted on hypercapnia-driven dysfunctional myogenesis in vivo. Autophagy flux regulates myogenesis by supporting skeletal muscle stem cell — satellite cell — activation, and previous data suggest that hypercapnia inhibits autophagy. We tested whether hypercapnia worsens satellite cell autophagy flux and myogenic potential and if autophagy induction reverses these deficits. Satellite cell transplantation and lineage-tracing experiments showed that hypercapnia undermined satellite cells’ activation, replication, and myogenic capacity. Bulk and single-cell sequencing analyses indicated that hypercapnia disrupts autophagy, senescence, and other satellite cell programs. Autophagy activation was reduced in hypercapnic cultured myoblasts, and autophagy genetic knockdown phenocopied these changes in vitro. Rapamycin stimulation led to AMPK activation and downregulation of the mTOR pathway, which are both associated with accelerated autophagy flux and cell replication. Moreover, hypercapnic mice receiving rapamycin showed improved satellite cell autophagy flux, activation, replication rate, and posttransplantation myogenic capacity. In conclusion, we have shown that hypercapnia interferes with satellite cell activation, autophagy flux, and myogenesis, and systemic rapamycin administration improves these outcomes.

## Abstract 2

Hypercapnia and muscle wasting correlate with higher mortality in critical illness. Hypercapnia reduces stem cell activation, autophagy, and muscle regeneration. Rapamycin administration attenuate these deficits.

## Introduction

Critical illness–driven skeletal muscle dysfunction is independently associated with higher mortality and disability after hospital discharge (1, 2). CO_2_ retention, or hypercapnia, occurs in many critically ill patients receiving lung-protective protocols of mechanical ventilation (3). While these ventilatory strategies are beneficial for many patients (4), the development of hypercapnia predicts higher mortality as well (5). Previous research has indicated that hypercapnia leads to skeletal muscle dysfunction via accelerated protein catabolism and, simultaneously, attenuated protein synthesis (6, 7). While these processes take place in terminally differentiated myofibers, recent evidence also indicates that abnormal function of skeletal muscle stem cells, or satellite cells (8), can contribute to critical illness–driven muscle dysfunction (9). Importantly, biopsies obtained from critically ill patients revealed evidence of muscle injury, including disrupted sarcolemma integrity and macrophage infiltration (10). Concurrently, patients recovering from critical illness demonstrate a significant reduction of satellite cells, which reflects decreased regenerative potential (11). Recent animal data have shown that while satellite cells are required for the recovery of muscle integrity after critical illness, their capacity to engage in muscle regeneration is substantially reduced in that setting (12, 13). Importantly, adult satellite cells remain at the myofiber sublaminar area in a nonreplicative, or quiescent, state (8). Injurious events, such as critical illness, reactivate satellite cells (14). These activated cells reenter the cell cycle and support muscle regeneration through fusion with each other and with previously damaged myofibers (15). Even though elevated CO_2_ reduces cellular proliferation in multiple tissues (16, 17), very little research has focused on myogenesis in hypercapnia (18). Minimal research has been conducted on hypercapnia-driven dysfunctional satellite cells in vivo.

Autophagy is a cellular stress response pathway that orchestrates the removal of dysfunctional proteins and organelles, which are incorporated into vesicles and delivered to lysosomes for degradation (19). Autophagy is a key regulator of satellite cell activation and myogenesis (20). Indeed, autophagy flux supports the bioenergetic demands associated with satellite cells’ transition into the replicative state (21). Autophagy contributes to satellite cell activation at a critical time frame, when the cell responds to replicative stimulations, such as muscle injury. The loss of autophagy flux at that specific time point undermines satellite cells’ myogenic capacity (22). Autophagy also maintains satellite cells’ proteostatic properties that prevent their transition into cellular senescence (23). Importantly, while previous evidence indicates that hypercapnia inhibits autophagy flux in inflammatory cells (24), the interaction of hypercapnia, autophagy, and myogenesis has never been mechanistically investigated to our knowledge. Such research could accelerate the development of new strategies targeting muscle dysfunction in hypercapnia, with potential survival benefits for critically ill individuals.

Autophagy is canonically inhibited by the mechanistic target of rapamycin (mTOR) (25), which regulates multiple steps of autophagy, including induction (26, 27), nucleation (28) and autophagosome elongation (29), and maturation (30). By contrast, inhibition of mTOR by substrate shortage leads to autophagosome formation via AMP kinase (AMPK). AMPK phosphorylates unc-51 like autophagy activating kinase 1 (ULK1) (26, 27), which is an early event in autophagy activation. In the present work, we hypothesized that hypercapnia would undermine myogenesis because of a reduced autophagy activation in satellite cells, leading to impaired replication capacity. We also hypothesized that the mTOR pathway could be targeted to attenuate that deficit. Part of this study has been previously presented in an abstract form (31).

## Results

### Chronic hypercapnia exposure causes skeletal muscle dysfunction.

Skeletal muscle dysfunction is caused by reduced muscle mass, force generation capacity, and regenerative potential (32–37). To investigate the effects of chronic hypercapnia on skeletal muscle, we housed 18- to 20-week-old C57BL/6 (C57) mice in a chamber that received a controlled gas mixture of 21% O_2_, 10% CO_2_, and 69% nitrogen. That environment has been shown by us (6) and others (38) to result in chronic normoxemic hypercapnia. Littermates kept in room air served as experimental controls. Consistently, determination of serum bicarbonate, which is a surrogate of chronic CO_2_ retention, was significantly elevated in hypercapnic mice (Figure 1A). As reduced food intake is known to upregulate autophagy flux and to contribute to muscle atrophy (39), we quantified food consumption and found it was significantly reduced in hypercapnic mice in comparison with normocapnic counterparts (Figure 1B). Unbiasedly recorded animal motion was not significantly different between conditions (Figure 1C), indicating that lower mobility is unlikely to confound the muscle atrophy effects of hypercapnia. As muscle wasting is characterized by reduced body weight (40), we weighed both normo- and hypercapnic mice and found that hypercapnia exposure led to reduced body mass (Figure 1D). To determine the effects of chronic CO_2_ elevation specifically on muscle mass, we weighed tibialis anterior (TA) muscles and found significantly reduced masses in animals exposed to hypercapnia compared with normocapnic controls (Figure 1E). Moreover, extensor digitorum longus (EDL) muscles were isolated and individual myofiber cross-sectional area was measured, revealing a reduced size of myofibers from hypercapnic animals (Figure 1, F and G). As most muscle atrophy models evoke a decreased force generation capacity, we conducted the grip strength test (6), which showed a reduced force generation in hypercapnic versus normocapnic mice (Figure 1H). Finally, ex vivo isolated contractility assays were performed (36), where EDL muscles collected from chronically hypercapnic mice showed a significant decrease in absolute, but not in specific, force relative to EDL muscles from normocapnic counterparts. These data indicate that the decrease in force generation capacity is due to a lessened muscle mass and not an intrinsic contractile deficit (Figure 1, I and J).

### Chronic hypercapnia undermines myogenesis.

To investigate the effect of chronic hypercapnia on myogenesis, we conducted a systematic evaluation of the muscle recovery trajectory following cardiotoxin (CTX) injury repair (41). This method has been previously found to better resolve the satellite cell contribution to myogenesis (42) (Figure 2A). At sequential time points after a second injury, animals were sacrificed, and TA muscle histology was analyzed. Histologically, hypercapnic mice demonstrated a more disorganized early repair compared with wild-type littermates, with poorer demarcation of myofiber integrity and higher mononuclear cell infiltration at 4 days after injury in comparison with the normocapnia counterparts (Figure 2B). At 12 days after injury, both normo- and hypercapnic animals demonstrated recovery of myofiber integrity; however, myofiber cross-sectional area in hypercapnic mouse TA muscles was significantly reduced in comparison with the normocapnic littermates (Figure 2, C and D).

### Chronic hypercapnia leads to reduced satellite cell activation.

To investigate if the myogenesis impairment induced by hypercapnia was associated with an alteration in satellite cells’ activation, we evaluated freshly isolated satellite cells. Using epitope-specific isolated satellite cells (43), we found that the numbers of α7-integrin–positive, freshly isolated cells from uninjured hypercapnic muscles did not significantly differ from normocapnic counterparts (Figure 3A). Those data suggest that before injury, the number of satellite cells present in normo- and hypercapnia mice is similar. We then conducted experiments to evaluate the initial phase of myogenesis, which is the activation of satellite cells and their symmetrical replication (14, 44). To quantify the replication status of satellite cells isolated from normo- versus hypercapnic mice, we conducted a 5-ethynyl-20-deoxyuridine (EdU) incorporation assay (21). This method, which is based on EdU incorporation to the DNA during the S phase of the cell cycle, has been previously calibrated to resolve satellite cells’ replicative status at 40 hours after their isolation (45). We observed that satellite cells isolated from hypercapnic mice demonstrated a significantly lower replication rate in comparison with normocapnic littermates (Figure 3B). As the animal’s genetic background influences multiple properties of satellite cells (46), we sought to eliminate a strain-introduced bias. To do that, we repeated the same experiments, this time using FVB mice, which also demonstrated a significant reduction of satellite cells’ replication following hypercapnia (Figure 3C). The isolation of satellite cells by selecting surface expression of α7-integrin is a validated method (47–49). However, we posited that this isolation method could introduce an unknown bias, potentially confounding the observed outcomes. We then conducted an alternative method of cellular isolation via fluorescence-activated cell sorting (FACS) using the canonical satellite cell marker Pax7 (42). To do that, we used an animal with conditional green fluorescence protein (GFP) reporter in satellite cells. This animal was generated by crossing a mouse with an internal ribosome entry site–CreER^T2^ fusion protein inserted downstream of the stop codon of the *Pax7* gene with a mouse containing a *loxP*-flanked STOP cassette preventing transcription of a CAG promoter–driven enhanced GFP (EGFP) variant (ZsGreen1). The result of that crossing leads to green fluorescence after Cre recombination, which occurs in Pax7-expressing cells but is not conjugated to the Pax7 protein itself (50). This model verified that hypercapnia caused a reduction of satellite cell replication in comparison with normocapnia counterparts (Figure 3D). To rule out the possibility that an abnormality of the satellite cell integrity could impair their measured replication rate, we plated cells in culture to observe their morphology and did not notice differences between normo- and hypercapnic experimental conditions (Figure 3E). Taken together, the data suggest that a suboptimal myogenic response in hypercapnic animals is associated with reduced satellite cell replication rate but not preinjury reduced numbers or conspicuously abnormal morphology.

### After-injury satellite cell contribution to myogenesis is reduced in hypercapnia.

To appreciate the myogenic effects of satellite cells in vivo, we used animals with conditional expression of Pax7-GFP, which label endogenous satellite cells with green fluorescence only after tamoxifen induction. After muscle injury, satellite cells become activated and thus undergo replication, eventually causing the myofibers fused with satellite cells to express green fluorescence indefinitely (50). TA muscles from Pax7-GFP animals previously exposed to normo- or hypercapnia were unbiasedly scored for mean fluorescence intensity (MFI) with and without previous administration of CTX-induced injury. To rule out interindividual variability, the change in MFI of the injured TA muscle was compared with the MFI of the contralateral leg’s uninjured muscle. While the preinjury MFI was slightly but significantly elevated in hypercapnic uninjured muscles, postinjury fluorescence was more significantly reduced in muscles from hypercapnic animals (Figure 4, A–C). The after-injury change in MFI (Δ MFI) is used as a surrogate of Pax7-GFP cell contribution to muscle repair. In this model, a bigger increase (Δ MFI) is associated with a more efficient satellite cell contribution to the reparative process (50). The data suggest that while baseline, preinjury hypercapnia could cause an increase in satellite cell turnover, chronic CO_2_ exposure reduces the after-injury satellite cell contribution to muscle repair, relative to normocapnia. Because the satellite cell contribution to myogenesis is influenced by the cellular surroundings, including the cell niche (15), we sought to determine intrinsic satellite cell myogenic potential in hypercapnia. To do that, we conducted satellite cell transplantation experiments. For these experiments, donor satellite cells were isolated from animals constitutively expressing red fluorescence protein (RFP) under control of the β-actin promoter (33, 51). After exposing RFP-expressing mice to normo- or hypercapnia, animals were sacrificed, and 50,000 cells were freshly isolated and transplanted into recipient normocapnic mice. As satellite cells from female mice replicate faster than (52), but engraft similarly to (53), male counterparts, donors were always sex matched. To reduce interindividual variability, we injected normo- and hypercapnic cells into right and left TA muscles, respectively, of the same animal (33, 34, 54) (Figure 4D). Given that freshly isolated satellite cells contribute to muscle repair by fusing with preexisting myofibers or with other satellite cells (15, 49), the number of RFP-expressing myofibers after muscle repair is, in this model, a surrogate of transplanted satellite cell–driven myogenesis (54). Two weeks after transplantation, recipient mice were sacrificed, and RFP-positive myofibers were counted. We found that normocapnia mouse–derived cells contributed to significantly more myofibers in comparison with hypercapnic donor cells (Figure 4, E and F). Phase contrast images indicated that transplantation experiments did not prevent full repair of muscle integrity (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182842DS1). Together, the data suggest that satellite cell contribution to myogenesis is intrinsically disrupted in the context of chronic hypercapnia and persists so when the cell is removed from the hypercapnic environment.

### The transcriptomic landscape of hypercapnic satellite cells suggests an alteration of multiple metabolic and autophagy pathways.

Because transplantation experiments suggested that satellite cells carried the defective myogenic potential into a normocapnic recipient, we reasoned that their transcriptional landscape would inform on mechanisms regulating their malfunction. Thus, both normo- and hypercapnic Pax7-GFP animals underwent muscle injury. After that, postactivation satellite cells were freshly isolated and sorted using FACS, followed by bulk RNA-sequencing analysis (Figure 5A and Supplemental Table 2). That analysis revealed unique transcriptomic profiles that clustered in discrete normo- versus hypercapnia groups involving 483 differentially expressed transcripts. 

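The deposited table covers 3 normocapnia libraries (NC1 to NC3) and 4 hypercapnia libraries (HC1 to HC4) of sorted Pax7-GFP cells. Pax7 is the transcription factor that marks satellite cells, and in this reporter line tamoxifen switches on GFP in the cells that express it, so that their progeny stay labeled after activation. Mice spent 4 weeks, from 12 to 16 weeks of age, in normocapnia or hypercapnia according to the sample labels. The methods give 10% CO2 for the hypercapnia chamber. According to the paper, cells were collected 3 days after cardiotoxin, a toxin that destroys myofibers and thereby sets off repair. The sample labels state neither this injury nor the time. The deposited table is titled with a time of 40 hours, which the paper gives only for isolated cells in culture, while the paper calls the sequenced cells freshly isolated and the labels mention no culture. The paper's description is used here, and this conflict stays open. Pax7 itself ran from 4.34 RPM (NC3) to 268 RPM (NC1), and macrophage genes such as Lyz2 (8354 to 29108 RPM) were abundant in all 7 libraries, so what share of each library comes from satellite cells is not established, and group values here are those of the sorted cells as a whole.
Libraries were made with an AmpliSeq panel, which copies a single short stretch of each gene by PCR, and were read on an Ion S5 sequencer. A gene's value therefore does not grow with the length of its transcript, but depends on how well its stretch is amplified, so values compare a gene between libraries rather than genes with each other. The aligner and the genome build are not given in the sources used here. Values are in RPM (reads scaled to a common total per library) for 23930 genes, of which 2443 are at 0 in all 7 libraries. They are whole multiples of what a single read is worth, within 0.05 of a read for 100% of values, and this gave back the total of each library: 22419965, 23388710 and 14527445 reads for NC1 to NC3, and 23363383, 19900939, 16005697 and 14769491 reads for HC1 to HC4. A single read thus stands for between 0.0428 RPM (NC2 and HC1) and 0.0688 RPM (NC3). The number of genes at 1 RPM or more was 12462, 11401 and 10619 in NC1 to NC3, and 11452, 11322, 12194 and 13932 in HC1 to HC4. The 10 most abundant genes took 16.6% of the reads in NC3 and between 8.4% and 12.1% in each of the other 6 libraries.
Group differences were taken on log2(RPM + 1) with limma, which borrows the spread of all genes to steady the estimate for each of them. Fold changes are hypercapnia over normocapnia throughout, so that positive log2 values are higher in hypercapnia.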

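Over the 12504 genes with a mean of at least 1 RPM, chosen without regard to the groups, the libraries did not part by exposure. The pseudo-F, which sets squared distances between groups against those within groups, was 0.65 with 1 minus the Pearson correlation as the distance. Of the 35 ways to divide the libraries into 3 and 4, 25 gave a value as large (exact permutation test, one-sided, p = 0.714; the smallest p the design allows is 0.0286). Average-linkage clustering on the same distance, divided into 2 clusters, left NC3 apart from the other 6 libraries. Leaving out NC1 moved this result most, to an exact p of 0.0667, which is the smallest the 15 remaining splits can give. Correlations were 0.827 to 0.887 for the 3 pairs within normocapnia, 0.925 to 0.993 for the 6 pairs within hypercapnia and 0.864 to 0.959 for the 12 pairs across the groups. The highest across the groups were those of NC2 with HC2 (0.959), of NC2 with HC1 (0.958) and of NC1 with HC3 (0.958), all 3 above the correlation of NC1 with NC2 (0.887).
At the thresholds of Fig. 5C, an unadjusted p under 0.05 and a fold change above 1.5, limma called 615 genes, and on these genes, which were chosen by the groups, clustering parted the libraries exactly by exposure. The count was moved most by NC1: without it, 1990 genes were called. After Benjamini-Hochberg adjustment over all genes, limma called 0 genes (lowest adjusted p 0.351; 1114 genes at an unadjusted p under 0.05). On whole reads, edgeR called 802 genes at the thresholds and 0 after adjustment, and DESeq2 1304 and 29. DESeq2 left 10902 of the 23930 genes without an adjusted p, so its adjustment covers fewer genes than that of limma.

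**Figure D1:**
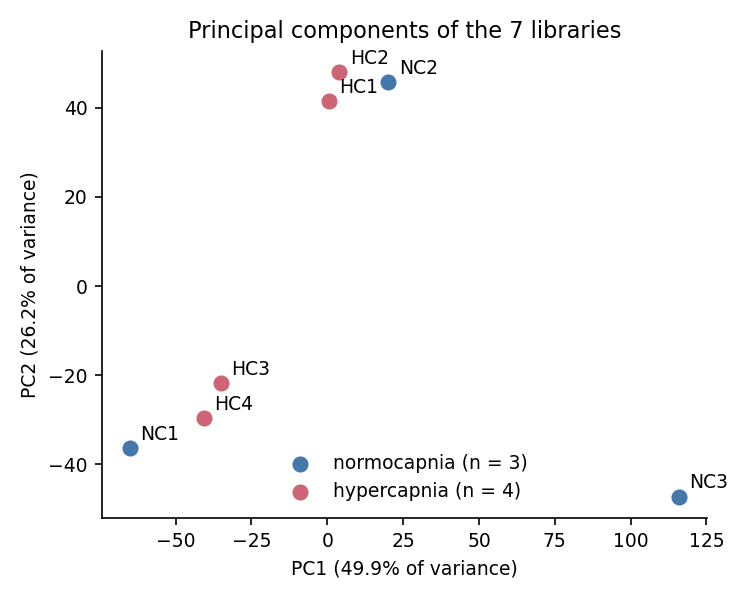
First and second principal components of log2(RPM + 1) over the 12504 genes, with the percent of variance on each axis. Each point is a library, colored by exposure. HC1 and HC2 lie beside NC2, HC3 and HC4 lie nearest to NC1, and NC3 lies apart.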

In all, 265 transcripts were upregulated and 218 were downregulated in hypercapnia in comparison with normocapnia (Figure 5, B and C). Moreover, Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analyses indicate strong signatures related to amino acid, sugar, and lipid metabolism (Figure 5, D and E, and Supplemental Table 3). 

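Of the genes called by limma, 343 were higher and 272 lower in hypercapnia. The balance was not the same in each analysis. With limma, 317 were higher and 295 lower with median-of-ratios scaling, 336 and 357 with quantile normalization, 235 and 381 without NC3, 1495 and 495 without NC1 and 814 and 502 with Xist as a covariate. In edgeR, which differs from limma in its model and its filter as well as its scaling, 294 were higher and 508 lower. The median log2 fold change of genes at 1 RPM or more was 0.16 in RPM, 0.05 with median-of-ratios scaling and -0.01 with quantile normalization. Among the called genes, 502 had no overlap between the groups. For all 8229 genes at a mean of 10 RPM or more, the groups were apart in 9.6%. The average over the 35 ways to divide the libraries is 5.7%. The share was not counted for each of the other ways, so an excess over chance is not shown. All 483 genes of Table S2 are in the deposited table and moved in the direction that Table S2 gives, with a Pearson correlation of 0.986 between the log2 fold changes across genes, which are not independent replicates. Of these genes, 448 were called and 35 were not.
The genes named next were ranked among called genes with groups apart and a mean of at least 10 RPM. Slc7a7, a transporter of basic amino acids, had the smallest p of those higher in hypercapnia: 26.9, 33.5 and 28.5 RPM in NC1 to NC3, and 120.3, 108.7, 81.9 and 85.9 RPM in HC1 to HC4 (log2 fold change 1.7, SE 0.17, adjusted p 0.351). Hinfp, a regulator of histone genes, had the smallest p of those lower: 15.7, 18.3 and 18.7 RPM against 9.20, 10.3, 10.4 and 10.4 RPM (log2 fold change -0.74, SE 0.08, adjusted p 0.351). Others with a small p were B4galt5 (1.14), Tmem14c (0.62) and Hk2 (0.68) among the genes higher and Cirbp (-1.20), Fbrsl1 (-1.10) and Maml1 (-0.61) among those lower, all with groups apart. Slc7a7, B4galt5, Cirbp and Fbrsl1 kept their direction and call under all 20 alternatives. Tmem14c and Hk2 fell under the fold threshold with median-of-ratios scaling (0.47 and 0.54), in edgeR (0.50 and 0.52, and 0.52 and 0.54 without a filter) and in DESeq2 (0.45 and 0.47), and without NC2 (0.56) and NC1 (0.58) respectively. Maml1 fell under it without NC3 (-0.52) or HC1 (-0.58), with a pseudocount of 5 RPM (-0.58) and with the macrophage score as a covariate (-0.57), and Hinfp with a pseudocount of 5 RPM (-0.58). The most abundant genes overall were Actb, Lyz2, Pfn1, Rpph1 and Ctsd, and only Ctsd of these was called.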

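Lists of genes for these pathways were tested with camera, which asks whether a list ranks higher or lower than all other genes, with p adjusted over 21 lists. Amino sugar and nucleotide sugar metabolism (48 genes) was higher, with a mean log2 fold change of 0.36 and 32 genes higher and 16 lower (adjusted p 0.0037). Its score, the mean log2(RPM + 1) of the list, was 4.38 ± 0.24 in normocapnia and 4.75 ± 0.09 in hypercapnia (mean ± SD; exact permutation p = 0.0286, two-sided, the smallest possible). Galactose metabolism (32 genes, 21 higher and 10 lower) had a mean of 0.38 (adjusted p 0.0233), with scores of 3.63 ± 0.25 and 4.02 ± 0.02 (exact p = 0.0286). Cholesterol biosynthesis (20 genes, 19 higher) had a mean of 0.74 (adjusted p 1.36e-08), with scores of 3.73 ± 0.65 and 4.48 ± 0.10 (exact p = 0.0286). Before adjustment the camera p of the 3 lists were 0.00106, 0.00776 and 1.3e-09. Their size depended on single libraries. Without NC3 the mean log2 fold changes fell to 0.223, 0.245 and 0.396 in the same order, with each call kept. Without NC1 they rose to 0.439, 0.492 and 1.037. Without NC1 the first 2 lists lost their call (adjusted p 0.0682 and 0.236), and galactose metabolism also lost it without NC2 (0.053), HC2 (0.0759) or HC3 (0.0557). The score difference of amino sugar metabolism was 0.25 (exact p = 0.229) with median-of-ratios scaling, and that of galactose metabolism 0.37 (exact p = 0.0857) with a pseudocount of 0.1 RPM. Without NC3 the exact p of the amino sugar score was 0.133, where 0.0667 is the smallest possible. None of the 21 lists stayed past an adjusted p of 0.05 under fry or under camera with a correlation estimated from the data (lowest 0.143 and 0.237). In limma, adjusted over the list alone, 1 gene of the amino sugar list, 1 of the galactose list and 2 of the cholesterol list passed 0.05. Over all genes 0 did. Genes of these pathways were known from Table S2 when the lists were written, so these tests are not independent of it.
Hexokinase 2 (Hk2), which traps glucose in the cell, belongs to both sugar lists: 40.5, 49.5 and 51.2 RPM in NC1 to NC3 against 73.1, 73.5, 76.4 and 80.2 RPM in HC1 to HC4. Hk3 (log2 fold change 1.59, SE 0.38), Pfkl (1.21, SE 0.32) and Hexa (1.04, SE 0.20) were also higher, while Cyb5r3 was lower (-0.67, SE 0.14). Nsdhl, an enzyme late in cholesterol synthesis, stood at 14.1, 15.5 and 11.3 RPM against 23.5, 24.6, 28.2 and 24.0 RPM (log2 fold change 0.84, SE 0.12), beside Ebp (0.72, SE 0.11) and Dhcr7 (1.20, SE 0.31). Cyb5r3 fell under the fold threshold without NC3 (-0.56), and Ebp with median-of-ratios scaling (0.58), in edgeR (0.56) and in DESeq2 (0.52). In edgeR without a filter Ebp passed the fold threshold (0.59) but not that of p. All 8 genes were called by limma, and none passed adjustment over all genes (adjusted p 0.492 to 0.836). Of the members that Table S3 names, 8 of 11 for amino sugar metabolism, 7 of 7 for galactose metabolism and 5 of 5 for cholesterol synthesis were higher.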

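Ubiquitin is a small protein that ligases attach to other proteins, often to mark them for the proteasome. Table S3 names 47 genes under protein ubiquitination, and all are in the deposited table. In hypercapnia 36 were lower and 11 higher, with a median log2 fold change of -0.53. Limma called 21 lower and 8 higher, and in 41 the groups did not overlap. The calls fell to 12 lower and 5 higher without HC2 and to 13 and 5 without HC1. They rose to 25 lower and 9 higher with a pseudocount of 0.1 RPM. The count of 36 genes lower and 11 higher held with median-of-ratios scaling and with quantile normalization. The study picked these genes from the same libraries, so their direction is not independent evidence, and 22 of the 47 are in Table S2.
The largest fall was that of Arrdc4, an adaptor that brings ubiquitin ligases to membrane proteins: 37.5, 67.0 and 77.5 RPM in NC1 to NC3 against 14.2, 12.2, 23.4 and 23.2 RPM in HC1 to HC4 (log2 fold change -1.67, SE 0.36, adjusted p 0.712). The largest rise was that of the ligase Neurl3, at 25.1, 22.9 and 2.96 RPM against 56.0, 78.6, 50.1 and 53.4 RPM (log2 fold change 2.14, SE 0.72, adjusted p 0.915). Both were singled out after their values were seen. Neurl3 is also among the markers of a macrophage cluster in Table S4.

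**Figure D2:**
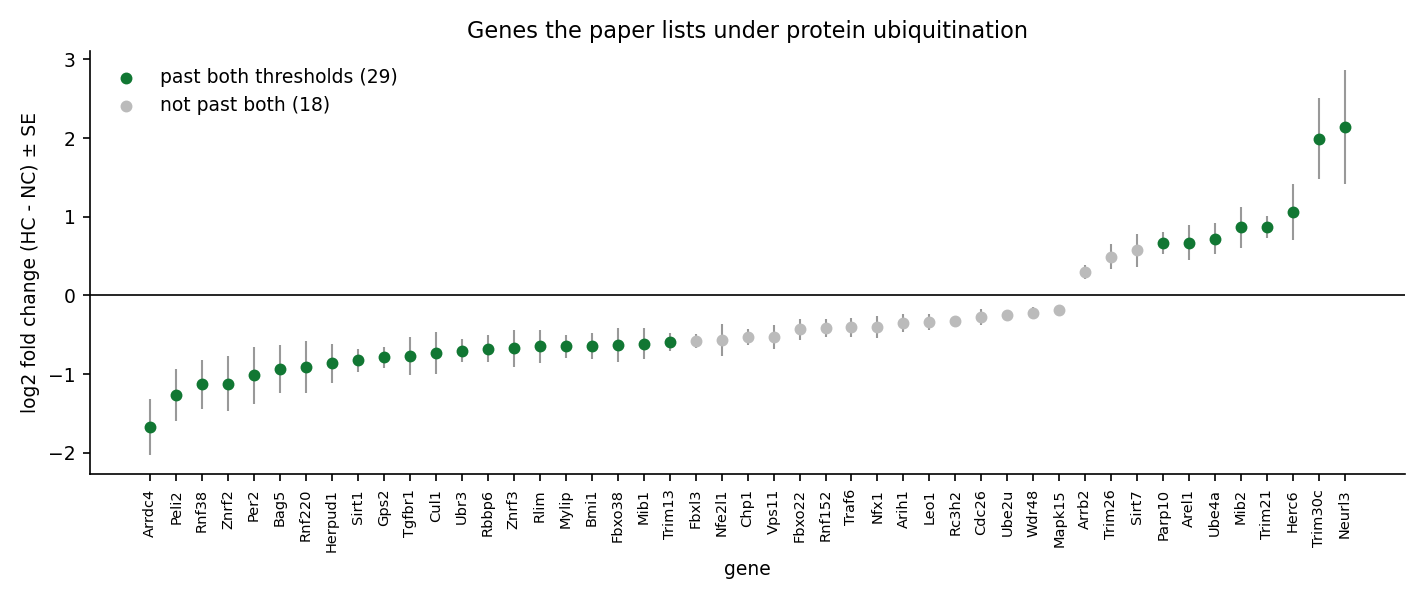
Log2 fold change (hypercapnia minus normocapnia, on log2(RPM + 1)) with its SE for each of the 47 genes, in order of size. Green points passed both thresholds of Fig. 5C. Fold changes run from -1.67 (Arrdc4) to 2.14 (Neurl3), with 36 of the 47 under 0.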

A signature associated with protein ubiquitin modifications, which characterizes accelerated protein turnover, was highly dysregulated in hypercapnic cells (Figure 5, F and G). Given that we hypothesized that hypercapnia disrupts autophagy in satellite cells, we specifically investigated genes known to be regulated during autophagy induction. Using gene set enrichment analysis (GSEA), we queried pathways including positive regulators of autophagy and lysosome dynamics (55). 

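The genes behind Fig. 5H and Fig. 5I were not found in the parts of the paper and its supplement available here, so lists were written from general knowledge: positive regulators of autophagy (100 of 105 genes in the table) and the lysosome (120 genes, of which 6 are not in the table). Preranked enrichment (fgsea), which is closest to the GSEA of the paper, gave the positive regulators a normalized enrichment score of -1.42 (p = 0.02, adjusted 0.0525) and the lysosome 2.21 (p = 1.33e-08, adjusted 1.4e-07), with genes rather than libraries permuted. Single libraries decide both: without NC2 the first score was 1.07 (permutation p = 0.306), and without NC1 the second was 1.02 (permutation p = 0.435).
With camera, positive regulators were not called (adjusted p 0.541). They ranked below the other genes, although 57 of the genes were higher and 43 lower and their median and mean log2 fold changes (both 0.08) were above 0. The median turned to -0.06 with median-of-ratios scaling. Scores were 5.10, 5.09 and 4.52 in NC1 to NC3 against 4.94, 4.96, 5.03 and 5.01 in HC1 to HC4, a difference of 0.08 (exact permutation p = 0.914, two-sided). The hypercapnia values lie between those of NC3 and those of the other normocapnia libraries, and without NC3 the difference was -0.12 (exact p = 0.0667, the smallest possible with 6 libraries). Lysosomal genes were called higher (camera adjusted p 0.000462, 0.00011 before adjustment), with 79 higher and 35 lower and a mean of 0.34. Their scores, 5.91, 6.22 and 5.64 against 6.42, 6.47, 6.09 and 6.09, overlapped (difference 0.34, exact p = 0.171), and the call was lost without NC1 (adjusted p 0.745) and without HC2 (0.0817). Without NC3 the mean of the lysosomal genes fell to 0.20, with the call kept (camera adjusted p 0.000117). Without NC2 it rose to 0.49. In limma, 0 genes of either list passed 0.05, whether adjusted over the list alone or over all genes. In DESeq2, Ctsd of the lysosome list passed adjustment (adjusted p 0.0395).
Hexa, an enzyme that degrades gangliosides in the lysosome, had the smallest p of that list. Ctsd, a protease, was the most abundant, at 3006, 5772 and 2100 RPM against 15565, 17379, 9468 and 11594 RPM (log2 fold change 1.98, SE 0.41, adjusted p 0.712). It was called, except with a prior that follows the mean. Hyal1 also rose (1.64, SE 0.41), as did Ctsb (1.49, SE 0.39) and Psap (0.96, SE 0.25). The lysosome score followed the mean score of macrophage markers across the 7 libraries (Pearson r = 0.87, exact permutation p = 0.00873). With that macrophage score as a covariate the list lost its call (camera adjusted p 0.28). A camera p as small came from 17 of the 35 splits of the libraries, the real one included. Whether the rise lies in satellite cells thus stays open.

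**Figure D3:**
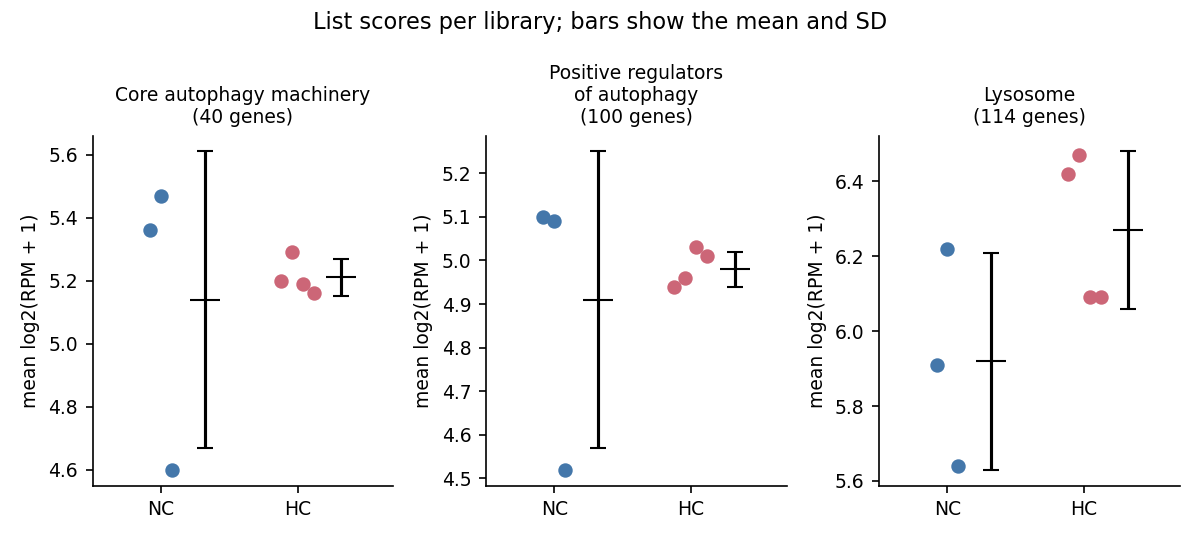
Score of the core autophagy machinery, of the positive regulators of autophagy and of the lysosome, as the mean log2(RPM + 1) over each list. Each point is a library, and bars show the mean and SD. NC3 has the lowest score in all 3 panels, and the groups overlap in each.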

While we found that both lysosomal dynamics and positive regulators of autophagy were significantly enriched in hypercapnia, positive regulators of autophagy were negatively enriched (Figure 5, H and I). This indicates that genes typically induced during autophagy activation were negatively regulated in hypercapnic satellite cells. These data suggest that after satellite cells become activated in the hypercapnic environment, transcriptomic changes are evoked in pathways related to metabolic substrate handling and ubiquitin modifications and negatively associated with autophagy function.

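For the 40 genes of the core machinery, which forms and closes the autophagosome, 20 were higher and 20 lower (median log2 fold change 0.01, mean 0.07; camera adjusted p 0.907), and the scores were 5.14 ± 0.47 in normocapnia and 5.21 ± 0.06 in hypercapnia (mean ± SD; exact permutation p = 0.914, two-sided). Camera ranked the list slightly below the other genes while its median and mean were above 0. Without NC3 the list was called lower (camera adjusted p 0.00747, 0.00284 before adjustment, mean -0.21). In limma, adjusted over the list alone, 1 gene passed 0.05, Gabarap, and over all genes 0 did.
Gabarap, whose protein is joined to lipid on the autophagosome membrane, was higher: 1417, 1389 and 1468 RPM in NC1 to NC3 against 2424, 2387, 1919 and 2373 RPM in HC1 to HC4 (log2 fold change 0.67, SE 0.09, adjusted p 0.492). Its call was lost in edgeR (0.54) and DESeq2 (0.49), with median-of-ratios scaling (0.53) and with a prior that follows the mean. Becn1 was higher with groups apart (0.46, SE 0.15) but under the fold threshold. Atg14, its partner at the start of autophagosome formation, was lower (-0.47, SE 0.15), also under it. Atg14 was called with median-of-ratios scaling (-0.61), in DESeq2 (-0.71) and without NC2 (-0.64), and passed the fold threshold but not that of p with quantile normalization (-0.70) and in edgeR (-0.67, and -0.64 without a filter). Without NC2 Becn1 (0.60) and Atg7 (0.90) were called as well.
Among the positive regulators, Trim21 was higher (log2 fold change 0.87, SE 0.13), and Sirt1 (-0.83, SE 0.14) and Trim13 (-0.59, SE 0.11) were lower, all past the thresholds of Fig. 5C. In total, 3 were called higher and 3 lower. Trim21 and Sirt1 lost the call with quantile normalization, and Trim13 under 9 of 20 alternatives, among them without NC1 (-0.50), NC2 (-0.55), HC1 (-0.55) or HC4 (-0.57).
Ulk1, the kinase that starts autophagy, was 71.4, 79.7 and 3.03 RPM against 42.5, 53.3, 37.4 and 37.4 RPM, and Sqstm1 was 363, 532 and 61.0 RPM against 336, 389, 322 and 293 RPM. Both had a positive log2 fold change (0.59, SE 1.13, and 0.54, SE 0.77) because of NC3 and a negative one without it (-0.82 and -0.40). Mtor (0.26, SE 0.56) and Akt1 (0.43, SE 0.52) likewise turned negative without NC3 (-0.41 and -0.19), and Prkaa1 (-0.37, SE 0.31) rose to 0.01. Map1lc3a (-0.36, SE 0.56) turned to 0.02 without NC1 and was called lower without NC3 (-1.05). Atg7 (0.60, SE 0.28), Bcl2 (-0.48, SE 0.41), Bcl2l1 (0.30, SE 0.35) and Prkaa2 (0.22, SE 0.60) were not called. Without NC1, Bcl2l1 was at -0.03 and without NC2 it was called (0.68), and Prkaa2 fell below 0 without NC2, NC3 or HC4. Map1lc3b and Rps6 are not in the table and are not analysed here.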

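Across the 6 lists tested for these pathways, the 3 metabolic lists and the lysosome were called higher in hypercapnia by camera and the 2 autophagy lists were not called in either direction. From the terms of Table S3 and the enrichment of Fig. 5H and Fig. 5I, the paper proposes that activation in a hypercapnic environment changes transcripts for handling metabolic substrates and for ubiquitin modification, with a negative association for autophagy. It reasons that negative enrichment of positive regulators means that genes induced when autophagy is activated were held down in hypercapnic cells.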

### Single-cell sequencing analysis of satellite cells, autophagy, and senescence.

Bulk RNA sequencing aggregates multiple cell populations, which could hide potentially important signatures not expressed by most cells (56). Moreover, although the downregulation of autophagy in satellite cells has been associated with the development of senescence programs (22), the percentage of cells expressing senescence markers is frequently low (57). We then collected after-injury, activated satellite cells and conducted single-cell sequencing analysis. We identified a discrete cluster of cells expressing transcripts associated with satellite cells (Supplemental Figure 2 and Supplemental Table 4). Other identified clusters included cells expressing epithelial, endothelial, immune, and other inflammatory cell transcripts (Figure 6A). Significantly, hypercapnia caused a robust reduction in the number of after-injury satellite cells, with other cell types showing no such imbalance between normo- and hypercapnia conditions (Figure 6B). That reduction is likely contributed by the already-described reduced proliferation rate of hypercapnic satellite cells after their exit from quiescence. In the specific satellite cell cluster, we queried for genes related to autophagy, lysosome function, and senescence. We found multiple transcripts up- and downregulated in these analyses (Figure 6, C and D, and Supplemental Tables 5 and 6). These data indicate that following muscle injury in a hypercapnic condition, there is a reduction in satellite cell number and significant changes in multiple transcriptional programs that regulate autophagy and senescence in reference to normocapnia.

### Hypercapnia downregulates satellite cells’ autophagy in vivo.

Given the transcriptional regulation of autophagy-associated genes found in RNA-sequencing analyses, we then tested whether hypercapnia regulates satellite cells’ autophagy in vivo. To ascertain this, we used a mouse constitutively expressing an EGFP sequence fused with the LC3 family proteins, which retain fluorescence of autophagosomes after their formation and until they fuse with lysosomes (58). In this mouse model, autophagosome mass can be unbiasedly quantified in freshly isolated satellite cells by determining the MFI generated by GFP puncta (21, 59, 60) (Figure 7A). To evaluate the autophagosome turnover, freshly isolated and plated satellite cells obtained from normo- and hypercapnic mice were treated with bafilomycin, an autophagy flux inhibitor and vacuolar type H^+^-translocating ATPase inhibitor. This drug prevents lysosome degradation and thus leads to accumulating punctate GFP-LC3 exclusively when autophagy is active (22, 33, 61). These experiments revealed significantly reduced cytosolic MFI in satellite cells obtained from hypercapnic mice compared with normocapnic counterparts (Figure 7B), suggesting that hypercapnia downregulates autophagy flux in these cells. To test whether pharmacologic boosting of autophagy improves hypercapnic satellite cells’ replication, we treated cells obtained from normo- and hypercapnic mice with the allosteric mTOR pathway inhibitor rapamycin and found a not significantly different replication rate between the 2 conditions at 40 hours after isolation (Figure 7C). We then conducted experiments to gain insight into the signaling pathways associated with these processes in primary cells. Freshly isolated satellite cells obtained from room air–breathing mice were cultured ex vivo in normo- and hypercapnic conditions for 4 days. These conditions were generated by culturing cells in media buffered to maintain normal osmolarity, pH, and oxygen and either elevated or normal CO_2_, as previously published (6, 7). As early autophagy activation is in part regulated by the competitive effect between mTOR and AMPK on ULK1 (27), we probed immunoblots against these proteins’ products. We found that hypercapnia induced AMPK activation as measured by the surrogates of threonine 172 phosphorylation (AMPK^T172^, p-AMPK). However, the expression levels of both total AMPK and its targeted downstream effector Ulk1 were reduced. Interestingly, neither total nor phosphorylated mTOR at serine 2448 (mTOR^S2448^), which is a key regulator of mTOR activity (62), were influenced by hypercapnia (Figure 7, D and E). We then tested the regulation of these signaling pathways by rapamycin stimulation. Rapamycin caused mTOR^S2448^ and ribosomal S6 dephosphorylation (Figure 7, F and G), indicating that this cellular pathway can be pharmacologically targeted in satellite cells and primary myoblasts (22, 63, 64). Interestingly, while hypercapnia per se caused upregulation of AMPK^T172^ (Figure 7, D and E), that effect was amplified by concomitant exposure to rapamycin (Figure 7, F and G). This finding indicates that in satellite cells rapamycin inhibits mTOR and simultaneously stimulates AMPK, even in cells exposed to chronic hypercapnia.

### Rapamycin administration attenuates hypercapnia-induced impaired myogenesis in vivo.

We then evaluated whether pharmacologic inhibition of the mTOR pathway could improve autophagy flux and myogenic potential in hypercapnic animals. To do that, we exposed mice to chronic hypercapnia and systemically treated them with rapamycin. In vivo administration of rapamycin prevented the inhibitory effect of hypercapnia on satellite cells’ replication rate (Figure 8A). We then evaluated autophagy flux, as measured by MFI in bafilomycin-treated satellite cells from LC3-GFP mice. We found that the reduced flux induced by hypercapnia was prevented in animals previously treated with rapamycin (Figure 8, B and D). Finally, we transplanted freshly isolated satellite cells obtained from normo- and hypercapnic RFP mice previously treated with rapamycin. Cells were engrafted into TA muscles of normocapnic recipient mice. The relatively reduced engraftment of cells obtained from hypercapnic compared with normocapnic animals was prevented by pretreating donor mice with rapamycin (Figure 8, C and E). These data indicate that the detrimental myogenic effects of chronic hypercapnia on skeletal myogenesis can be attenuated via systemic administration of rapamycin, which leads to an improved replication, autophagy flux, and myogenic potential of satellite cells.

### Hypercapnia downregulates autophagy, and autophagy knockdown replicates hypercapnia.

Previously shown data suggest that hypercapnia downregulates myoblast proliferation, myogenesis, and autophagy. We then reasoned that if these processes were mechanistically associated, then autophagy knockdown (in normocapnic cells) should phenocopy key aspects of hypercapnia exposure. To conduct the following experiments, we used C2C12 myoblasts, which are nontransformed immortalized cells displaying features reminiscent of primary myoblasts, including their ability to replicate. These cells also differentiate into myotubes if cultured in serum-poor media (6, 7, 65). First, to corroborate the observed effects of hypercapnia on autophagy, C2C12 myoblasts were exposed to normo- and hypercapnia media as previously published (6, 7). CO_2_ exposure time course identified the time point when cells demonstrated a reduced replication rate evaluated with the EdU incorporation assay. We found that myoblasts exposed to hypercapnia for a minimum of 5 days demonstrated a significant reduction in cellular proliferation (Figure 9A and Supplemental Figure 3). As autophagy flux enables satellite cell activation (20, 21), we evaluated autophagosome turnover in normo- and hypercapnic cells. The ubiquitin-like protein Atg8 (LC3) can be conjugated to phosphatidylethanolamine, a process known as lipidation, that causes the transition from LC3-I to LC3-II. That transition is a proxy of autophagy flux when used along with bafilomycin, an autophagy flux inhibitor, which prevents lysosome degradation and thus causes LC3 lipidation to accumulate exclusively when autophagy is active (22, 61). Both LC3-I and -II were downregulated by hypercapnia exposure (Figure 9, B and C, and Supplemental Figure 4), suggesting a reduction in mass and lipidation of LC3 during hypercapnia. We then immunoblotted myoblast samples previously exposed to normo- and hypercapnia with antibodies against the mTOR and AMPK pathways. Consistent with primary myoblasts (Figure 7, D–G), we found that while hypercapnia exerted no effect on total or p-mTOR (mTOR^S1778^), it induced AMPK activation as measured by AMPK^T172^ (p-AMPK) and the AMPK downstream target acetyl-CoA-carboxylase (p-ACC). Similar to primary myoblasts, the expression levels of both total AMPK and its targeted downstream effector ULK1 were significantly reduced (Figure 9, D and E). Moreover, the phosphorylation level of ULK1 at serine-317 (ULK1^S317^), which is an AMPK-targeted site that induces autophagy (27), was reduced in hypercapnia. This last finding suggested that despite the increase in p-AMPK, the reduction of total AMPK was associated with a net-negative effect on ULK1^S317^ phosphorylation and with a reduced LC3 lipidation (Figure 9, B and C).

To gain insight into the mechanisms leading to reduced abundance of total AMPK and ULK1 in hypercapnia, we conducted quantitative PCR (qPCR) experiments using specific primers. Expression of AMPK and ULK1 mRNA products was not significantly reduced in hypercapnia, suggesting that the decreased protein abundances were caused by an accelerated degradation or a reduced synthesis but not transcriptional silencing (Figure 9F). Ubiquitin marks in cell lysates obtained from myoblasts treated with proteasomal inhibitor MG-132 were not significantly different between normo- and hypercapnic conditions (Supplemental Figure 5). Because AMPKa1 is the dominant isoform present in satellite cells and early differentiating myoblasts (66, 67), we conducted AMPKa1 immunoprecipitation from myoblasts treated with MG-132, with and without hypercapnia. These immunoblots were then probed with anti-ubiquitin antibodies. These data show that AMPKa1 ubiquitination did not increase by previous exposure to hypercapnia, suggesting that the reduction of AMPK abundance was not due to accelerated proteasomal degradation (Supplemental Figure 5). When AMPK phosphorylates and activates ULK1, these 2 proteins form a complex that enables autophagy initiation (27). Thus, we reasoned that the hypercapnia effect on autophagy would be associated with a reduction of that AMPK-ULK1 association. To interrogate this protein-protein interaction, we conducted proximity ligation assays (PLAs) using antibodies against ULK1 and AMPK. We indeed found that hypercapnia significantly reduced the puncta generated by AMPK’s proximity to ULK1, suggesting a diminished complexing between both proteins in that setting (Figure 9G and Supplemental Figure 6).

As we found that hypercapnia reduced myoblasts’ LC3 lipidation, we tested if treatment with rapamycin would reverse that. Indeed, rapamycin administration led to increased LC3 lipidation (Figure 9, H and I), which was associated with higher levels of AMPK/ULK1 complex formation in PLAs (Figure 9J) and mTOR deactivation as reflected by lower levels of p-mTOR and p-ULK1^Ser757^ (Figure 9K). Moreover, hypercapnic cells treated with rapamycin demonstrated increased levels of AMPK-targeted p-ULK1^Ser317^ (Figure 9K). Previous data indicate that AMPK and protein kinase B (Akt) antagonistically regulate skeletal muscle mass (6, 68, 69). Because Akt can inhibit autophagy (70) and regulate satellite cell stemness (71), we determined whether the Akt pathway was regulated in myoblasts exposed to elevated CO_2_. We found neither total nor p-Akt levels to be regulated by hypercapnia (Supplemental Figure 7). Also, in inflammatory cells, hypercapnia induced the expression of Bcl-2 and Bcl-xL, antiapoptotic factors that negatively regulate autophagy by blocking Beclin 1, an essential component of the autophagy initiation complex (24). To test if hypercapnia leads to similar regulation in myoblasts, we immunoblotted normo- and hypercapnic myoblast samples and probed them with antibodies against Bcl-2 and Bcl-xL. Our data show that none of the products were upregulated by myoblasts during hypercapnia, suggesting that a different mechanism is at play in the current setting (Supplemental Figure 8).

To test whether autophagy downregulation phenocopies key aspects of myoblast dysfunction evoked by hypercapnia, we knocked down autophagy and used EdU incorporation to score cell replication during normocapnia. To do that, we transfected C2C12 cells with control or specific siRNA against Atg7, which is a validated model of autophagy knockdown (72). These experiments revealed high efficiency of Atg7 downregulation and consistent p62 and p-S6 upregulation (Figure 9, M and N) (63), which were associated with a lack of rapamycin effect on LC3 lipidation in Atg7-knockdown cells (Figure 9O). Importantly, while autophagy knockdown did not influence myotube differentiation capacity (Figure 9P and Supplemental Figure 9), it led to a reduction in cellular proliferation (Figure 9Q). This is consistent with the phenotype observed in animals exposed to hypercapnia (Figures 3 and 4). In summary, these data indicate that hypercapnia inhibits autophagy and proliferation in C2C12 myoblasts and that autophagy silencing in C2C12 cells phenocopies key aspects induced by hypercapnia.

## Discussion

Here, we show that hypercapnia reduces satellite cells’ autophagy flux, proliferative rate, and myogenic potential. Administration of rapamycin is associated with improvement of these outcomes. Previous data indicate that hypercapnia accelerates the loss of muscle mass (6, 7). While hypercapnia and muscle wasting are independently associated with higher mortality in critically illness (1, 2, 5), human and experimental data suggest that impaired satellite cell function and myogenesis may contribute to muscle wasting in that setting (9–13). While autophagy flux is required to maintain satellite cell function and muscle mass (21, 22, 73), multiple models of critical illness have shown substantial dysregulation of autophagy in skeletal muscle (74–77). Previous evidence suggests that hypercapnia inhibits autophagy in inflammatory cells (24).

Myogenesis, which contributes to skeletal muscle integrity by enabling muscle repair following injurious events (42), depends in part on autophagy flux, which provides the bioenergetic needs for satellite cells’ activation and prevents their transition into senescence (20–23, 78–80). Previous studies have indicated that autophagy dysfunction causes abnormal myogenesis in aging (22) and in muscle dystrophy (20), yet to our knowledge this is the first study addressing autophagy regulation of myogenesis in the context of hypercapnia.

During an injurious event, satellite cells undergo an initial phase of activation followed by symmetrical replication giving rise to similar daughter cells, which expand the myogenic pool (44). After that, asymmetric division in an apical-basal orientation gives rise to 2 daughter cells, only one of which activates the transcription factor Myf5 and commits to myogenic differentiation (15). Our data suggest that it is the early activation with delayed symmetrical cell division which is primarily disrupted in the hypercapnic muscle response to injury. A previous report using C2C12 cells exposed to hypercapnia has suggested a reduced fusion index of these cells (18). Future studies with specific instruments to address asymmetrical cell division, such as the Myf5-YFP reporter mouse (81), will be needed to address the possible effect of elevated CO_2_ on the early phase of satellite cells’ differentiation.

To better analyze the contribution of satellite cells to the muscle reparative process in hypercapnia, we crossed an animal that conditionally expresses a GFP cassette controlled by a CAG promoter with an animal with a conditional Cre recombinase expression located at the Pax7 locus. The resulting mouse develops green fluorescence in Pax7-expressing satellite cells and in myofibers in which repair was contributed by these cells, even after Pax7 is no longer expressed. Decreased fluorescence was found in hypercapnic after-injury myofibers, which indicates that the myogenic potential of Pax7-expressing hypercapnic cells is reduced following an injurious event. Interestingly, preinjured muscles from hypercapnic animals showed a slightly yet significantly higher fluorescence (Figure 4B), possibly suggesting that hypercapnia is, per se, causing some level of recruitment and activation of satellite cells. Previous evidence suggests that skeletal muscles from chronically hypercapnic animals demonstrate hallmarks of recent myofiber regeneration (6). Future studies, including common pathways regulated by hypercapnia across different tissues and species (82–86), will be needed to specifically address satellite cells’ turnover in uninjured hypercapnic muscles.

Myogenesis is a complex process that involves the satellite cell and its tissue surrounding, including the cell’s niche (15). To investigate the specific contribution of satellite cells to hypercapnia-induced impaired myogenesis, we conducted transplantation experiments using constitutively fluorescent satellite cells obtained from normo- and hypercapnic mice. These cells were engrafted into a normocapnic animal, and their myogenic potential was quantified with lineage tracing. These experiments showed that hypercapnic satellite cells have significantly lower myogenic potential relative to normocapnic cells (Figure 4, E and F). These findings suggest that a satellite cell abnormality contributes to dysfunctional myogenesis and that these alterations are not rapidly reversible by engraftment into a normocapnic recipient. The identification of hypercapnia-induced satellite cell dysfunction could be therapeutically relevant given the potential of satellite cells’ isolation, expansion, and transplantation into a diseased muscle to improve clinical outcomes (87). It should be noted that transplanted satellite cells are obtained from a cellular niche exposed to other cell types, including inflammatory and immune cells (86, 88), that could also influence their function (15).

To further investigate the mechanisms of dysfunctional myogenesis in response to hypercapnia, we conducted bulk transcriptomic analysis of freshly isolated satellite cells from normo- and hypercapnic animals. 

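Table S3 holds 225 terms with 406 genes, of which 399 are in the deposited table and 230 in Table S2. All 399 were at an unadjusted p under 0.05 in limma. Of these, 241 also passed the fold threshold, and in 348 the groups did not overlap. Its members for organophosphate biosynthesis were mostly higher in hypercapnia (30 of 40), and those for the metabolism of lipids went both ways (24 higher and 17 lower), in RPM and with median-of-ratios scaling or quantile normalization alike. The terms rest on genes picked from these libraries.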

We found that most of the dysregulated biological processes in hypercapnia were related to metabolic, protein ubiquitin, and autophagy pathways. As bulk sequencing analysis often hides subtle changes that could be impactful on cellular outcomes, and most importantly, does not discriminate transcripts contributed by multiple cell types (89), we conducted single-cell sequencing analysis of after-injury, freshly isolated and fixed satellite cells. This analysis revealed fewer after-injury satellite cells in hyper- versus normocapnic mice, likely due to a delayed activation and reduced symmetrical cell division shown by the EdU incorporation assay. This analysis also indicates that both autophagy and senescence-associated genes are relatively dysregulated in satellite cells obtained from hypercapnia mice. Consistently, previous research found that aging is associated with a p16^INK4a^-regulated transition from quiescence to senescence and with a reduction of satellite cells’ number and autophagy flux (22, 78). As abnormal autophagy is a central hallmark of aging (90), the presence of senescence features in hypercapnic satellite cells suggests that elevated CO_2_ may cause an accelerated aging in these cells.

The relationship between cellular metabolism and autophagy is complex and not fully understood. While the increase in glucose-derived acetyl-CoA inhibits autophagy (91), autophagy is critical to maintain the substrate availability needed to support the early satellite cell’s function (21). Multiple substrate-responsive signaling molecules regulate autophagy, including AMPK, mTOR, and protein kinase B (Akt) (21, 92, 93).

The effect of autophagy impairment in CO_2_-induced dysfunctional myogenesis has never to our knowledge been tested in vivo. To do that, we used an animal expressing the EGFP fused with the LC3 family proteins, which retain constitutive fluorescence of autophagosomes after their formation until they fuse with lysosomes (58). In this model, autophagosome mass can be unbiasedly scored in freshly isolated satellite cells by determining the MFI generated by GFP puncta (21, 59, 60). Freshly isolated satellite cells from normo- and hypercapnic mice were isolated and treated with bafilomycin, verifying autophagy flux deceleration in elevated CO_2_. This phenomenon occurs despite animals’ reduced food intake, which is expected to accelerate autophagy (61, 94). This suggests a robust effect of CO_2_, which is able to overcome an antagonistic fasting-induced autophagy activation.

The role of AMPK in this model is especially intriguing. AMPK has been previously shown to support both satellite cell activation (67) and autophagy (27), and hypercapnia is a powerful inducer of AMPK activation, both in previous research (6, 7, 95, 96) and in the current experiments. Yet, according to the data presented here, hypercapnia inhibits autophagy. This inhibition is associated with downregulation of multiple constituents of the autophagy initiation machinery, including AMPK, ULK1, and LC3. Importantly, hypercapnia exerts no apparent effect on the canonical autophagy inhibitor mTOR. We reasoned that the lack of hypercapnia effect on mTOR offered an opportunity to recruit that pathway with rapamycin to offset the effects of reduced autophagy constituents, thereby increasing autophagy flux in satellite cells. Our results from hypercapnic cells and animals treated with rapamycin indeed show an attenuation of multiple surrogates of autophagic and myogenic dysfunctions.

Autophagy induction depends on 2 competing signals on ULK1: AMPK is stimulatory, and mTOR is inhibitory (27). ULK1^S317^, a phosphorylation site targeted by AMPK that causes autophagy activation (27), was found to decrease in hypercapnia. Thus, we reasoned that despite CO_2_-driven increased AMPK^T172^ phosphorylation, the simultaneous reduction of total AMPK abundance seemed to lead to net autophagy inhibition. Consistently, the autophagy-inducing complex formation of AMPK and ULK1 was found to be reduced by hypercapnia.

Surprisingly, neither total mTOR nor p-mTOR^S2448^ was regulated by hypercapnia, suggesting that the effects of a weaker net AMPK signaling were unopposed by reciprocal mTOR compensation. In other words, given that the AMPK/ULK1 axis canonically activates autophagy while mTOR antagonizes it, we speculate that during satellite cells’ activation in the hypercapnic setting, reduced expression of AMPK and ULK1 along with preservation of mTOR’s expression turn the steady-state balance toward a net deactivation of autophagy flux (graphic of the proposed model in Figure 10). This postulation is also suggested by a reduction in LC3 and the subsequent lipidation to LC3-II, indicating a deceleration of autophagy flux induced by hypercapnia. This suggested model should, however, be interpreted as a postulation, not as factual, and thus warranting further research. Indeed, AMPK targets multiple phosphorylation sites on ULK1 (97), and thus, future experiments will be needed to determine the protein modifications induced by hypercapnia on ULK1. Moreover, studies involving loss of these modifications via site-specific mutagenesis will be needed to mechanistically resolve the abnormal autophagy regulation in hypercapnia.

Given that hypercapnia caused a reduced autophagy flux but did not regulate the antagonistic mTOR pathway, we tested whether the use of rapamycin to deactivate mTOR during hypercapnia would lead to net autophagy acceleration. Indeed, rapamycin treatment antagonized the inhibitory mTOR signaling along with further decrease in mTOR-targeted p-ULK1^S757^. This was associated with acceleration of LC3-II formation, AMPK/ULK1 complex formation, and increase in AMPK-targeted p-ULK1^S317^, suggesting that cells chronically exposed to hypercapnia still retain the ability to activate autophagy upon mTOR pathway inhibition.

The abnormal signaling pathways we observed in cultured C2C12 myoblasts were replicated in hypercapnic primary cells, and indeed rapamycin administration led to mTOR and ribosomal S6 protein dephosphorylation, acceleration of cell replication, autophagy flux, and satellite cells’ myogenic potential following transplantation and lineage tracing. Moreover, we found that rapamycin amplifies the CO_2_-induced AMPK activation, which may potentially account for the AMPK targeting of ULK1^S317^ associated with acceleration of autophagy flux and replication rate of satellite cells. A mechanism depending on mTOR’s direct targeting of AMPK has been recently described to play a critical role in the regulation of autophagy under nutritional stress (98). Future studies with site-specific mutagenesis could define if these or other residues are causally relevant in AMPK-mediated autophagy acceleration after rapamycin administration.

To determine if autophagy deceleration and hypercapnia exposure were mechanistically related, we reasoned that autophagy knockdown should phenocopy the CO_2_-induced processes. Myoblasts were then transfected with Atg7 siRNA, which caused a robust autophagy knockdown demonstrated by reduction of Atg7 expression and by upregulation of both p62 and ribosomal p-S6 (22, 73). Moreover, rapamycin administration to Atg7-knockdown cells was unable to increase LC3 lipidation, strongly suggesting an efficient loss of autophagy function. Importantly, Atg7-knockdown cells demonstrated a reduction in proliferation rate and retained differentiation capacity, which mimics the phenotype evoked by hypercapnia.

The mechanism articulating autophagy arrest with reduced satellite cell replication and myogenesis in hypercapnia remains to be elucidated. Previous research indicates that inhibition of autophagy suppresses ATP levels needed for satellite cells’ activation, which is partially rescued by exogenous pyruvate supply as an energy source (21). The interaction between mitochondrial integrity and autophagy flux has been demonstrated in other models (23, 79, 80) and could be relevant here as well. While our data suggest that hypercapnia-induced abnormal satellite cell function contributes to reduced myogenesis, future research will be needed to substantiate the proposed hypothesis in which rapamycin resets the balance toward higher AMPK and lower mTOR signaling operating on ULK1 (Figure 10). Moreover, while we show that rapamycin administration resulted in higher levels of AMPK-targeted p-ULK1^S317^, we used that phosphorylation site as a surrogate of activation; yet, we are not certain that ULK1^S317^ is indispensable, or exclusively required, for autophagy activation.

A question that remains unanswered is whether the effects of hypercapnia on myogenesis are dose dependent and can thus be replicated with lower levels of CO_2_ exposure, as previously shown in differentiated myotubes (6). The present study was designed to address the effects of hypercapnia on myogenesis after muscle injury and the relevance of autophagy in that setting. However, the observation that satellite cells’ fusion with uninjured myofibers appears to occur more significantly in hypercapnia relative with normocapnia might reflect an increased muscle turnover induced by chronic CO_2_ exposure. Although addressing this finding is beyond the scope of the present project, this could be investigated with future research. Although hypercapnia causes muscle wasting (6, 7), it is possible that other body mass constituents, such as adipose tissue and bone, are influenced in that setting. Importantly, observations suggest that while subcutaneous adipose tissue mass is not associated with worse outcomes in critical illness (1, 2), the effect of visceral and ectopic fat appears to be detrimental (99, 100). Thus, investigation of hypercapnia effects on adipose tissue turnover in critical illness will have to account for regulation exerted on unique depots.

Finally, while hypercapnia effects on myogenesis appear to involve AMPK-mediated regulation, this process could be influenced by phenomena taking place in other organs. For instance, evidence indicates that elevated CO_2_ causes AMPK-mediated downregulation of sodium transporters in alveolar cells, which decreases alveolar fluid clearance. It therefore could be possible that the alveolar fluid clearance, not investigated in our model, could introduce a bias to the present findings (101–103).

In summary, pharmacologic mTOR pathway inhibition attenuates hypercapnia-induced autophagy arrest in satellite cells and dysfunctional myogenesis, which could be relevant to improve clinical outcomes of patients with muscle wasting in CO_2_-retaining pulmonary diseases.

## Methods

Further information can be found in Supplemental Methods. Target-specific primers are available in Supplemental Table 1. Western blotting antibodies are available in Supplemental Table 7.

### Sex as a biological variable

Both male and female mice were used for all experiments in this study.

### Statistics

Data are expressed as the means ± SEM. When results were compared with a reference value, we used a 2-tailed 1-sample *t* test; when comparisons were performed between 2 groups, significance was evaluated by 2-tailed *t* test, and when more than 2 groups were compared, 2-way ANOVA was used followed by the Dunnett test using GraphPad Prism software. Small sample sizes (<5–10) are not informative in determining data normality. Where possible, normality was tested using the Shapiro-Wilk test. For experiments with sample sizes less than 5, normal data distribution for statistical tests used to determine significance was assumed. A *P* value lower than or equal to 0.05 was considered statistically significant.

### Study approval

All the procedures involving animals were approved by the Albany Medical College Institutional Animal Care and Use Committee (number 22-06002). Animals were handled according to the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011), and all methods were performed in accordance with the relevant guidelines and regulations, as stated by the Journal and public agencies.

### Data availability

#### Bulk transcriptomics.

All the datasets including the raw files can be accessed via the accession number GSE226928.

#### Single-cell transcriptomics.

All the datasets including the raw files can be accessed via the accession number GSE266996**.**

#### Supporting data.

All supporting data values associated with the main manuscript and supplement material including values for all data points shown in graphs and values behind any reported means are available in the Supporting Data Values Excel file.

Prior publication: Part of this study has been previously presented in an abstract form at the 2023 American Thoracic Society Meeting on May 19–24, 2023, in Washington DC, USA.

## Author contributions

JB, LAD, ELJ, and DVS performed experiments; JB and RBR conducted bulk and single-cell RNA-sequencing analyses; and JB, HAS, and AJ designed the experiments and wrote the current manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-7

Supporting data values

## Figures and Tables

**Figure 1:**
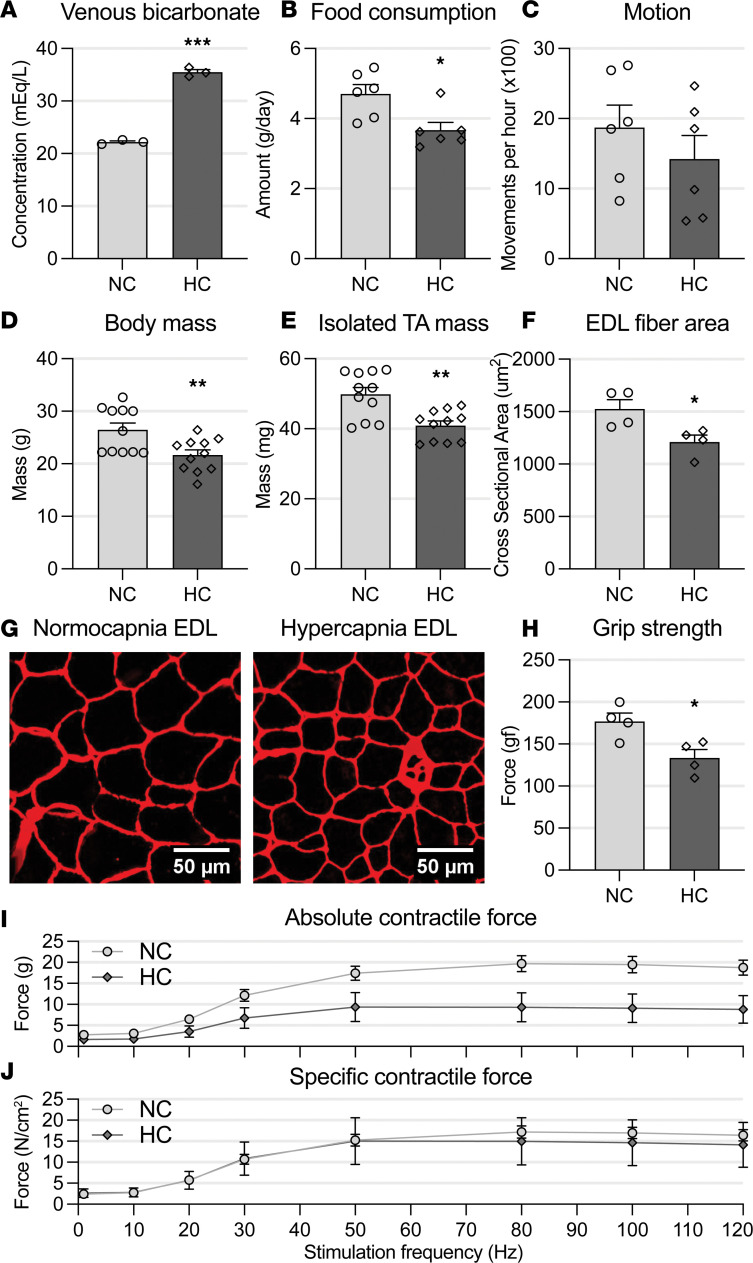
Chronic hypercapnia exposure causes skeletal muscle dysfunction. (**A**) Venous bicarbonate, a surrogate of chronic hypercapnia exposure, is elevated in the hypercapnic (HC) mice compared with their normocapnic (NC) counterparts (*n* = 3). (**B**) Food intake is significantly reduced in HC mice (*n* = 6). (**C**) Daily motion is not different between NC and HC mice (*n* = 6). (**D**) Gross body mass is reduced in HC mice in comparison with NC counterparts (*n* = 10 NC, 11 HC). (**E**) Freshly isolated tibialis anterior (TA) muscles from HC mice weigh less than NC mice–procured muscles (*n* = 11). (**F** and **G**) Sectioning and immunofluorescence stain of the extensor digitorum longus (EDL) muscle, automatically quantified, show reduced average myofiber cross-sectional area in HC mice (*n* = 4). (**H**) Mice in HC conditions have reduced limb grip strength (*n* = 4). (**I**) Isolated muscle contractility of EDL from HC mice shows lower absolute force when electrically stimulated in comparison with NC counterparts (*n* = 5 NC, 4 HC). (**J**) When corrected for muscle mass, HC muscles show no myofiber-specific force reduction when compared with NC littermates (*n* = 5 NC, 4 HC). All statistical comparisons were performed using Student’s *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 2:**
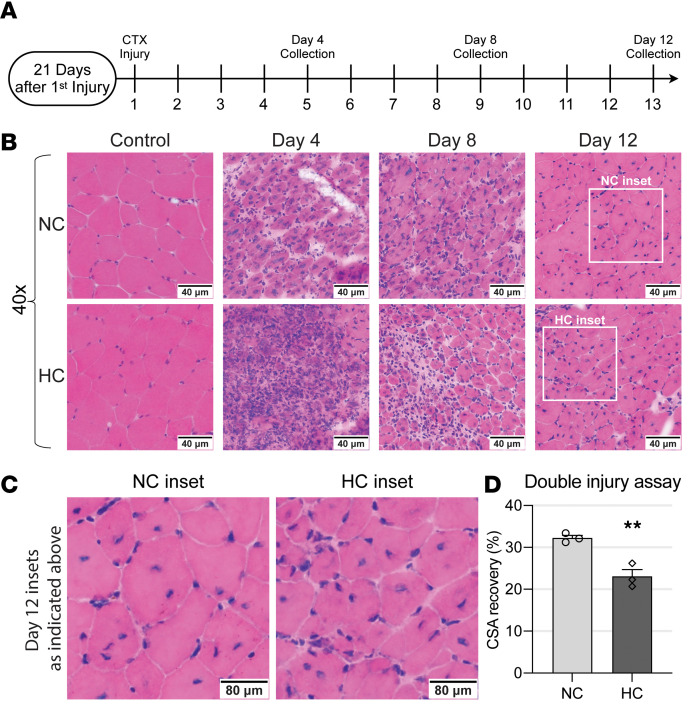
Chronic hypercapnia undermines myogenesis. (**A**) Double cardiotoxin (CTX) TA muscle injury timeline with various collection time points. (**B**) TA muscles from NC and HC animals were collected at 4, 8, and 12 days after the second cardiotoxin injury and were analyzed by H&E staining (*n* = 3). (**C** and **D**) Myofiber diameter after recovery remained significantly lower in HC mice 12 days after the second injury compared to contralateral control legs (*n* = 3). Statistical comparisons were performed using Student’s *t* test in **D**; **P < 0.01.

**Figure 3:**
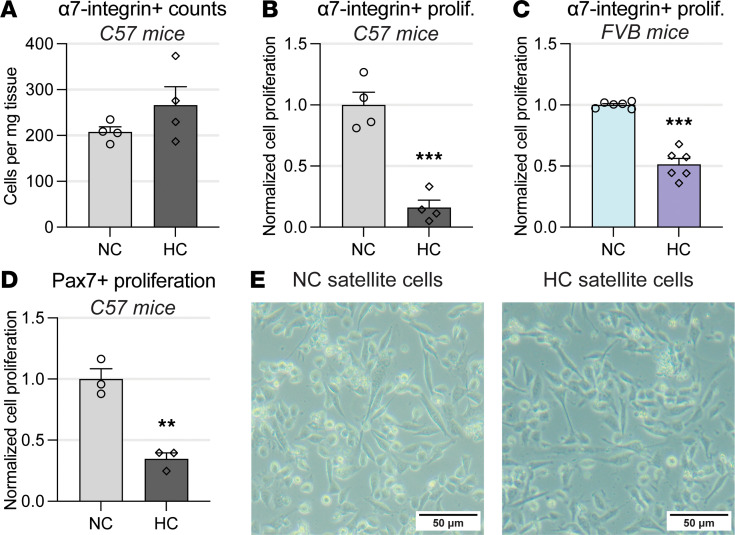
Chronic hypercapnia leads to reduced satellite cell activation. (**A**) Total numbers of α7-integrin–positive satellite cells isolated from skeletal muscles from NC and HC mice are similar (*n* = 4). (**B**) Column-isolated (MACS) α7-integrin–positive satellite cells from C57 HC mice have significantly reduced proliferation as measured by EdU assay in comparison with NC counterparts (*n* = 4). (**C**) FVB mice similarly exposed to hypercapnic conditions also display reduced α7-integrin satellite cell proliferation in reference to NC counterparts, indicating the process is not unique to the C57 strain (*n* = 6). (**D**) FACS-isolated Pax7-GFP–positive muscle satellite cells also demonstrate significant reduction in proliferation rate in reference to NC counterparts (*n* = 3). (**E**) α7-integrin–positive satellite cells from both NC and HC mice were plated and demonstrate unremarkable morphology and no evidence of cellular toxicity induced by hypercapnia. All statistical comparisons were performed using Student’s *t* test; **P < 0.01 and ***P < 0.001.

**Figure 4:**
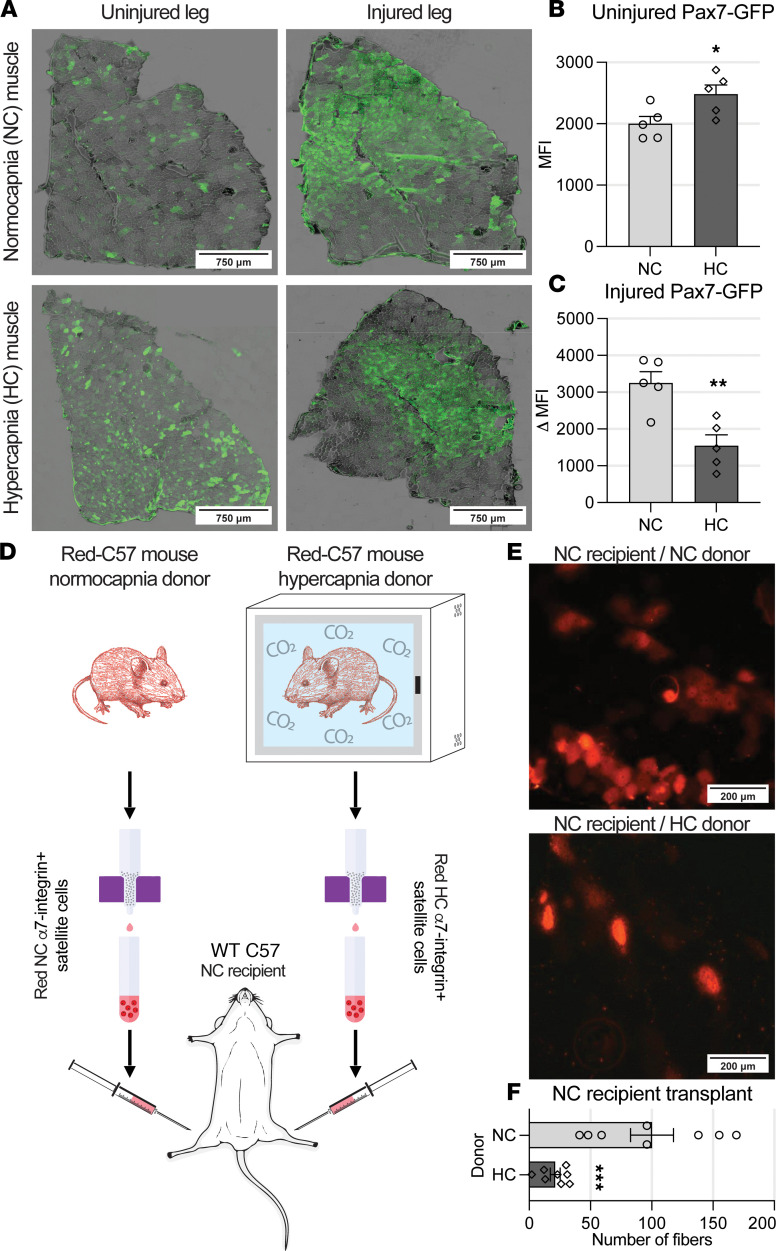
Postinjury satellite cells’ contribution to myogenesis is reduced in hypercapnia. (**A**) Pax7-GFP reporter mice induced with tamoxifen were exposed to normo- and hypercapnia, and TA muscle was then injured (once) with CTX to observe intrinsic satellite cell participation in muscle repair by section’s MFI. (**B**) Preinjury MFI is elevated in HC versus NC muscles (*n* = 5). (**C**) Postinjury muscle sections showed a significantly lower change in MFI compared with NC animals, indicating less Pax7-GFP cell participation in muscle repair (*n* = 5). (**D**) Graphic illustrates experimental design of transplantation experiments. (**E** and **F**) Column-isolated α7-integrin–positive satellite cells from RFP-expressing animals showed that HC mice produce satellite cells with significantly reduced myogenic capacity in comparison with NC counterparts, as determined by counting the number of red myofibers per TA muscle section 2 weeks after transplant into a healthy NC recipient. The animals’ contralateral legs were transplanted with cells from an NC donor as a control (*n* = 8). All statistical comparisons were performed using Student’s *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001. Graphics from **D** were constructed with clipart supplied by BioRender.com.

**Figure 5:**
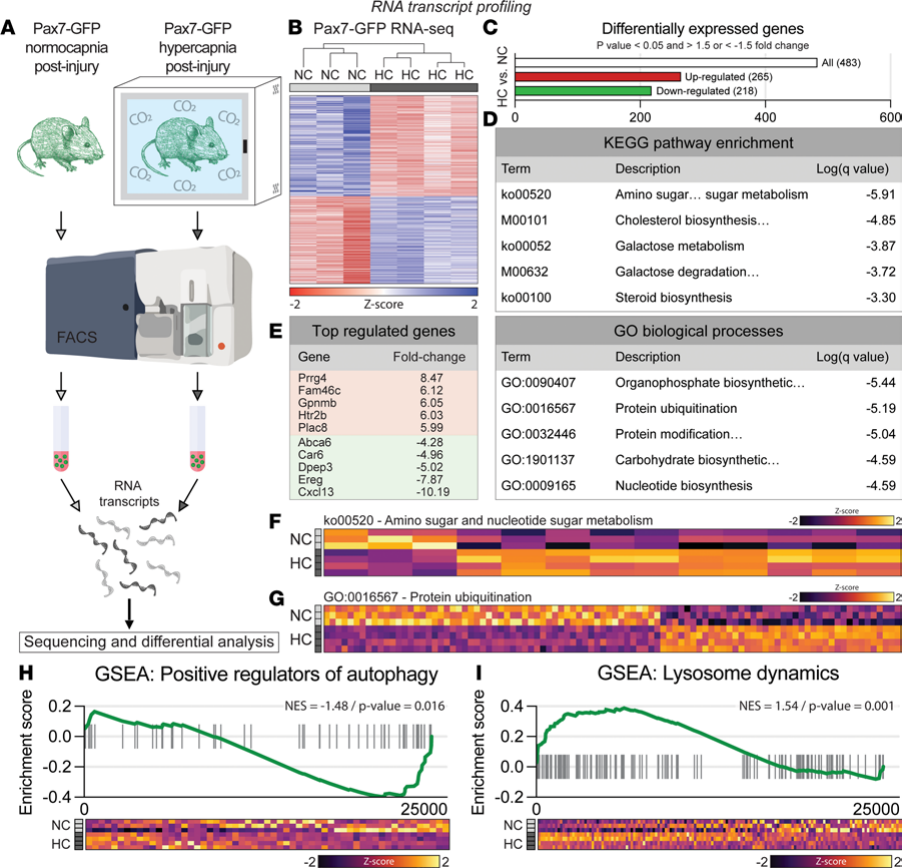
The transcriptomic landscape of hypercapnic satellite cells suggests alteration of multiple metabolic and autophagy pathways. (**A**) Graphic depicts the experimental design of the bulk RNA-sequencing analysis. (**B**) Heatmap of gene expression and unbiased clustering of RNA-sequenced samples (*n* = 3 NC, 4 HC). (**C**) Number of differentially expressed genes with a *P* < 0.05 and a fold-change greater than 1.5 or less than –1.5 shows 483 genes that are differentially expressed in hypercapnia versus normocapnia. (**D**) KEGG and GO pathways related to carbohydrate, amino acid and lipid metabolism, and protein ubiquitination. (**E**) List of top up- and downregulated genes. (**F** and **G**) Heatmaps show further interrogation of the number of entities within the top terms and their relative regulation in NC and HC mice. (**H** and **I**) GSEA of transcripts described as regulators of autophagy and lysosome dynamics. Graphics from **A** were constructed with clipart supplied by BioRender.com.

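For the genes of Fig. 5E, the log2 fold changes in the deposited values were 2.17 for Prrg4 (SE 0.74), 2.55 for Fam46c (SE 0.66), 2.73 for Gpnmb (SE 0.30), 2.10 for Htr2b (SE 0.67) and 2.47 for Plac8 (SE 0.73), and -2.01 for Abca6 (SE 0.64), -2.08 for Car6 (SE 0.53), -2.47 for Dpep3 (SE 0.51), -3.09 for Ereg (SE 0.67) and -3.25 for Cxcl13 (SE 0.85). All 10 passed the thresholds of Fig. 5C with groups apart, and none passed adjustment over all genes in limma (adjusted p 0.351 to 0.915). In DESeq2, Ereg (adjusted p 7.99e-06), Gpnmb (0.000221), Cxcl13 (0.00234), Dpep3 (0.00269) and Car6 (0.00614) passed adjustment. The other genes of Fig. 5E did not. Gpnmb, a glycoprotein of the lysosome and cell surface, was the best measured: 81.4, 50.8 and 94.6 RPM in NC1 to NC3 against 624, 606, 389 and 392 RPM in HC1 to HC4. Several of the others are near the floor in a group. Prrg4 was 9.68, 0.684 and 0.482 RPM in normocapnia, and Fam46c was 5.98, 1.71 and 0 RPM, so that their size depends on the pseudocount. Cxcl13 fell from 5.58, 28.0 and 57.8 RPM to 3.17, 1.41, 1.56 and 0.203 RPM. Prrg4 lost its call under 7 of its alternatives, among them without NC2, without NC3 and without each hypercapnia library (1.67 to 2.24). Htr2b lost it under 6, among them without NC2, NC3, HC1 or HC2 (1.80 to 1.90), and Abca6 under 4, among them without NC2, NC3 or HC1 (-1.98 to -1.72). In Table S4, Gpnmb is among the top genes of cluster 0 (epithelial) and Plac8 among those of cluster 1 (immune). Neither is among those of the satellite cluster.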

**Figure 6:**
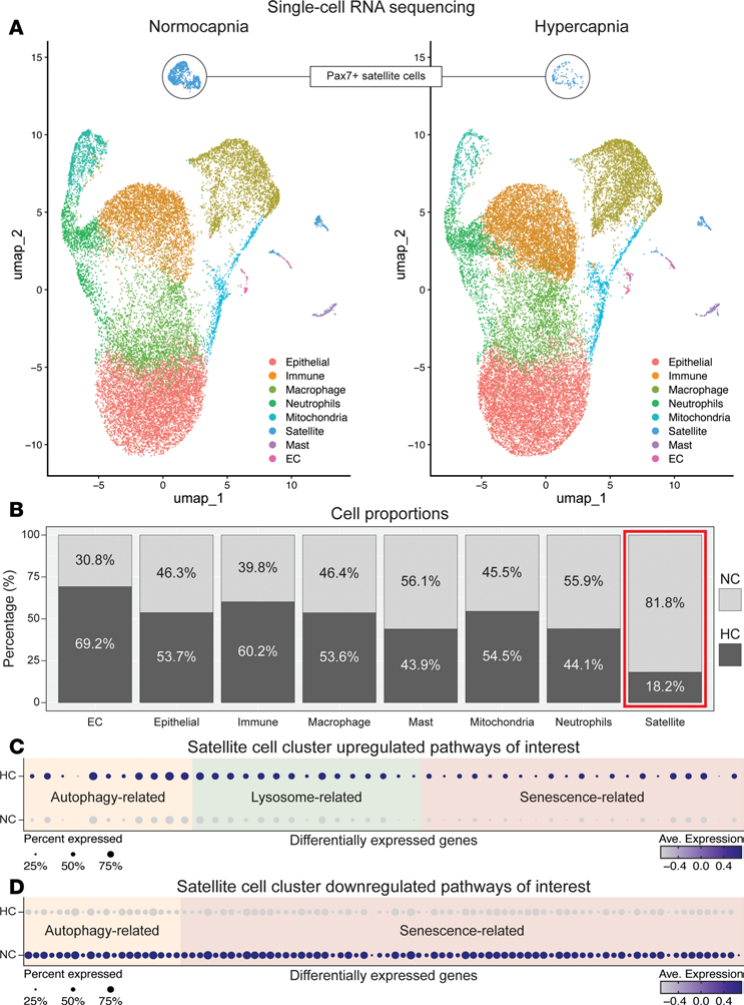
Single-cell sequencing analysis of satellite cells, autophagy, and senescence. Postinjury cells were sorted using FACS and processed for single-cell sequencing. (**A**) Uniform manifold approximation and projection (umap) of normo- and hypercapnia cell clusters identified. Note that hypercapnia caused a robust reduction in the number of satellite cells, with other cell types showing no such imbalance between normo- and hypercapnia conditions. (**B**) Cell proportions sequenced in normo- and hypercapnia. (**C** and **D**) In the specific satellite cell cluster, genes related to autophagy, lysosome, and senescence were identified. A total of 2 animals were sent for sequencing in each condition. EC, endothelial cells.

**Figure 7:**
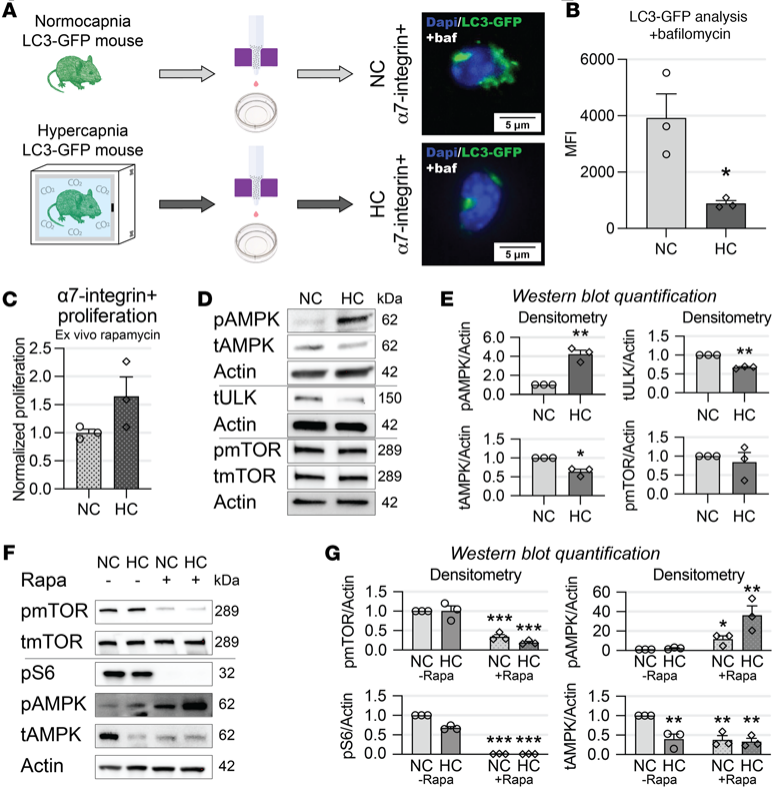
Hypercapnia downregulates satellite cells’ autophagy in vivo. (**A**) Diagram indicating the experimental design. (**B**) Freshly isolated α7-integrin–positive satellite cells obtained from LC3-GFP reporter HC mice show a significant reduction in puncta accumulation after bafilomycin treatment in reference to NC counterparts (*n* = 3). (**C**) Column-isolated α7-integrin–positive satellite cells from C57 HC mice regain higher proliferation capacity if treated with rapamycin as measured by EdU assay in comparison with HC counterparts not treated with that drug (*n* = 3). (**D**) Immunoblots of column-isolated α7-integrin–positive satellite cells from room air–breathing mice cultured for 4 days in NC and HC show that hypercapnia upregulates p-AMPK but causes a reduction of total AMPK and ULK1, without either translational or posttranslational effect on mTOR. Actin was used as a lane loading control; each lane corresponds to an individual mouse (*n* = 3). (**E**) Densitometric quantitation of Western blots in **D**. (**F**) Rapamycin administration causes a robust dephosphorylation of mTOR and ribosomal protein S6, which is associated with a further amplification of HC-induced upregulation of p-AMPK. (**G**) Densitometric quantitation of Western blots in **F**. Actin was used as a lane loading control; each lane corresponds to an individual mouse (*n* = 3). Statistical comparisons were performed using Student’s *t* test in **B** and **C**. Densitometric statistical comparisons in **E** and **G** were performed using a 1-sample *t* test (**E**) and 2-way ANOVA (**G**); *P < 0.05, **P < 0.01, and ***P < 0.001. Graphics from **A** were constructed with clipart supplied by BioRender.com.

**Figure 8:**
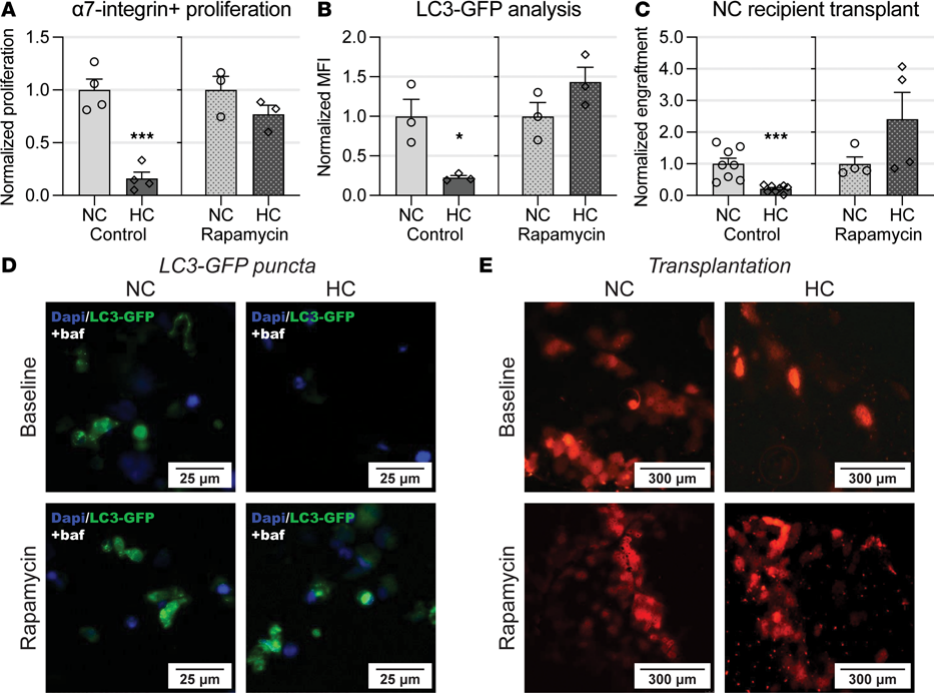
Rapamycin administration attenuates hypercapnia-induced impaired myogenesis in vivo. (**A**) Freshly isolated satellite cell proliferation is normalized by previous systemic rapamycin administration to HC mice (*n* = 3). (**B** and **D**) Hypercapnia-induced LC3-GFP puncta reduction is reversed by previous systemic rapamycin administration to HC mice (*n* = 3). (**C** and **E**) Transplantation experiments indicate that, after previous systemic rapamycin administration to HC mice, freshly isolated satellite cells engaged in posttransplantation, engraftment, and differentiation similarly to NC donated cells (*n* = 4). Note that control conditions of **A**–**C** (left bar graphs) correspond to experiments previously presented in the article and are displayed as a reference to rapamycin-administered mice. All statistical comparisons were performed using Student’s *t* test; *P < 0.05 and ***P < 0.001.

**Figure 9:**
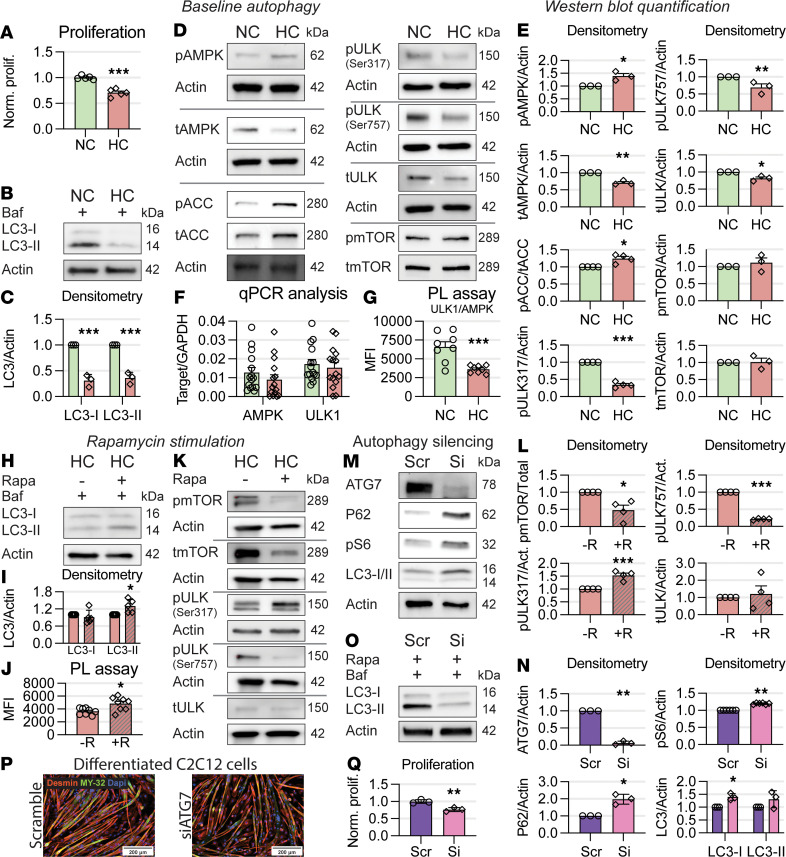
Hypercapnia downregulates autophagy, and autophagy knockdown replicates hypercapnia. (**A**) C2C12 myoblast proliferation is reduced in hypercapnia (*n* = 5). (**B**) Cells in hypercapnia express fewer LC3 isoforms (*n* = 3). (**C**) Densitometric quantitation of Western blots in **B**. (**D**) Autophagy pathway constituents are downregulated in hypercapnia; however, mTOR and p-mTOR (Ser2448) remain unchanged. Despite activation surrogates of AMPK (p-AMPK and p-ACC) increasing in hypercapnia, the canonical AMPK-targeted ULK1^S317^ is not upregulated (*n* = 3). (**E**) Densitometric quantitation of Western blots in **D**. (**F**) qPCRs of AMPK and ULK1 demonstrate lack of transcriptional downregulation (*n* = 16). (**G**) PLA shows that hypercapnia exposure is associated with reduced AMPK/ULK1-driven puncta (*n* = 8). (**H**) When treated with mTOR inhibitor rapamycin and bafilomycin, LC3-II increases in hypercapnia, suggesting retained autophagy flux capacity (*n* = 5). (**I**) Densitometric quantitation of Western blots in **H**. (**J**) PLA shows that hypercapnia-treated cells significantly improve AMPK/ULK1-driven puncta when treated with rapamycin (*n* = 8). (**K**) mTOR and downstream autophagy-inhibitory ULK1^S757^ are dephosphorylated after rapamycin treatment (*n* = 5), while AMPK-targeted and autophagy-stimulatory ULK1^S317^ are upregulated (*n* = 4). (**L**) Densitometric quantitation of Western blots in panel **K**. (**M**) siRNA Atg7 transfection in C2C12 cells causes a reduction in Atg7 protein products and upregulation of autophagy arrest markers. Scramble (scr) is control, nonspecific siRNA (*n* = 3). (**N**) Densitometric quantitation of Western blots in panel **M**. (**O**) C2C12 cells transfected with Atg7 siRNA are unable to build normal levels of LC3-II with rapamycin (*n* = 4). (**P**) C2C12 cells transfected with Atg7 siRNA demonstrated a normal differentiation pattern (*n* = 3). (**Q**) Atg7 silencing significantly reduces C2C12 cell proliferation similarly to hypercapnia (*n* = 3). Statistical comparisons were performed using Student’s *t* test in panels **A**, **F**, **G**, **J**, and **Q**. Densitometric statistical comparisons in **C**, **E**, **I**, **L**, and **N** were performed using a 1-sample *t* test; *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 10:**
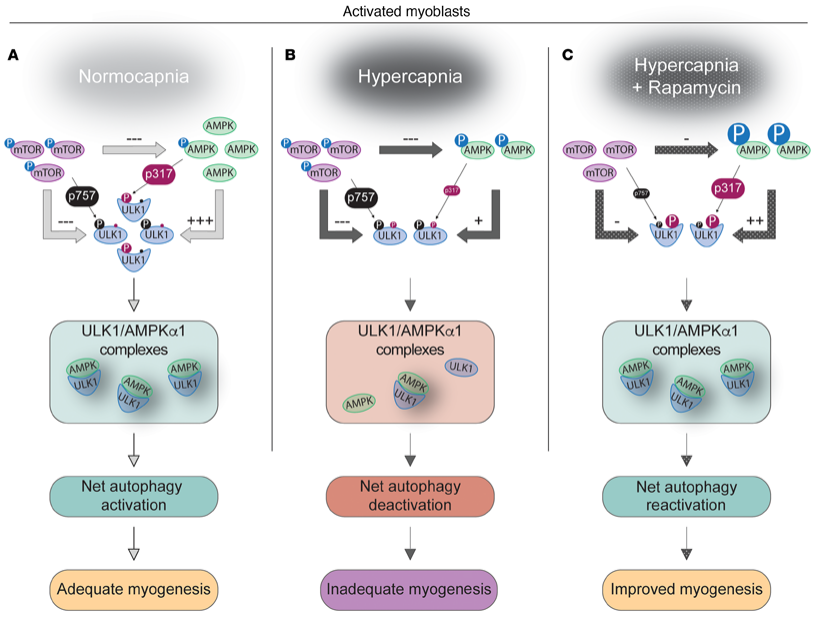
Proposed model accounting for the effects of chronically elevated CO_2_ on satellite cells’ activation and skeletal myogenesis and the effect of rapamycin administration. (**A**) During normocapnia (NC) and after satellite cell activation (induced by injury), autophagy flux supports myogenesis because of a shift in balance between the stimulatory effect of AMPK on ULK1 (indicated by ULK1^S317^ as a surrogate of this signaling) that overcomes the inhibitory effect of mTOR on ULK1 (indicated by ULK1^S757^ as a surrogate of this signaling). (**B**) In hypercapnia, both AMPK and ULK1 expression levels, AMPK/ULK1 complexing, and ULK1^S317^ are reduced. The inhibitory ULK1^S757^ remains unchanged. That rebalancing leads to the predominance of the inhibitory mTOR pathway (due to reduced AMPK effect), causing net autophagy deceleration and impaired myogenesis. (**C**) If HC animals are treated with rapamycin, the inhibitory ULK1^S757^ signaling is sharply downregulated, and the AMPK phosphorylation is robustly increased, leading to the elevation of the surrogate autophagy activation marker ULK1^S317^, and increase in AMPK/ULK1 complex formation, which indicates a resetting of the balance back to autophagy acceleration and improved myogenesis. Note that this is a proposed, not a factual model. See Discussion for further details.

# Supplementary material for: Rapamycin improves satellite cells’ autophagy and muscle regeneration during hypercapnia
**Source:** JCI Insight. 2025 Jan 9;10(1):e182842. doi: 10.1172/jci.insight.182842
**Supplement:** Supplemental data

**Supplemental Data legends:**

Figure S1.

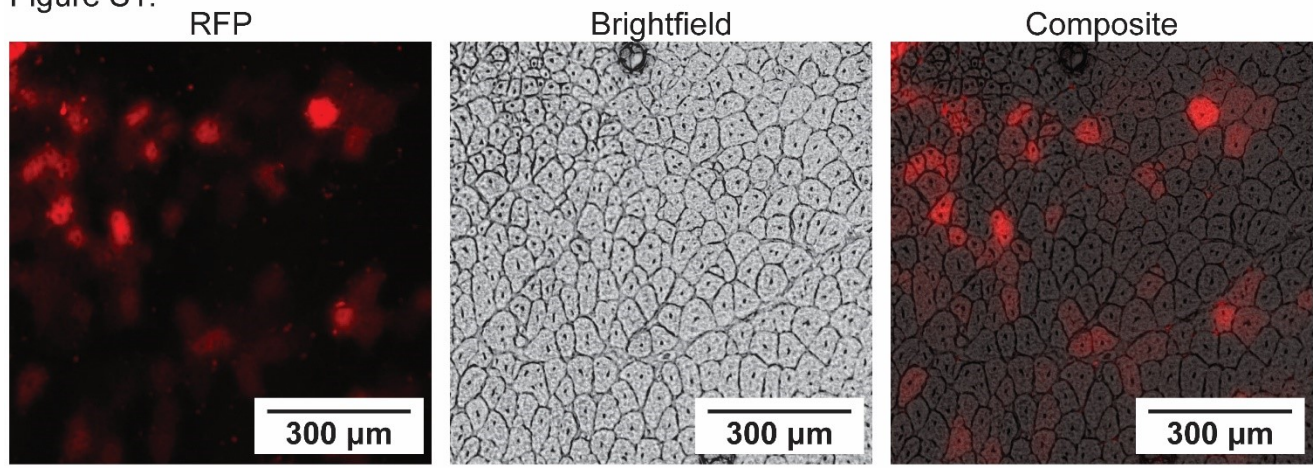

**S1: Muscle integrity post-transplant.** Contrast phase images demonstrating that transplantation experiments allow for full muscle regeneration after engraftment. Notice the central localization of the nuclei, which are hallmarks of the ongoing injury-repair cycle with recovery of sarcolemma integrity.

Figure S2.

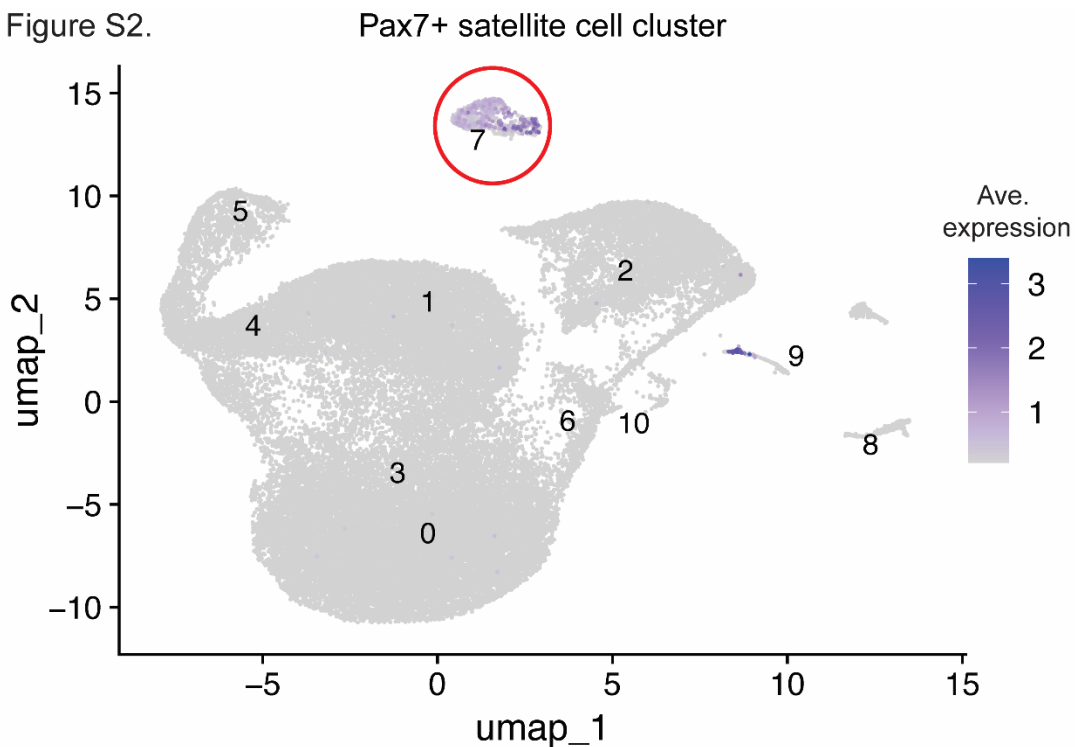

**S2: Single cell sequencing aggregated umap plot.** Average Pax7 transcript expression across all identified clusters. Cluster 7, circled in red, is the only cluster identified as Pax7+ satellite cells.

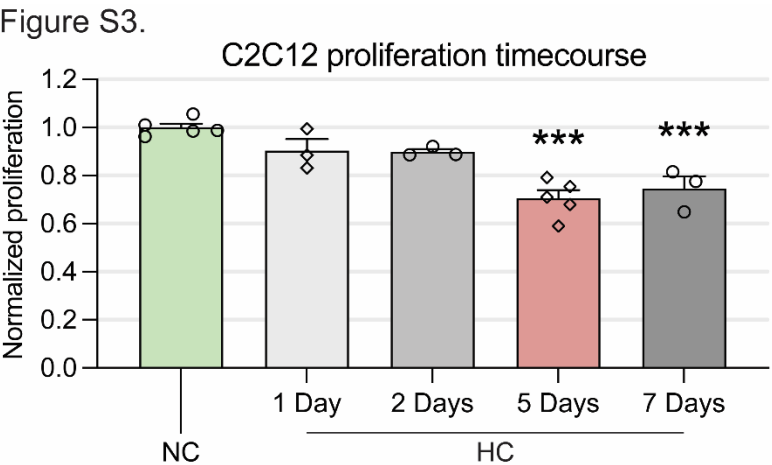

**S3: Chronic hypercapnia model in vitro.** Time-course of EdU incorporation assay of C2C12 cells exposed to hypercapnia. C2C12 myoblasts were maintained in NC or HC media and EdU incorporation was quantified at specific timepoints, indicating that at 5 days cells already demonstrate a significantly reduced replication rate in comparison with hypercapnia and normocapnia. N=5, \*\*\* p<0.001.

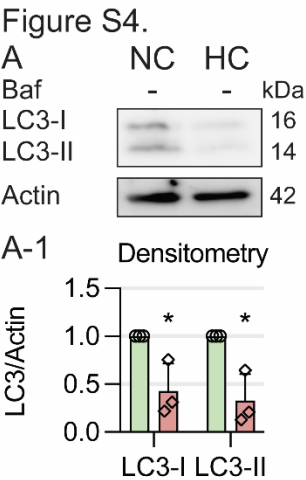

**S4: C2C12 cells autophagy flux interrogation without bafilomycin.** Myoblast untreated with autophagy flux inhibitor bafilomycin were exposed to hypercapnia and then lysed and processed for Western blot using anti-LC3-specific antibodies. Actin was used as a lane loading control. N=3, p<0.05.

Figure S5.

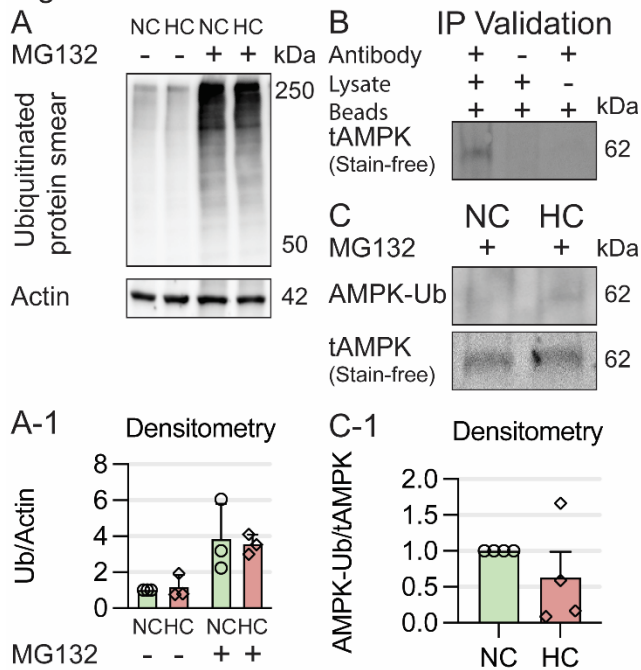

**S5: Proteasome-mediated degradation in hypercapnic myoblasts.** **A:** Normo and hypercapnic C2C12 myoblasts treated with proteasome inhibitor MG-132 were lysed and processed for Western blot using anti ubiquitin antibody. Note that while MG-132 causes accumulation of ubiquitinated protein, there is no noticeable difference between normo and hypercapnic groups. N=3. **B:** Immunoprecipitation validation of AMPK $\alpha$ 1 showing the enrichment of the band corresponding to the antibody/lysate/beads, which indicates the specific nature of the pulldown. **C:** C2C12 myoblasts exposed to normo and hypercapnia were processed for immunoprecipitation using AMPK $\alpha$ 1 antibodies, and membranes were probed with anti-ubiquitin antibody. Data demonstrates that AMPK $\alpha$ 1 does not significantly conjugate with ubiquitin in the presence of the proteasome inhibitor MG-132. N=4.

Figure S6. ULK1/AMPK $\alpha$ 1  
C2C12 proximity ligation assay

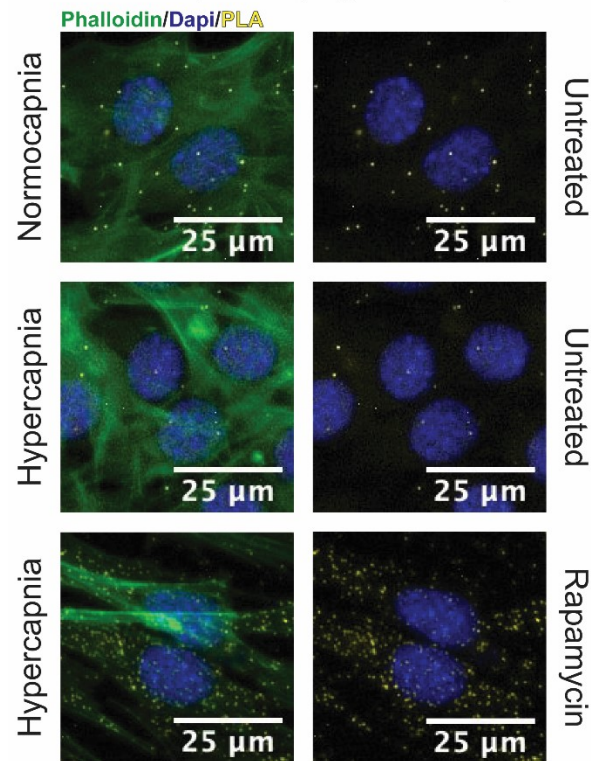

**S6: Proximity ligation assays (PLA):** C2C12 myoblasts were treated with normo and hypercapnia, and then hypercapnia with rapamycin; and then processed for PLA using primary AMPK $\alpha$ 1 and ULK1 antibodies. Amplification probes conjugated to the secondary antibodies led to the fluorescent puncta formation. See further explanation in the methods section.

Figure S7.

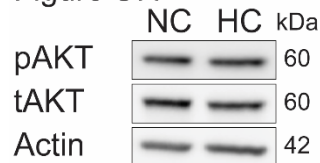

**S7: Effect of hypercapnia on Akt.** Hypercapnia does not regulate Akt total or phosphorylated forms. C2C12 cells in normo and hypercapnia were probed with total and phospho Akt (Ser473), which showed no regulation of any product induced by elevated CO<sub>2</sub>. N=3

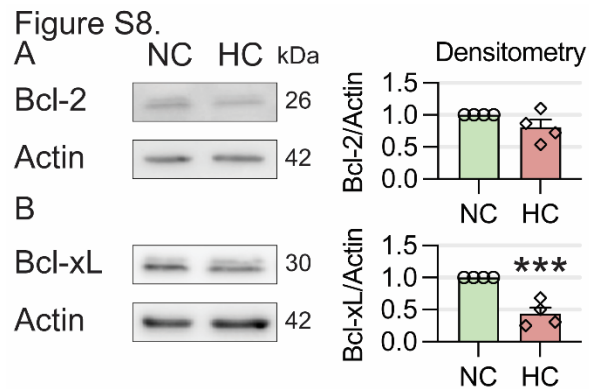

**S8: Effect of hypercapnia on Bcl-2 and Bcl-xL:** Myoblast were exposed to hypercapnia and then lysed and processed for Western blot using anti-Bcl-2 and Bcl-xL-specific antibodies. Actin was used as a lane loading control. N=3,  $p < 0.001$

**Figure S9.**

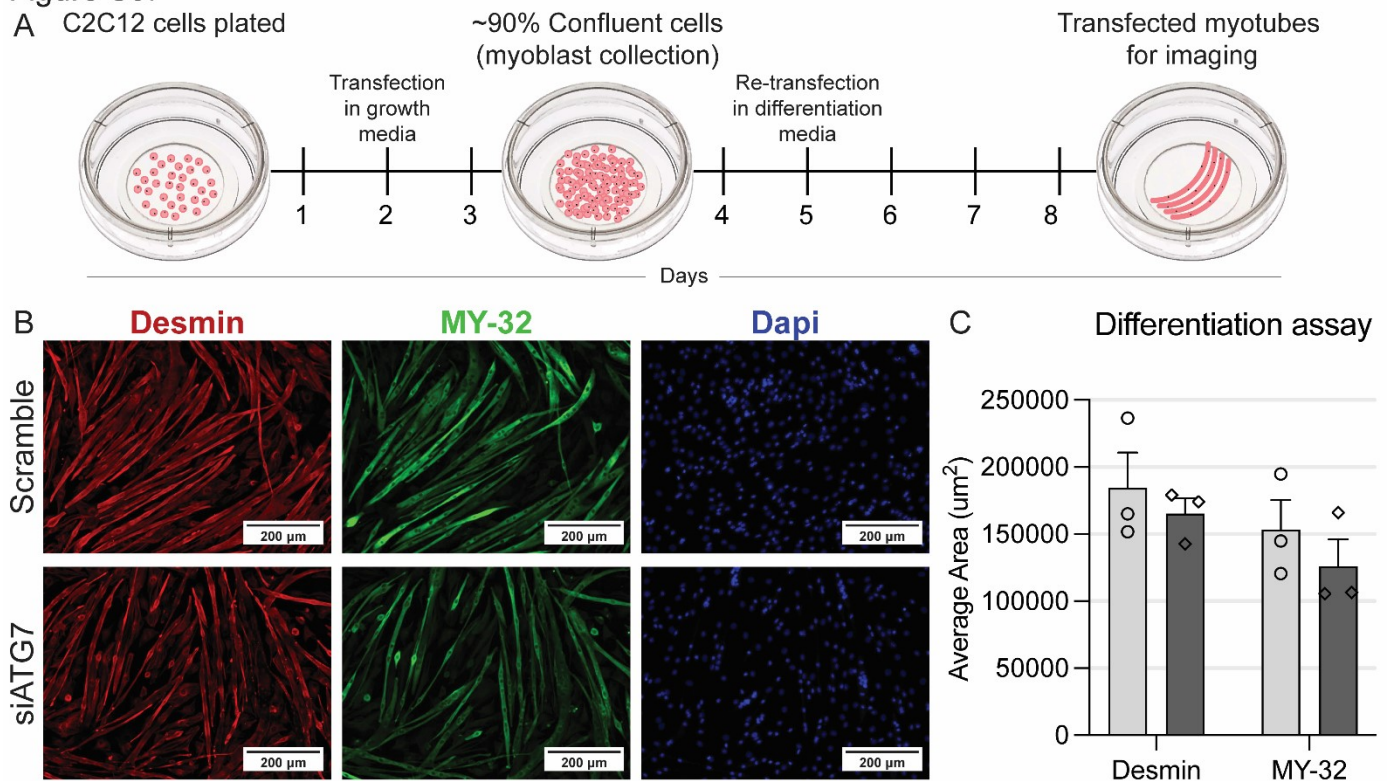

**S9: Autophagy and muscle cellular differentiation.** **A:** Diagram of Atg7 siRNA transfection to myoblasts and myotubes. Notice that myotubes received a second round of transfection, which maintained the silencing of Atg7 product during the experimental window. See methods for details. **B:** Autophagy loss of function does not prevent myoblasts transition into myotubes upon exposure to serum poor (2% horse serum-supplemented) media. This transition is an in-vitro surrogate of myotube differentiation, which involves cell division arrest, elongation of myotubes and their fusion, resulting in mature myofibers expressing multiple proteins of terminally differentiated skeletal muscle. The

expression of desmin and My-32 during that transition is similar between control- and Atg7 siRNA transfected cells, indicating that autophagy is dispensable during the process of differentiation. Disaggregated of desmin and My-32 expression in post Atg7 siRNA transfected myotubes. **C:** Quantification of total fiber area using mature muscle cell markers Desmin or MY-32 shows no difference in cell size between control and Atg7 siRNA treated cells.

**Supplementary Tables and files:**

**Table E1:** qPCR primers used for this study.

**Table E2:** RNA transcripts profiles with p values

**Table E3:** RNA Metascape results

**Table E4:** Single cell cluster identification from top 10 transcripts.

**Table E5:** Single cell Pax7+ cluster upregulated genes of interest.

**Table E6:** Single cell Pax7+ cluster downregulated genes of interest.

**Table E7:** Antibodies used for this study.

**Supplementary uncropped original immunoblots**

**Supplementary Materials and Methods**

## **Methods:**

**Animals:** Both male and female mice were used for studies and aggregated data is reported for both sexes unless otherwise specified. **1) Wild-type C57BL/6** mice obtained from The Jackson Laboratory were used in this study. At 12 weeks of age mice were placed in either a Biospherix chamber with 10% CO<sub>2</sub> (hypercapnia) or room air as controls (normocapnia) for 4 weeks. **2) Wild-type FVB/NJ** mice were also obtained from The Jackson Laboratory for use as a validation strain. **3)  $\beta$ Actin-DsRed** mice were used for transplantation experiments. These mice express red fluorescent protein variant DsRed.MST under the control of the chicken  $\beta$ -actin promoter coupled with the cytomegalovirus (CMV) immediate-early enhancer(54) and were purchased from the Jackson Laboratory (Stock No: 005441). **4) GFP-LC3**: Mice expressing GFP (EGFP)-LC3 cassette inserted between the CAG promoter (cytomegalovirus immediate-early (CMVie) enhancer and chicken  $\beta$ -actin promoter) on a C57BL background were purchased from RIKEN Bio-Resource Center, Japan (#BRC00806). Genotype was determined as previously reported and confirmed by direct visualization of the GFP puncta(59). **5) GFP-Pax7**: An animal expressing an IRES-CreERT2 fusion protein downstream the Pax7 stop codon (Jackson Lab, Stock No: 017763) was crossed with a loxP-flanked STOP cassette holding animal (Jackson Lab, Stock No: 007906). The result of that crossing leads to green fluorescence after Cre recombination, which occurs in Pax7-expressing cells. In the present research, we deliberately chose to use mice in early adulthood to avoid the potential confounding effect of aging on the reported myogenic results. Food and water were accessible *ad libitum*, and a 12-hour light/dark cycle was maintained as regulated by our Animal Research Facility (ARF). The time elapsed between animals' withdrawal from the high-CO<sub>2</sub> environment, their euthanasia by cervical dislocation, and sample procurement never exceeded 5 minutes when methodologically feasible.

**Venous bicarbonate determination:** Values of venous bicarbonate were measured with an i-STAT hand-held blood analyzer (Abbott, Chicago, IL). To do that, animals were restrained, and blood was

obtained using a submandibular bleed, and collected in 100  $\mu$ L EDTA-coated Microvette capillary collection tubes (Sarstedt).

**Food intake:** Food intake of normocapnic and hypercapnic animals was compared by recording the difference in the mass of food given to single animals for 3 days. When kept in the hypercapnia chamber, food would absorb excess moisture due to increased ambient humidity. To correct for this confounder, a control container of 100g of food was placed in the chamber during the same 3-day period of monitoring. The percentage of weight gain of the “control” food was used to correct the experimental food masses.

**Motion detection:** Motion detection cages (Ugo Basile, Gemonio, Italy, 47420) were used for quantitative movement monitoring of animals housed in hypercapnic and normocapnic environments for 24 hours, following standard protocols.

**Body weight determination:** Mice were weighed using a top loading balance (Mettler Toledo, Ohio).

**Muscle procurement and muscle mass:** After 4 weeks of normocapnia or hypercapnia the animal was euthanized, immediately after animal euthanasia, leg skin was dissected with tweezers and muscles exposed. Under real time magnification using an illuminated magnifier (Omano, China), muscles were dissected individually, cutting first the distal tendon, and gently removing the entire muscle using dissecting scissors (Roboz RS-5840). After the proximal tendon was severed, the muscle was put in contact with a gauze under magnification to eliminate remaining blood, fat, and if needed also remaining tendon using scissors. Muscle was then weighed using an analytical balance (Sartorius Entris, Germany). Mass determination was performed on the tibialis anterior (TA) muscle. Extensor digitorum longus (EDL) muscles were used for histology, immunofluorescence and contractility analysis.

**Muscle histology:** After 4 weeks in normocapnic or hypercapnic environments, mice were euthanized, and freshly isolated muscles were chilled on saline-moistened gauze in a 60-mm culture dish on ice. A metal cup containing isopentane was cooled in liquid nitrogen until crystals of isopentane formed at the bottom of the cup. Muscles were transferred to pre-cooled Tissue-Tek embedding cassettes (EMS, Hatfield, PA; 62520), which were dropped into the cooled isopentane, submerging the muscle for 1 min. Muscle samples were then drained and dried on gauze pads at -20°C to remove all isopentane. Frozen muscles were adhered to the sample stage using a small amount of Tissue-Tek optimal cutting temperature (OCT) compound (EMS, Hatfield, PA, 62550) and 10-micron sections were taken for analysis using a Leica CM1860 Cryostat (Wetzlar, Germany).

**Muscle immunofluorescence:** Muscle sections were fixed for 15 min in acetone at -20°C and then left at room temperature to dry for 30 min. Blocking was performed using mouse-on-mouse blocking reagent (Vector Laboratories, Burlingame, CA) for 1 h at room temperature. Sections were then incubated for 2 hours at room temperature or overnight at 4°C with the indicated primary antibodies. Three 5-minute washes were then performed with PBS. Then, secondary antibodies from Jackson ImmunoResearch Laboratories were added, all at 1:250, and incubated for 1 hour at room temperature. Three washes were then performed with PBS. Samples were mounted with Ibidi mounting medium (Martinsried, Germany). Images were captured on the same day using Cytation 5 (Agilent/BioTek) or confocal microscopy (Leica SPE).

**Muscle myofiber cross-sectional area:** Muscle sections were stained with anti-laminin and imaged at 10X magnification. CellProfiler software (Broad Institute, Cambridge, MA) was used to measure myofiber cross sectional area in an unbiased manner. Output muscle traces were reviewed to assure accuracy of measurement of the software pipeline.

**Grip strength test:** Animal limb grip strength was determined using a Grip Strength Meter (Ugo Basile, Germonio, Italy, 47200). The mouse was held by the tail and placed on the waffle grasping grid. Pressure was steadily applied to the mouse's tail until failure and release from the grid occurred, at which time the peak force was measured. This procedure was repeated 5 times per animal with one minute resting periods.

**Isolated muscle contractility:** Absolute force determination: Extensor digitorum longus (EDL) muscles were surgically isolated from the mouse by carefully tying a suture around the tendon at each end and cutting the tendons to release the muscle. Special care was taken not to stretch or damage the muscle integrity, as previously established. Once removed, the analyzed muscle was equilibrated for 15 min in ice-cold Ringer's solution supplemented with 5.5 mM glucose, adjusted to a pH between 7.4 and 8.0, and slowly bubbled with carbogen. The muscle was then suspended between the isometric force transducer (Harvard Apparatus, Holliston, MA) and the platinum-stimulating electrode tissue support (Radnoti, Covina, CA; 160152), lowered into the 25-mL tissue bath (Radnoti, Covina, CA; 166026) containing the same solution, also bubbled slowly with carbogen, but this time at room temperature; and allowed to equilibrate for an additional 15 min. Muscle tension was escalated until baseline tension started to increase. A single 1-Hz, 40-V stimulus was delivered with a Grass S-88 electrical stimulator, and the peak contraction was recorded. After a 30s rest, voltage was increased by 10 V and delivered again, recording peak contraction. This process was repeated until no additional increase in the peak contraction force was observed. The optimal length of the muscle was then determined by slowly increasing the muscle tension and delivering a single, maximal stimulus, as previously determined above, while recording the peak force. After a 30s rest, tension was slightly increased, and another stimulus was delivered while recording peak contraction. This process was repeated until maximal peak contraction force was achieved. Subsequent stimuli were delivered at 1, 10, 20, 30, 50, 80, 100, and 120 Hz, while recording the peak force at each point and allowed for 1

minute of rest between each stimulus. Specific force determination: After the final stimulus was recorded, the muscle mass was determined. With that information, the following equation was used to obtain the specific force at each point: Specific Force (N/cm<sup>2</sup>) = peak contraction (kg) × 9.8 (m/s<sup>2</sup>) × Optimal Length (cm) × 1.056 (g/cm<sup>3</sup>) / muscle mass (g). From the single twitch contraction (1 Hz) dT/dt<sub>max</sub> (contraction time) and -dT/dt<sub>max</sub> (relaxation time) was determined. The slope (in units of g/s) was calculated from raw contraction data at each point from the baseline to the maximum value (that is dT/dt<sub>max</sub>) and then the most negative one (that is -dT/dt<sub>max</sub>).

**Induction of muscle injury:** Mice were anesthetized with isoflurane and hair was removed from the hind legs using Nair®. The right tibialis anterior (TA) muscle of the hind leg was injected with 50uL of sterile saline while the left TA muscle was injected with 50uL of 10uM cardiotoxin in sterile saline as previously established. Mice were left to recover in their cage while closely monitored. Twenty-one days after the initial injury, a second injury was performed using the same protocol. Four to twelve days after the second injury procedure, the TA muscles were collected and frozen histologically.

**Hematoxylin and eosin staining:** Slides were fixed (10% formalin and 5% acetic acid), washed in 70% ethanol, 90% ethanol, running water, and deionized water prior to being incubated in hematoxylin (Richard Allen Scientific, San Diego, CA #7211) for 2 minutes. Slides were then rinsed in running water, incubated in clarifier (Richard Allen Scientific, San Diego, CA #7401), washed, and then bluing reagent (Richard Allen Scientific, San Diego, CA #7301) was applied for one minute. Slides were washed again in running water and 95% ethanol prior to incubation in Eosin Y (Richard Allen Scientific, San Diego, CA #7111) for 35 seconds. Slides were further washed with 95% and 100% ethanol and finally incubated in Xylenes (Honeywell, Morris Plains, NJ #534056) for 2 minutes. Slides were dried for 2 minutes prior to mounting (Richard Allen Scientific, San Diego, CA #4112).

**Satellite cell isolation (MACS):** Skeletal muscles were collected from the hind legs of the mice. Cellular dissociation was performed, and mouse skeletal muscle satellite cells were first enriched using a Mouse Satellite Cell Isolation Kit (MACS Miltenyi Biotech,130104268) and then selected for using anti-integrin  $\alpha$ -7 microbeads (MACS Miltenyi Biotech,130104261) to ensure population purity as previously established.

**Flow-sorted Pax7-GFP satellite cells (FACS):** Mice bred with an inducible Pax7-GFP reporter (Pax7-Cre<sup>+/-</sup>-Lox-GFP<sup>+/+</sup>) were placed in the 10% CO<sub>2</sub> chamber as described above. Age and sex matched control mice with the same genotype were placed in room air. Mice were induced with 500 mg/kg tamoxifen chow (Envigo, TD.130857) for two consecutive weeks during the first two weeks of the four-week period. Animals were euthanized, hind leg muscles were collected and dissociated, as previously described. Filtered cells were resuspended in 300uL of buffer (3mM EDTA, 5% FBS). The cells were then washed with buffer one additional time and filtered for sorting with our BD FACS Aria<sup>TM</sup> II. Correct gating was established with WT non-fluorescent control cells. Fluorescent Pax7-GFP-positive cells were collected, centrifuged, and buffer was removed before plating.

**EdU proliferation assay:** Cells, isolated as previously described from normocapnic or hypercapnic animals, were plated on 20mm insert glass bottom plates (MatTek, P35G1.520C) with growth media containing 0.05 mM EdU. The media was changed carefully every 16 hours until the cells were fixed at 40 hours using 4% paraformaldehyde for 30 minutes at 4°C. EdU incorporation was visualized with a Click-iT kit (Thermo Fisher Scientific, C10337) following the manufacturer's instructions and as previously established. Ex-vivo rapamycin treatment was performed similarly; however, cells were treated with 10 mM of rapamycin or vehicle for 24 hours before fixation. In-vivo rapamycin experiments were designed similarly, however, animals in normocapnic or hypercapnic environments were injected with 10mg/kg/day rapamycin for 14 days until collection.

**Pax7-GFP injury recovery assay:** 12-week-old mice, bred with an inducible Pax7-GFP reporter (Pax7-Cre<sup>+/-</sup>-Lox-GFP<sup>+/+</sup>) were placed in the 10% CO<sub>2</sub> chamber as described above. Age and sex matched control mice with the same genotype were placed in room air. Mice were induced with 500 mg/kg tamoxifen chow (Envigo, TD.130857) during the first two weeks of the four-week period. Mice were anesthetized and muscle injury was performed as described previously. Mice were euthanized after 21 days, and TA muscles were procured histologically. The GFP mean fluorescence intensity of the entire muscle section was determined using a Cytation 5 (Agilent/BioTek). As hypercapnia has been associated with increased spontaneous injury-repair events, the uninjured counter lateral TA muscle was used as a baseline fluorescence measurement.

**Myoblasts transplantation:** One day before the transplantation, injury was performed on recipient animals by removing the hair from the hind legs and injecting each of the animal's TA muscle with 25uL of 10uM cardiotoxin. Simultaneously, animals began receiving 15mg/kg Cyclosporine A by subcutaneous injection (Novartis, East Hanover, NJ) which was continued every day until the muscle collection date and provided to increase the allotransplanted cells viability. Integrin  $\alpha$ -7 enriched satellite cells were collected from donor mice as previously described, and 50,000 cells were immediately injected into each TA of the recipient mouse: one TA received cells from an experimental donor while the contralateral leg, used as an internal control, received cells from a control animal. Two weeks after the transplant, TA muscles were collected and histologically frozen. Fresh frozen sections were obtained, and images were immediately acquired using a Leica fluorescent microscope and total numbers of auto-fluorescent red cells were counted. Rapamycin experiments were conducted similarly however, donor animals in normocapnic or hypercapnic environments were injected with 10mg/kg/day rapamycin for 14 days until collection.

**RNA extraction, cDNA synthesis, and quantitative RT-PCR:** RNA from cells was extracted using standard TRIzol extraction. cDNA was synthesized using Quantitect Reverse Transcriptase Kit

(Qiagen) following manufacturer's protocol. Quantitative RT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) on a CFX96 Real-time PCR detection system (Bio-Rad). Each sample was run in triplicate, and relative expression levels of transcripts of interest were calculated using the comparative Ct ( $\Delta\Delta C_t$ ) method with glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as a housekeeping gene. Primers were purchased from Integrated DNA Technologies (IDT, IA).

**Post-injury Pax7-GFP cell RNA-sequencing:** Induced Pax7-GFP reporter normocapnia or hypercapnia mice were housed as described previously. Muscle injury was produced by injecting 10uM cardiotoxin (Millipore Sigma, 217503) in 10uL aliquots along the muscle body - each tibialis anterior (TA) muscle was injected with 40uL total, and each gastrocnemius (GN) muscle was injected with 80uL total. Three days after the injury, all hind leg muscles were collected, and cells were flow-sorted as previously described. RNA was isolated using TRIzol with an added step of DNA digestion. RNA quantity was determined using a Qubit Flex Fluorometer (Thermo Fisher Scientific, San Jose, CA). Library preparation was performed using an Ion Chef System (Thermo Fisher Scientific, San Jose, CA) followed by sequencing using an Ion GeneStudio S5 Plus System (Thermo Fisher Scientific, San Jose, CA) both following manufacturer's suggested protocols for the Ion AmpliSeq Transcriptome Mouse Gene Expression Kit (Thermo Fisher Scientific, San Jose, CA). Differential expressions were determined using the Transcriptome Analysis Console (TAC) and pathway enrichments were performed using Metascape.

**Single-cell RNA sequencing and data analysis:** Single-cell RNA sequencing was conducted commercially by GENEWIZ on a 10x Genomics droplet-based platform following manufactures standard protocols for fixed cell Chromium Fixed RNA Profiling. Data were analyzed using Seurat package (Version 5.0.1) in RStudio software (Version 4.3.3). We processed single-cell RNA-seq data using Seurat in RStudio, filtering out cells with unique molecular identifier counts below 200. We

normalized gene expression data using LogNormalize in Seurat and identified the 2,000 most variable features using the vst method with FindVariableFeatures. The top 10 most variable genes were selected for labeling on a variable feature plot. All gene expressions were scaled to Z-scores with ScaleData. PCA was then conducted using the variable features, with visualization of the PCA results including cell and feature loadings, elbow plot, and dimension plots for the first 15 dimensions. We reduced dimensionality using UMAP on the top 9 principal components to create a UMAP plot for visualization. This data was visualized in two dimensions, clustered (FindClusters), and differentially expressed genes (DEGs) were pinpointed (FindMarkers). Cell types for the control samples were determined using DEGs and corresponding markers. Gene ontology of DEGs was analyzed with GSEA, setting thresholds at fold change over 0.5 and adjusted *P*-value below 0.05.

**LC3-GFP autophagy assay:** Mice 12 weeks old, bred with a constitutively active LC3-GFP reporter (LC3-GFP<sup>+/+</sup>) were placed in the 10% CO<sub>2</sub> chamber as described above. Age and sex matched control mice with the same genotype were placed in room air. Satellite cells were isolated from the hind legs of these mice, as previously described. Cells were plated and treated with bafilomycin for 4 hours before fixation and nuclear staining. Mean fluorescence intensity (MFI) was measured automatically using a Cytation5 cell imager (Biotek, Winooski VT). Rapamycin experiments were designed similarly however, animals were injected with 10mg/kg/day rapamycin for 14 days until collection. **Primary satellite cells and myoblasts:** Freshly column-isolated satellite cells were plated on laminin-521 (Thermo Fisher Scientific, San Jose, CA, CB40221) coated plates and allowed to seed for 24 hours before switching to buffered normo- or hypercapnia media as previously described. Each plate used for unique experimental conditions was contributed by an individual animal. After 4 days of normo or hypercapnia exposure, cells were treated with 10  $\mu$ M of rapamycin or vehicle for 24 hours.

**Western blotting:** Once appropriate for each experiment, media was aspirated from the plates, cells washed with PBS, and 200  $\mu$ L of Muscle Lysis buffer pH 7.6 with complete EDTA-free Protease Inhibitor Cocktail tablet (Sigma Aldrich, St. Louis, MO) was added. Plates were scraped and cell lysate was collected. Samples were prepared for western blot using Bio-Rad 4X Laemmli Buffer, and protein amounts were determined and normalized by BSA Assay (Thermo Scientific Pierce Protein Biology Products, Waltham, MA). Experiments were run using either a 15 or 10 well 4-20% gradient polyacrylamide gel or a 15 or 10 well 10% polyacrylamide gel (Bio-Rad, Hercules, CA) for 45 to 55 minutes at 150 volts or 25 mA. After running, samples were transferred to a 0.45  $\mu$ m Nitrocellulose Membrane (Bio-Rad, Hercules, CA) using either wet transfer for 40 to 50 minutes at 100 volts or a semi-dry transfer for 20 to 30 minutes at 10 to 15 volts. Membranes were blocked with 5% dry milk in 1X TBST for 1 hour at room temperature (RT). Primary antibodies were incubated at a 1:500 or a 1:1000 in 1% milk in 1X TBST with appropriate antibody overnight at 4°C. Membranes were then washed 3 times for 10 minutes in 1X TBST at room temperature, and then HRP conjugated secondary antibodies (Jackson ImmunoResearch Laboratories, West Gove, PA, #111-035-144 and #115-035-146) were incubated at a 1:1000 to 1:2000 ratio in 1X Clear Milk Blocking Buffer (CMBB) in 1X TBST (Thermo Scientific, Waltham, MA); for 1 to 2 hours. Blots were washed 3 times for 15 minutes in 1X TBST at room temperature. Chemiluminescent pictures were taken using the ChemiDoc MP Imaging System (Bio-Rad, Hercules, CA, #734BR3626) by activating the HRP with ECL reagents (Bio-Rad, Hercules, CA). Blots were quantified using Bio-Rad Image Lab software. Experiments conducted to immunodetect LC3 (Cell Signaling Danvers, MA, #4108) were run on gradient gels with a shorter transfer time of 40 to 42 minutes. ACC (Cell Signaling, Danvers, MA, #3662 and #3661) and Ulk1 (Cell Signaling, Danvers, MA, #8054, #5869, and #6888) blots were run on 10% gels with a transfer time of 50 to 55 minutes. mTOR (Cell Signaling, Danvers, MA #2983 and #5536) blots were run on 4-20% gels with a transfer time of 50 to 55 minutes. AMPK (Cell Signaling, Danvers, MA, #2532 and #2535) blots

were run on a 10% gel with a transfer time of 45 to 50 minutes. ***In-vitro* myoblast model: C2C12 cells:** 60-millimeter or 6- well culture dishes (Celltreat, Pepperell, MA) were inoculated with C2C12 cells (ATCC, Manassas, Virginia) at a seeding density of  $2 \times 10^3$  cells per  $\text{cm}^2$  in growth media containing Dulbecco's Modified Eagle's Medium (DMEM) High Glucose (Corning, Glendale, AZ), 10% Fetal Bovine Serum (FBS, Sigma-Aldrich, St. Louis, MO), and 1% Penicillin and Streptomycin (P/S). Growth media was aspirated after 24 hours and buffered normocapnia or hypercapnia media, preconditioned for at least two hours, was added to plates. Normocapnia media contained DMEM growth media, Hams-F12 (Corning, Corning, NY), 0.5 M 3-(N-morpholino) propanesulfonic acid (MOPS) pH 7.2 (Sigma-Aldrich, St. Louis, MO), and 0.5 M Trizma base (TRIS) pH 7.0 (Sigma-Aldrich, St. Louis, MO). Hypercapnia media contained DMEM growth media, Hams-F12, 0.5 M MOPS pH 12.0, and 0.5 M TRIS pH 10.0. Plates were then incubated in buffered media for 4 days in respective normocapnia (5%  $\text{CO}_2$ ) or hypercapnia (20%  $\text{CO}_2$ ) incubators (VWR, Radnor, PA). Differentiation media was made similarly as described above replacing 10% fetal bovine serum with 2% horse serum to stimulate differentiation into myotubes. For rapamycin treated experiments, cells were treated with  $10\mu\text{M}$  of Rapamycin or vehicle for 24 hours before utilizing cells for downstream analysis. For bafilomycin treated experiments, cells were treated with  $10\mu\text{M}$  or vehicle for 4 hours before utilizing cells for downstream analysis. For MG-132 treated experiments, cells were treated with  $5\mu\text{M}$  for 24 hours before utilizing cells for downstream analysis.

***In-vitro* C2C12 Atg7 siRNA model:** 6-well culture dishes were inoculated with C2C12 cells (ATCC, Manassas, Virginia) at a seeding density of  $3 \times 10^3$  cells per  $\text{cm}^2$  in growth media. Cells were transfected using lipofectamine 3000 and 20nM of Atg7 siRNA or 20nM Scramble siRNA (Santa Cruz Biotechnologies, Dallas, TX, sc-41448) following manufacturer's suggested protocols. Plates were then incubated for 4 days. For rapamycin treated experiments, cells were treated with  $10\mu\text{M}$  of Rapamycin or vehicle for 24 hours before lysing cells for downstream analysis. For bafilomycin treated experiments,

cells were treated with 10  $\mu$ M or vehicle for 4 hours before utilizing cells for downstream analysis. For differentiation assay, myoblasts were re-transfected following the same protocol as previously mentioned at 90% confluency while simultaneously switching to differentiation media(7). For differentiation staining, cells were fixed using 4% PFA (Thermo Fisher Scientific, San Jose, CA), cell membranes were permeabilized with 0.1% TritonX-100 (Sigma-Aldrich, St. Louis, MO), and blocked with 5% Goat Serum (Vector Laboratories, Burlingame, CA #S-1000-20)., 2% BSA, and 1:40 MOM (Vector Laboratories, Burlingame, CA #MKB-2213-1). Primary antibodies, Desmin (Abcam, Cambridge, UK, #ab15200) and MY-32 (Sigma-Aldrich, St. Louis, MO, #M1570), were incubated in a 1:300 and 1:200 dilution overnight. Plates were washed with PBS and secondary antibodies were incubated in a 1:250 dilution using fluorescent Alexa Fluor 594 anti-rabbit and Alexa Fluor 488 anti-mouse antibodies (Life Technologies Co, Eugene, OR, #Z25307 and #Z25302). Plates were washed and incubated with DAPI. Images were taken using the Cytation 5 (Agilent Technologies, Santa Clara, CA) at a 10x magnification.

**Immunoprecipitation (IP):** C2C12 cells were treated with MG-132 at 5  $\mu$ M for 24 hours. Cells were collected and protein concentrations were normalized at 150  $\mu$ g of protein using a Bradford assay (Thermo Scientific Pierce Protein Biology Products, Waltham, MA). AMPK $\alpha$ 1 antibody (Abcam, Cambridge, UK #ab32047) was biotinylated with a Type B Biotinylation Kit (Abcam Cambridge, UK #ab201796) following manufactures protocol. For the IP, 200  $\mu$ g of streptavidin magnetic beads (New England Biolabs Ipswich, MA #S1420S) were washed with 1X TBST twice and then incubated in lysis buffer with 7.6  $\mu$ g of biotinylated AMPK $\alpha$ 1 antibody for 30 minutes at 4°C rotating top-over bottom. Beads were magnetized using a magnetic stand (Bio-Rad, Hercules, CA #1614916) and supernatant was discarded. Beads were washed twice with 1X TBST and incubated with 150  $\mu$ g of protein lysate in a total volume of 200  $\mu$ L overnight at 4°C rotating top-over bottom. Beads were magnetized using a

magnetic stand, supernatant was discarded, and beads were washed three times in 1X TBST. Samples were eluted with 40  $\mu$ L of 4X Laemmli Buffer with BME (Bio-Rad # 1610747 and #1610710) for 10 minutes at 70°C. Beads were removed and elution was transferred to a clean tube and used for western blot analysis.

**Proximity ligation assay (PLA):** C2C12 cells were plated at  $1.5 \times 10^3$  cells per  $\text{cm}^2$  in an 8 well chamber slide with growth media (IBIDI, Munich, Germany #80841). Growth media was aspirated after 24 hours and buffered normocapnia or hypercapnia media, preconditioned for at least two hours, was added to plates, then cells were incubated for 4 days. Respective wells were treated with 10  $\mu$ M Rapamycin or vehicle for 24 hours. Cells were fixed using 4% PFA, permeabilized for 10 minutes at RT with 0.1% TritonX-100, and blocked with 5% Goat Serum, 2% BSA, and 1:40 MOM for 1 hour at 37°C. Primary antibodies AMPK $\alpha$ 1 and ULK1 were incubated overnight at 4°C at a concentration of 5.0  $\mu$ g/mL (Novus Biologicals, Centennial, CO #NBP2-22127) and 3.13  $\mu$ g/mL (Cell Signaling, Danvers, MA, #8054), respectively. Cells were washed with Wash Buffer A (Sigma-Aldrich, St. Louis, MO, #DUO82046). Chamber walls were removed from slides prior to the addition of PLA probes. Plus and Minus PLA Probes (Sigma-Aldrich, St. Louis, MO #DUO92002 and #DUO92004) were added and incubated at concentrations and time suggested in manufacturer protocol. Ligation and amplification were performed per manufacturers protocol using Duolink® In Situ Detection Reagents Red (Sigma-Aldrich, St. Louis, MO #DUO92008). Cells were stained with DAPI for 30 minutes at RT before coverslips were mounted using VECTASHIELD® mounting medium (Vector Laboratories, Burlingame, CA, #H-1000-10) and sealed using clear nail polish. Slides were imaged using BioTek Cytation5 Cell Imaging (Agilent Technologies, Santa Clara, CA) and quantified using mean fluorescence intensity (MFI) automatically using the Cytation5 cellular detection software.

# Supplementary material for: Rapamycin improves satellite cells’ autophagy and muscle regeneration during hypercapnia
**Source:** JCI Insight. 2025 Jan 9;10(1):e182842. doi: 10.1172/jci.insight.182842

# Primary Cell Baseline

Primary cells in NC or HC no rapamycin

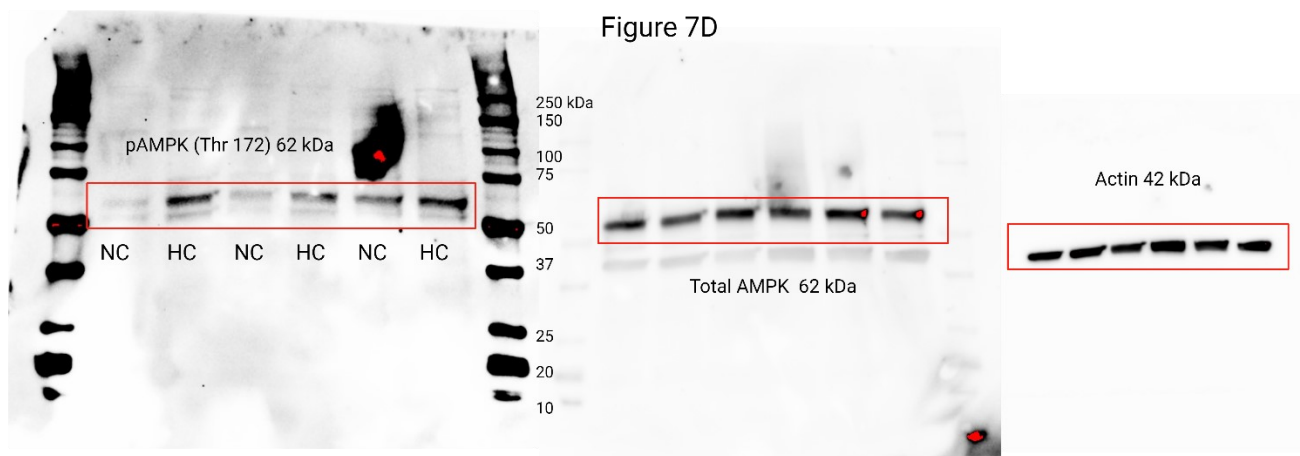

Figure 7D

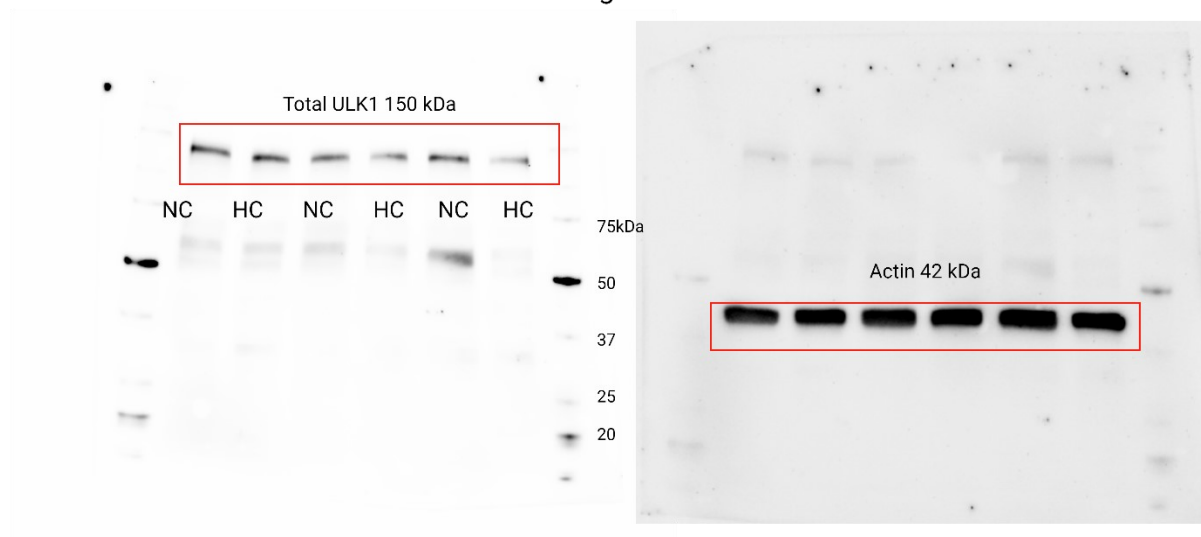

Figure 7D

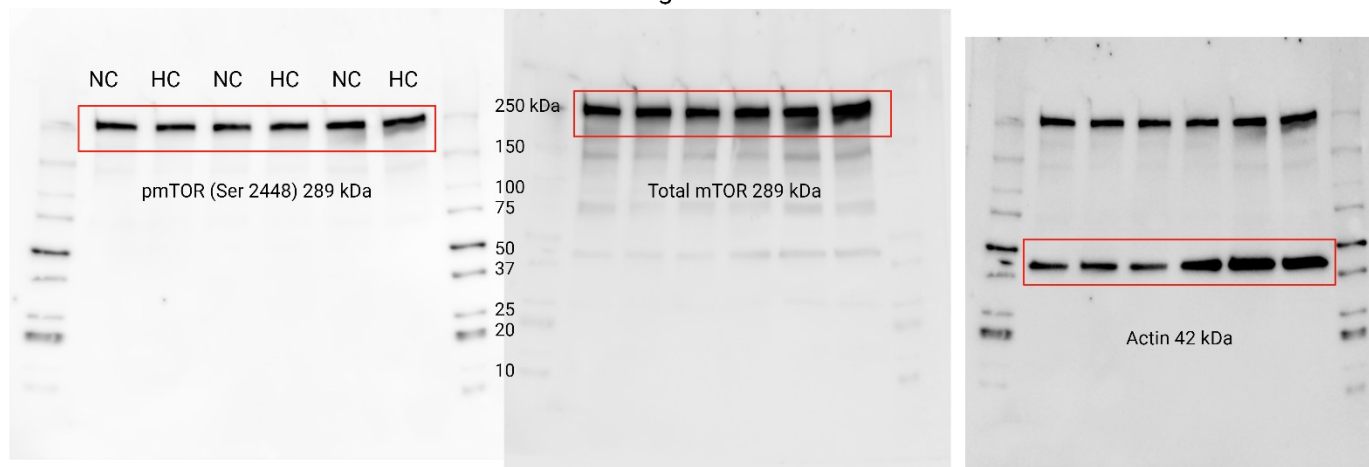

# Primary cells treated in NC or HC with or without rapamycin

Figure 7E

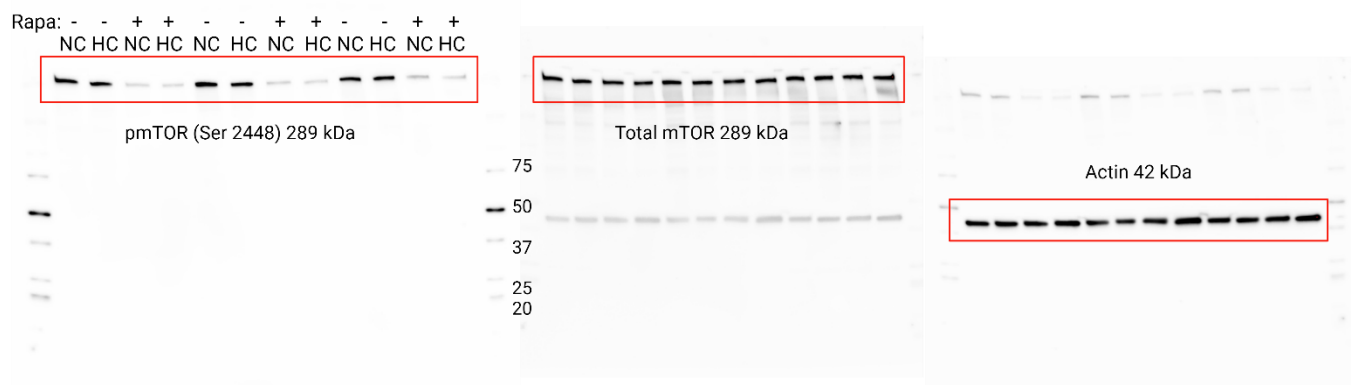

Figure 7E

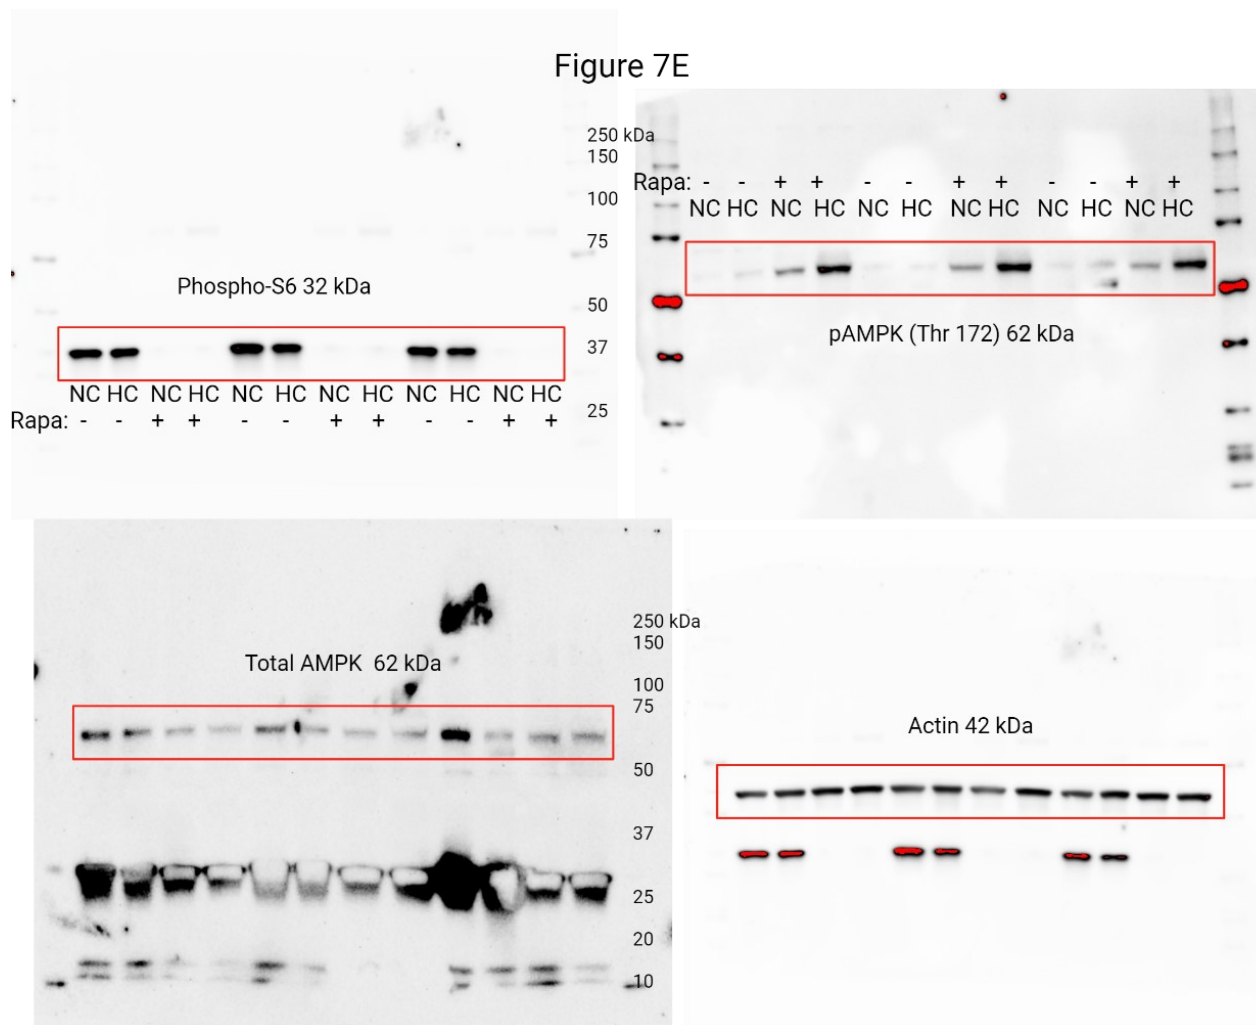

# Baseline Autophagy

Figure 9B

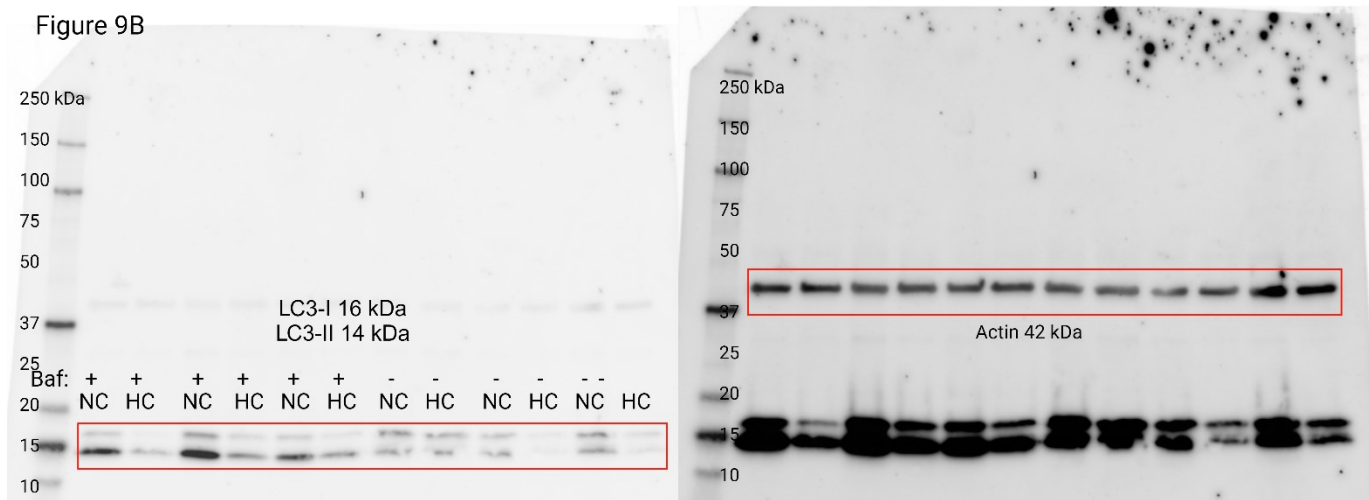

Figure 9C

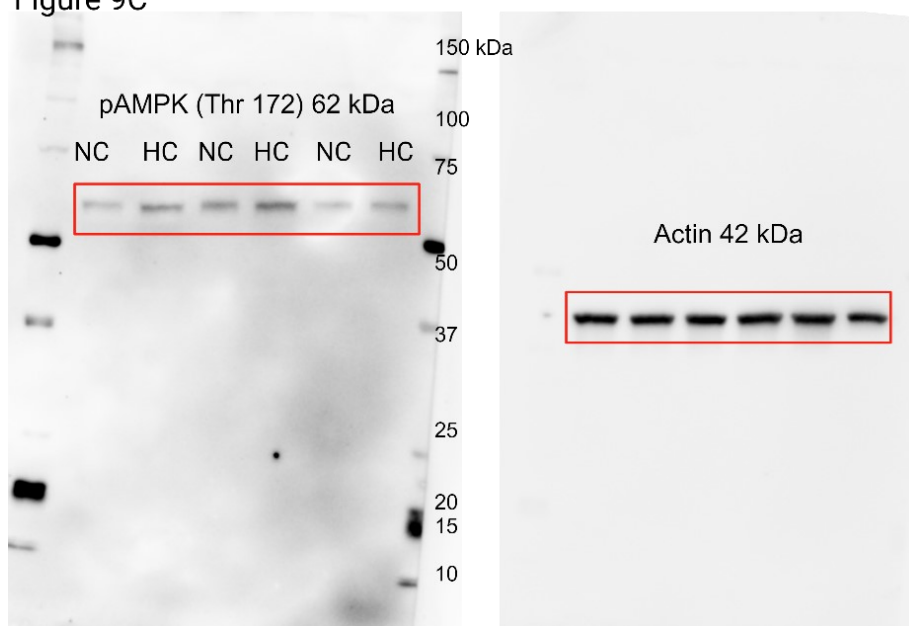

Figure 9C

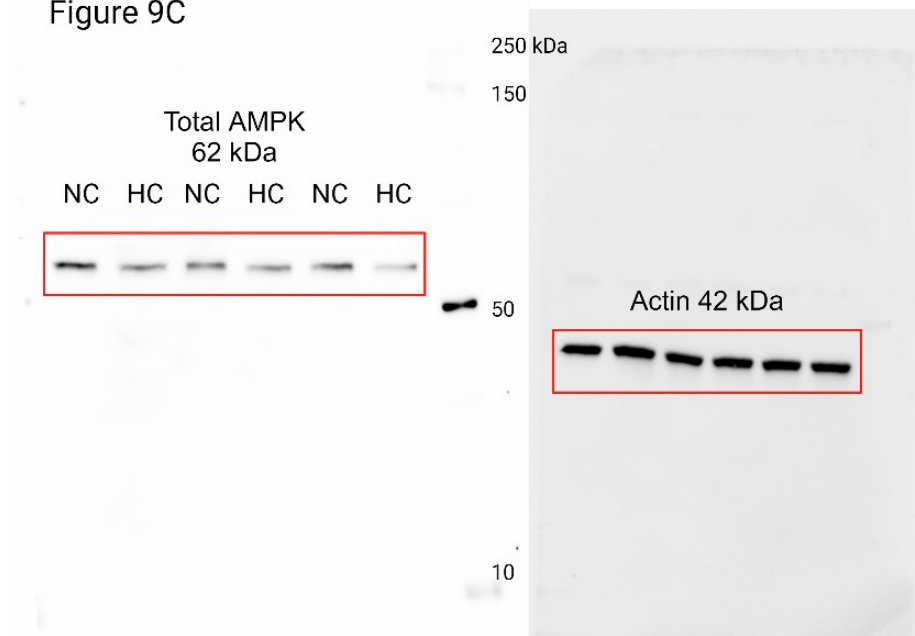

Figure 9C

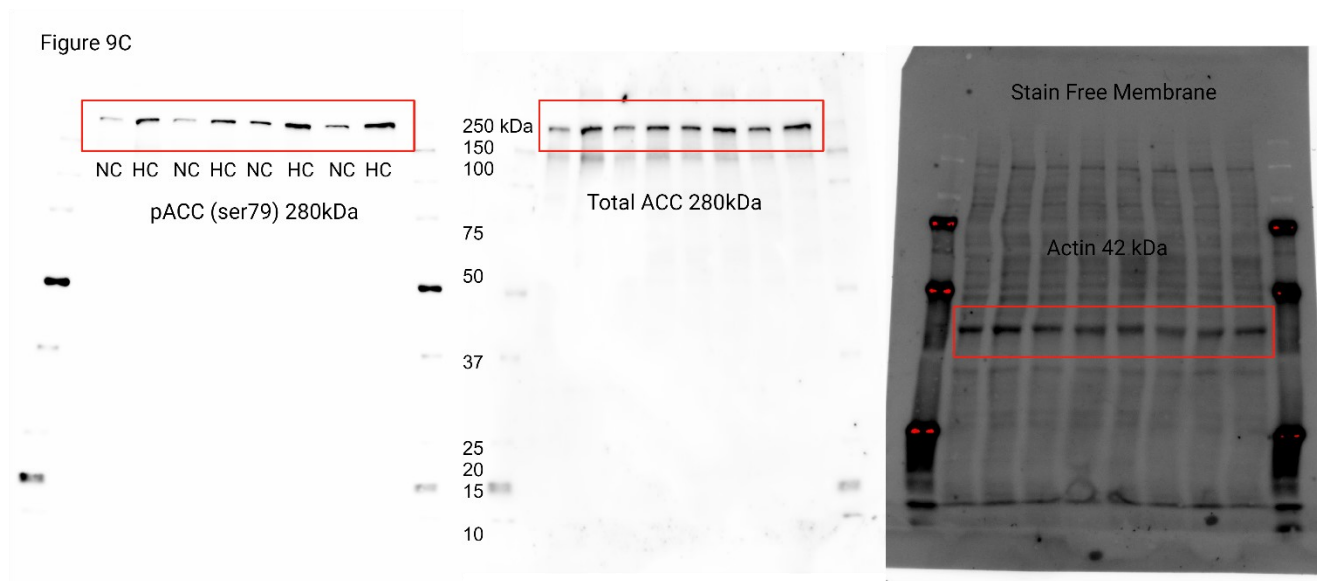

Figure 9C

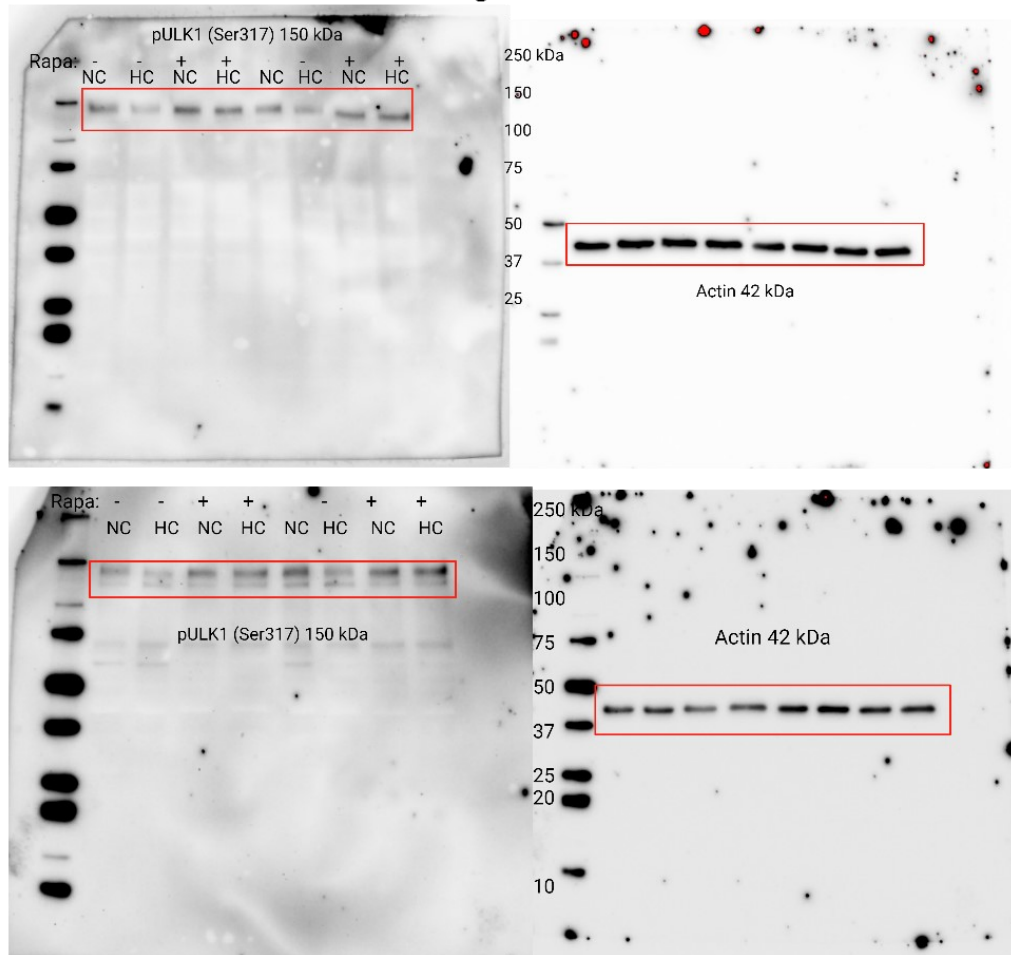

Figure 9C

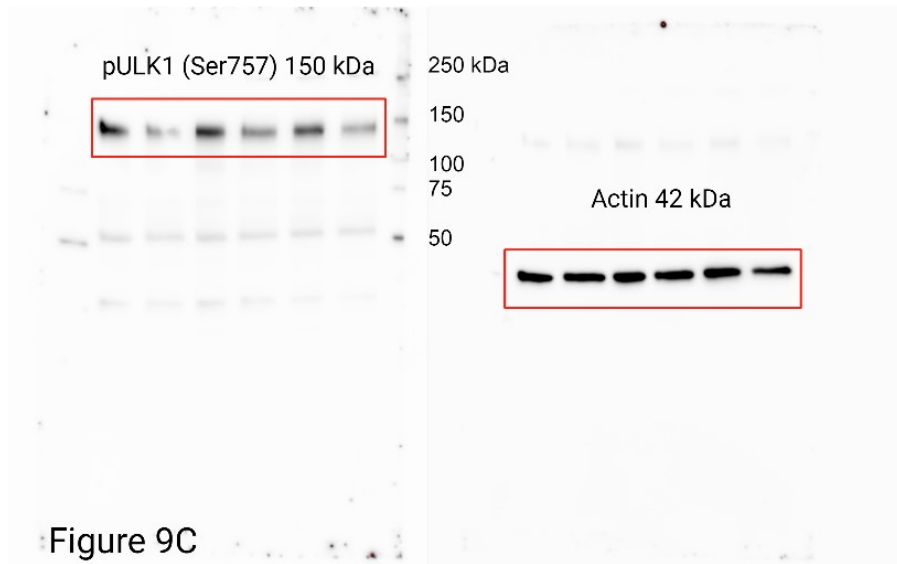

Figure 9C

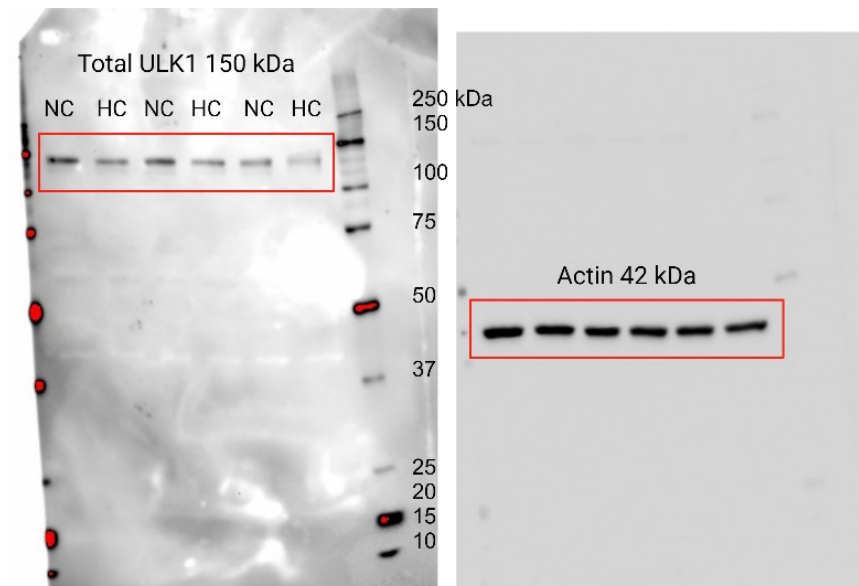

Figure 9C

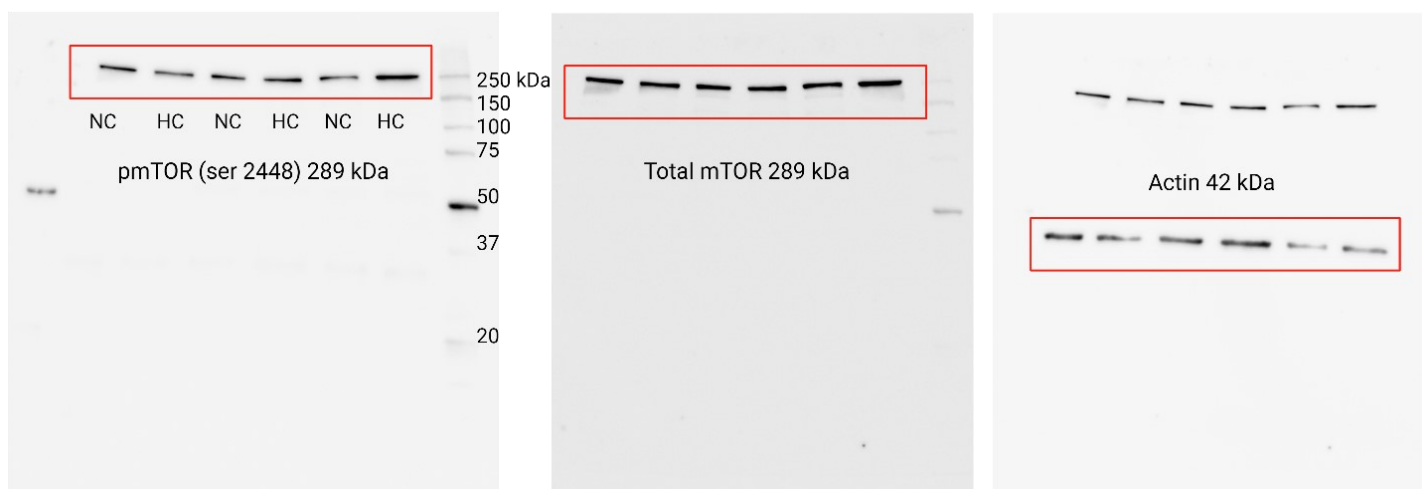

### Rapamycin Stimulation

Figure 9F

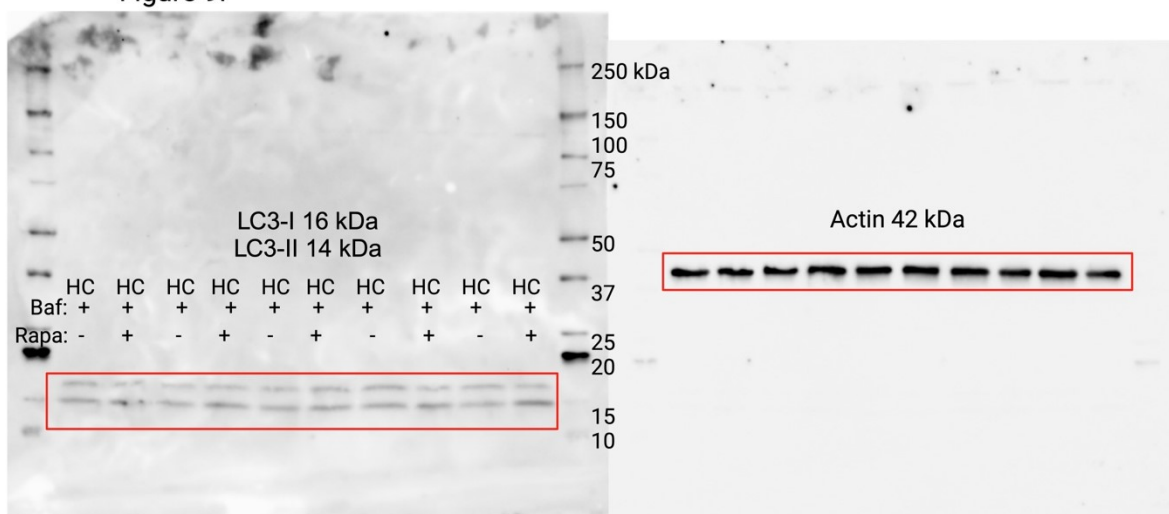

Figure 9H

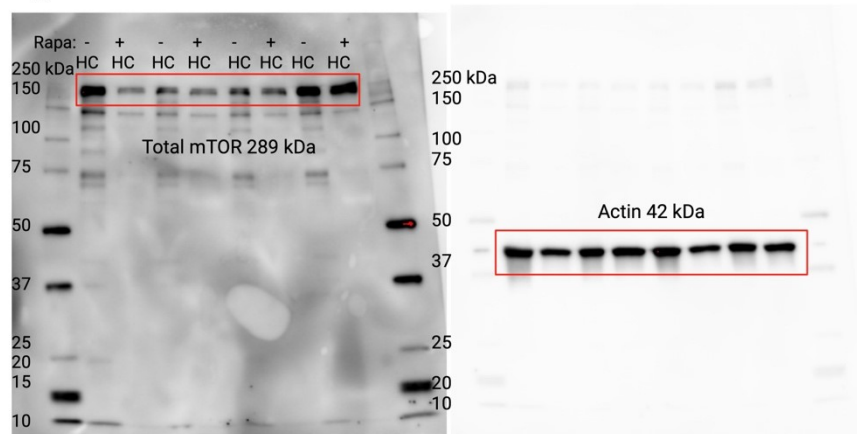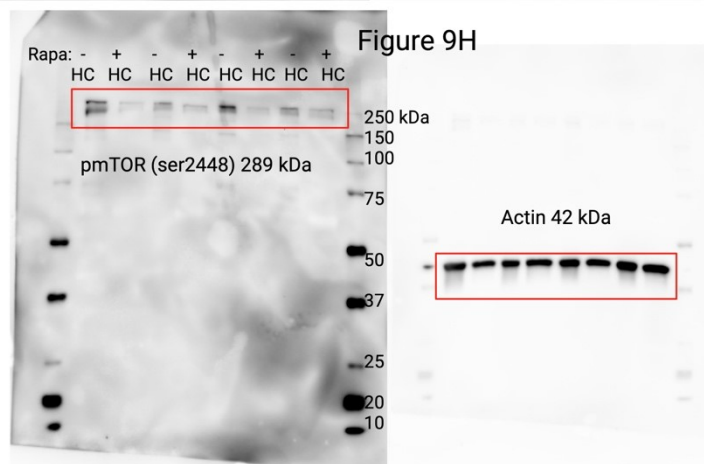

Figure 9H

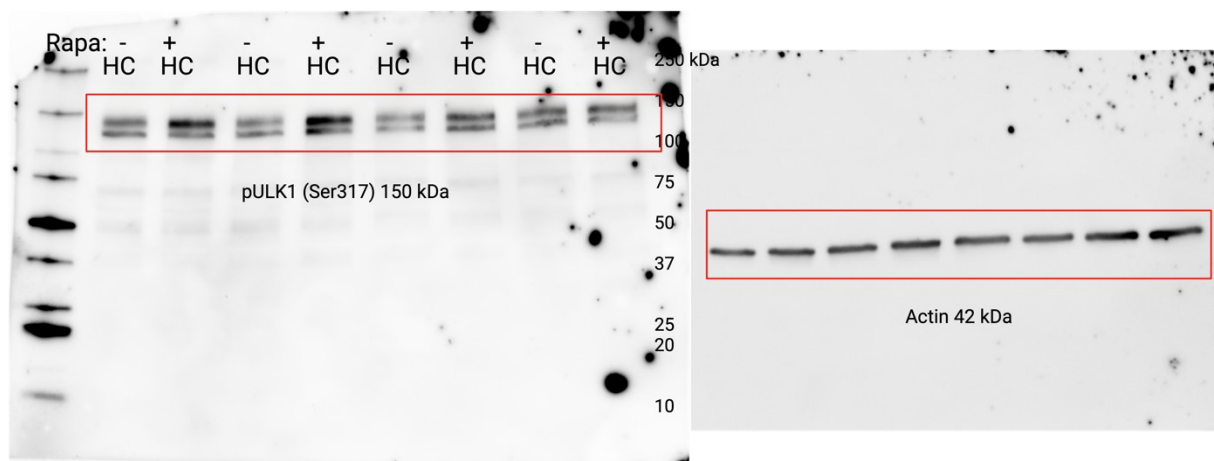

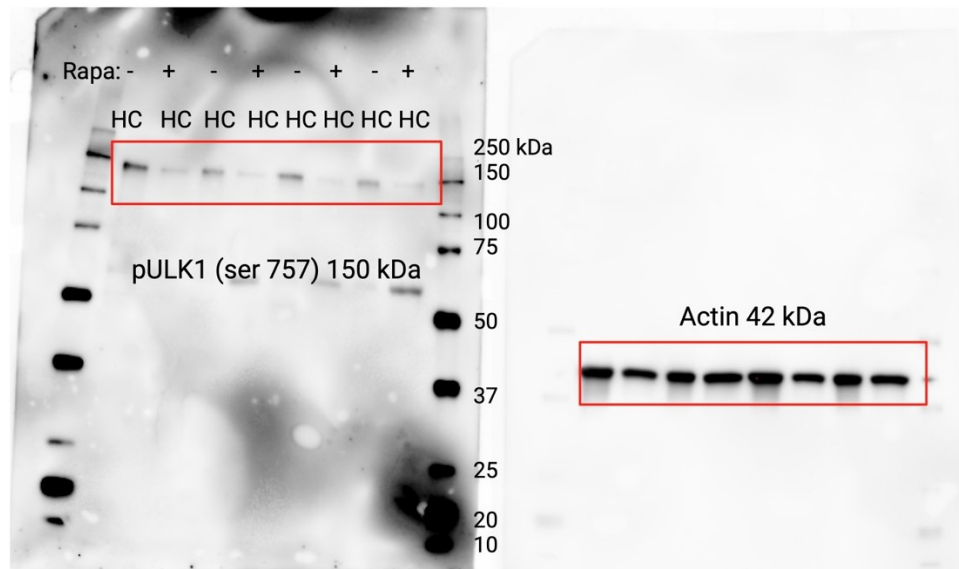

Figure 9H

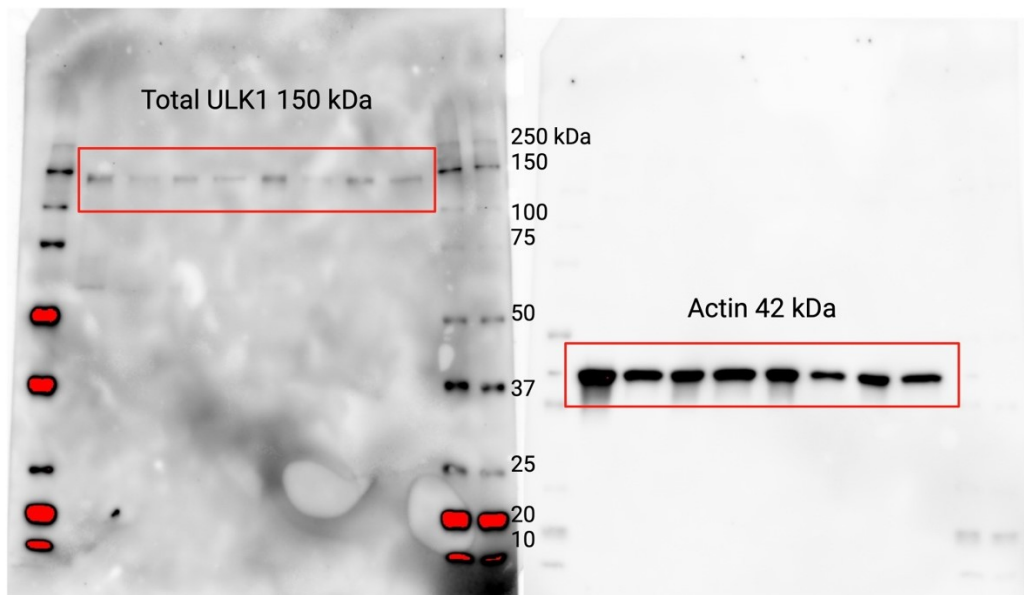

# Autophagy Knockout

C2C12 cells treated with or without ATG7 siRNA

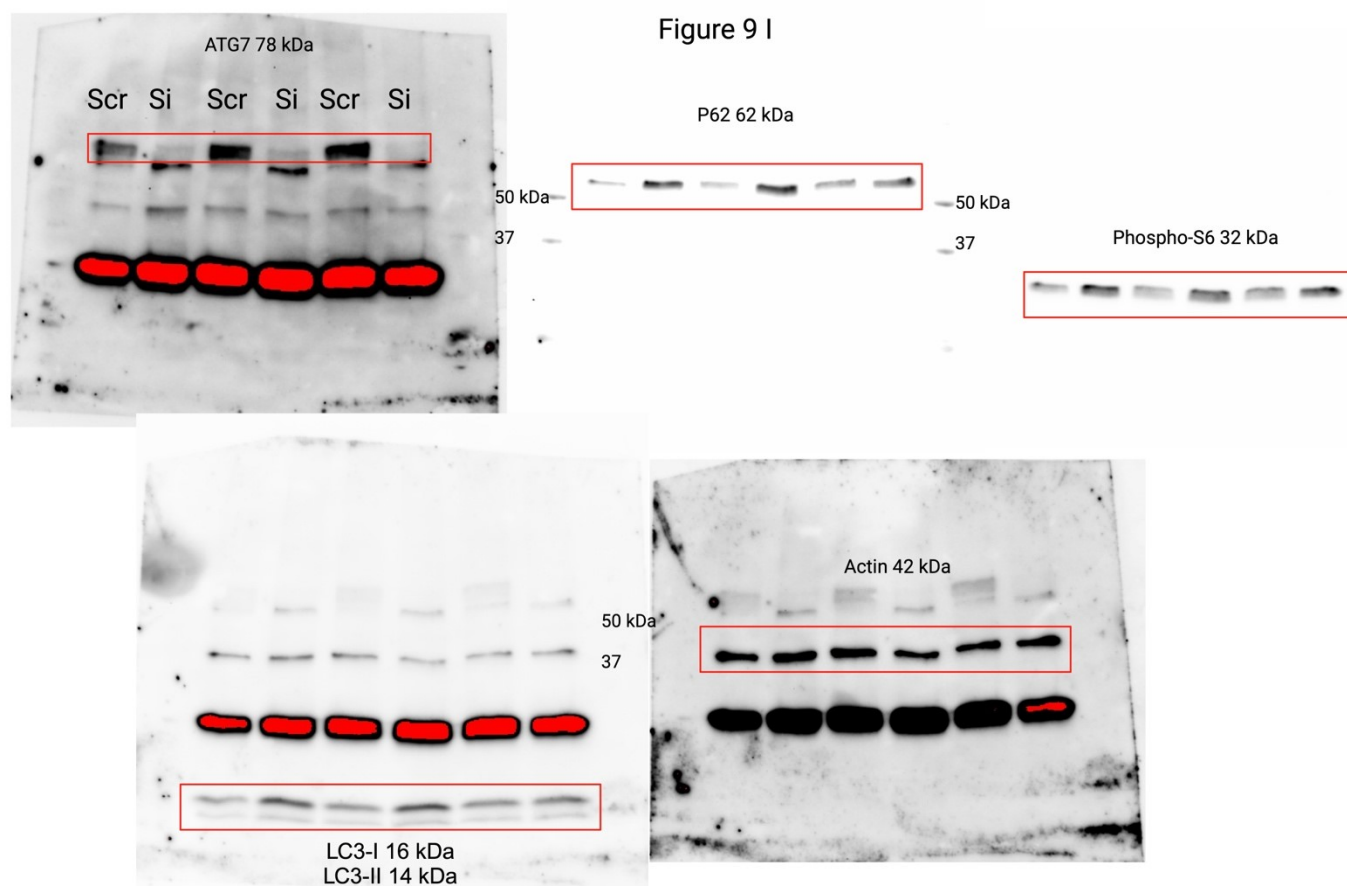

LC3-I/II C2C12 cells treated with Bafilomycin and Rapamycin with or without ATG7 siRNA

**Figure 9J**

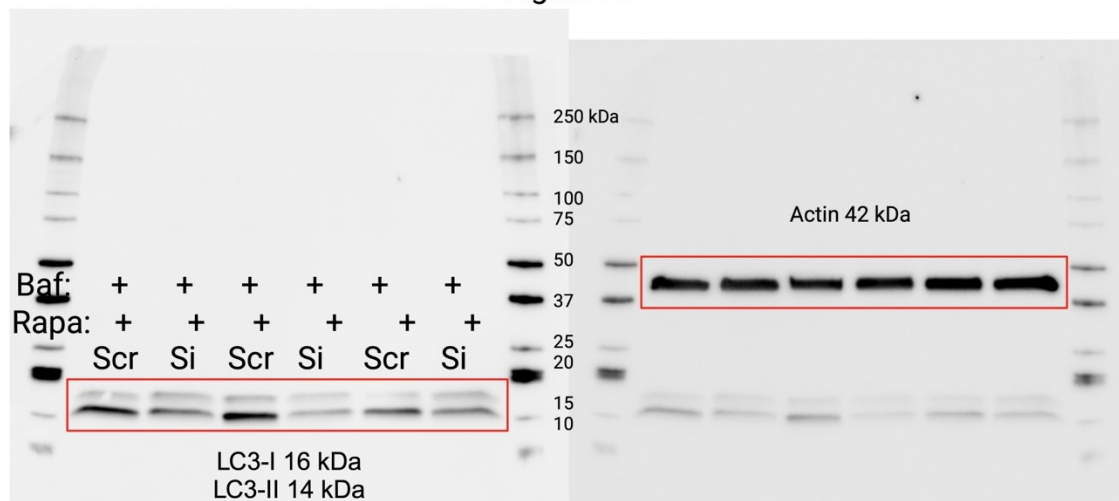

Figure S4

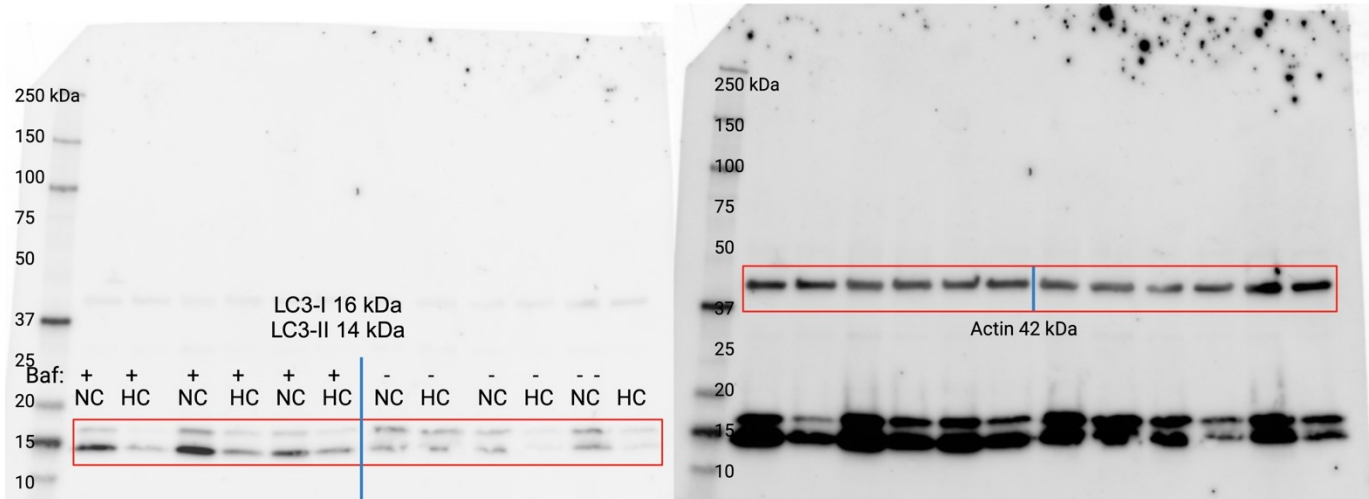

Figure S5

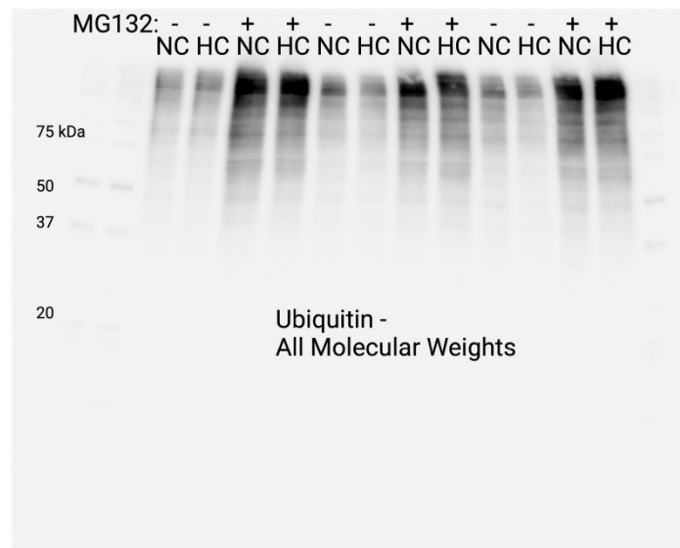

Stain Free AMPKα1

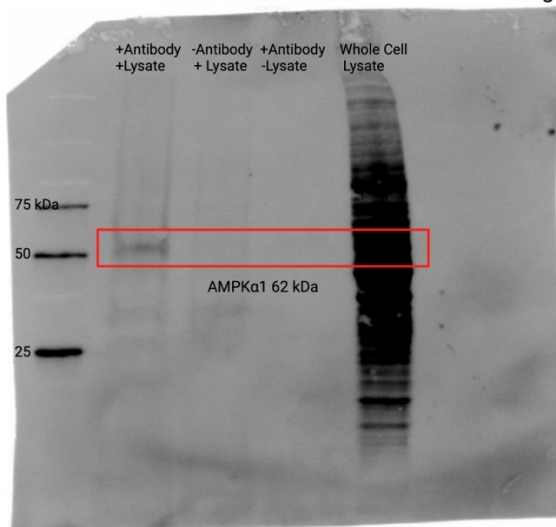

Figure S5

Immunoblot AMPKα1

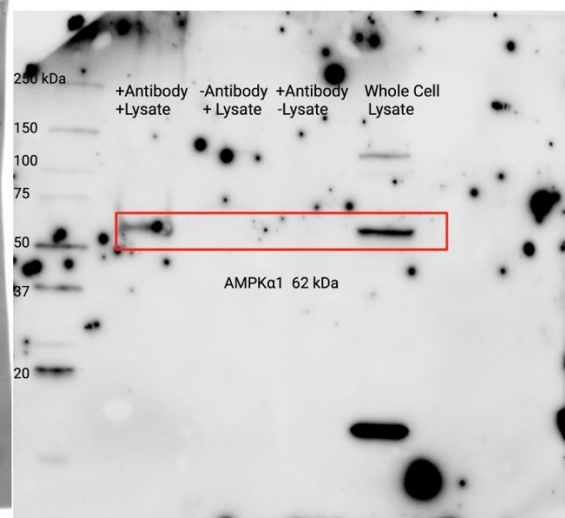

Figure S5

Stain Free AMPK $\alpha$ 1
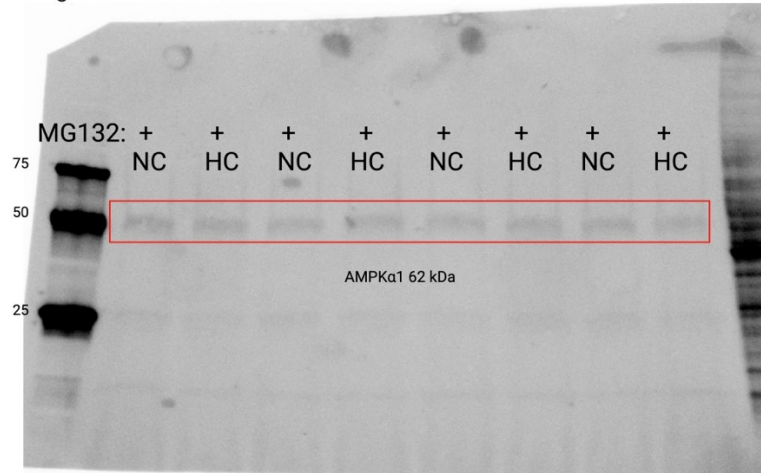

Figure S5

Probed with Ubiquitin

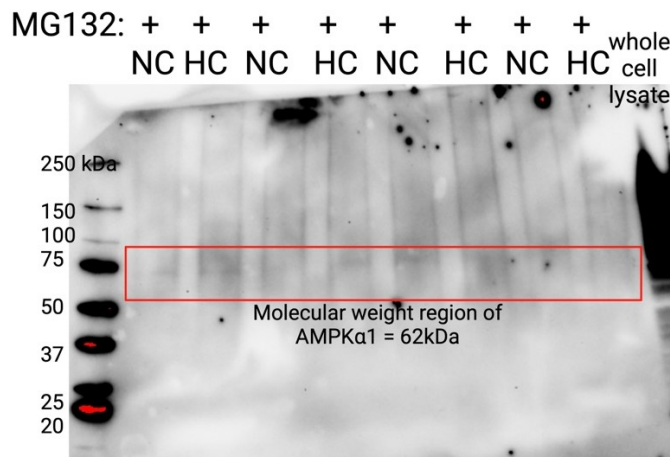

Figure S5

Probed with Total AMPK $\alpha$ 1
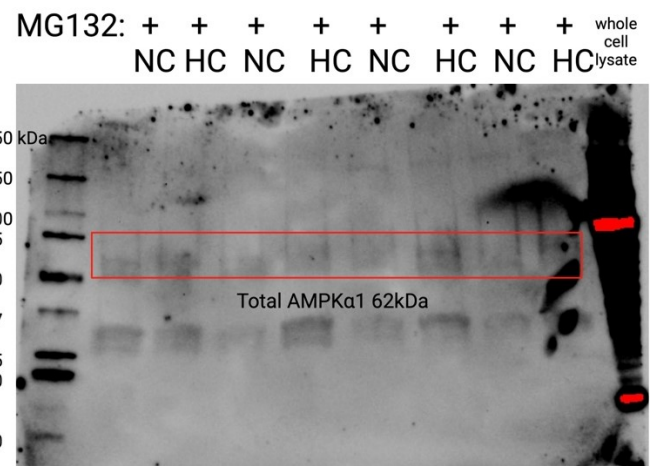

Figure S7

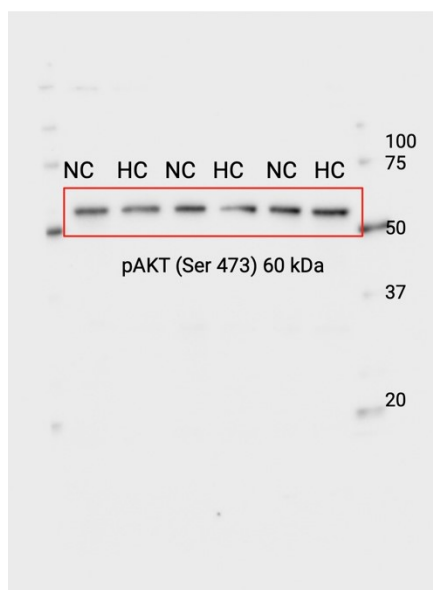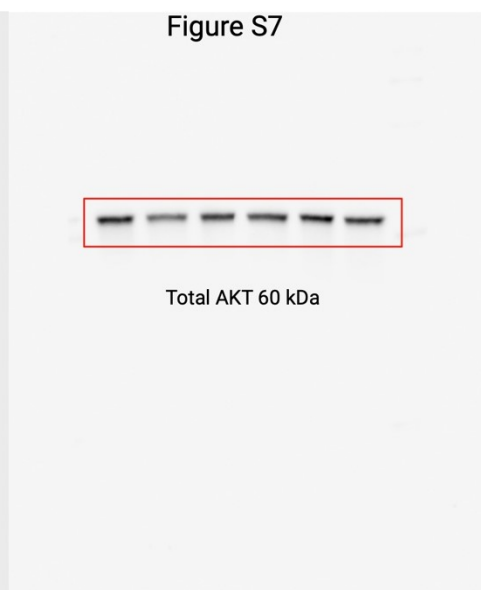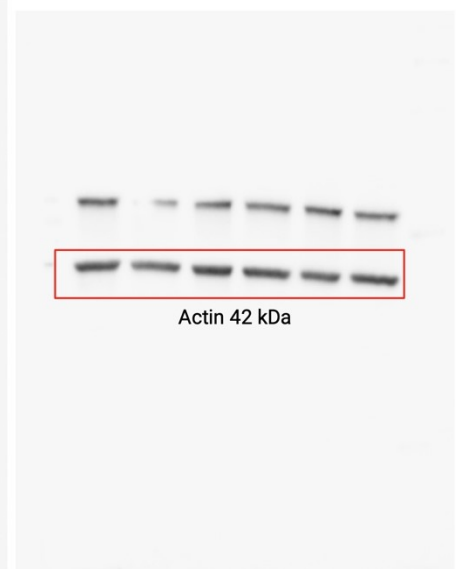

Figure S8

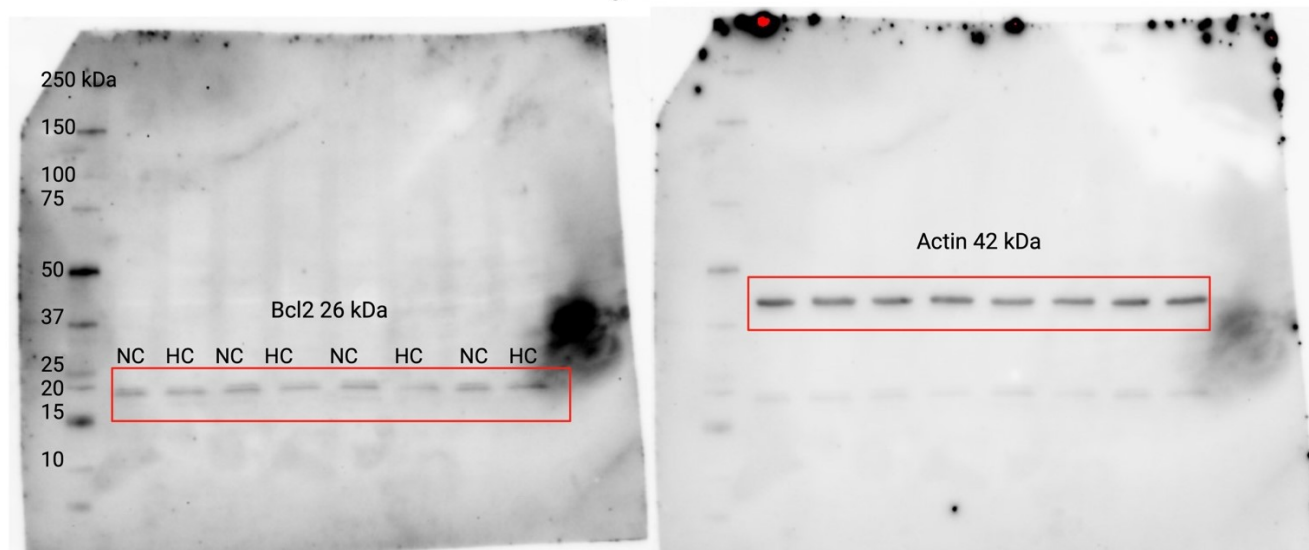

Figure S8

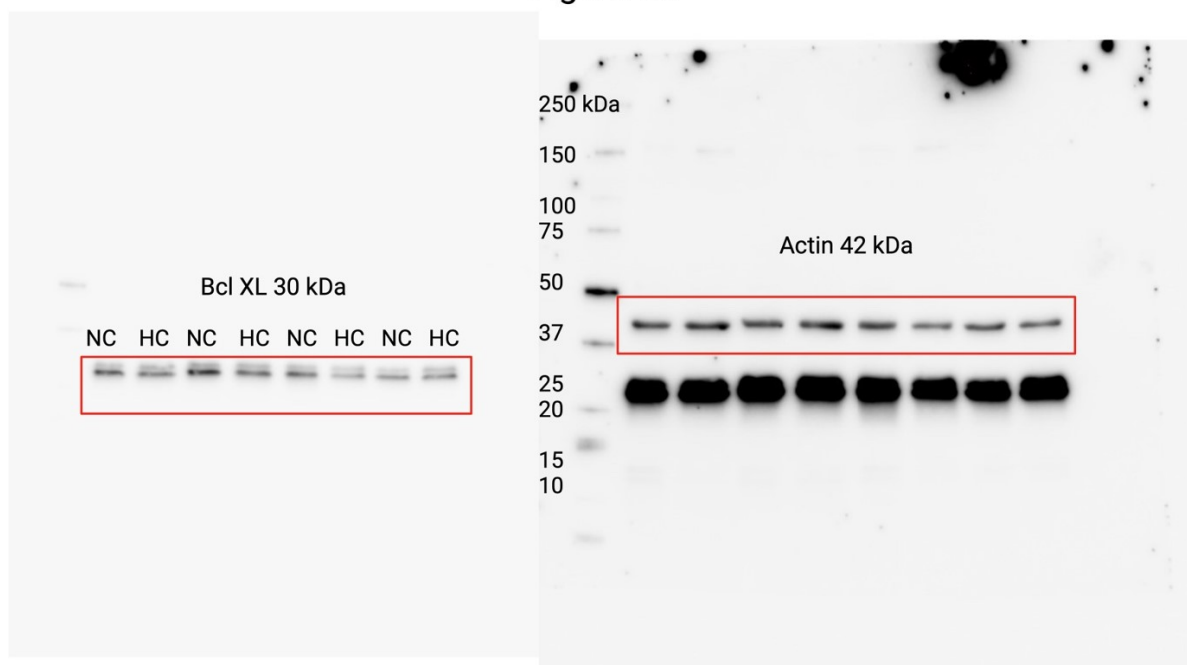

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

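Bulk RNA was measured in sorted Pax7-GFP cells from 3 normocapnia and 4 hypercapnia libraries, with conditions taken from the sample labels and the injury and CO2 level from the paper. The authors made AmpliSeq libraries, sequenced them on an Ion S5 instrument and deposited a table of RPM, that is, reads scaled to a common total of reads assigned to the amplicons of the panel. The aligner, the genome build and the settings of the Transcriptome Analysis Console used by the authors are not given in the sources used here, so no coordinates are given. Each column of the table sums to its scaled total within rounding, and no filter on low genes was found in it, since 2443 of its 23930 genes are at 0 in all 7 libraries. Because 1 read is worth between 0.0428 and 0.0688 RPM, whole reads were recovered by finding the library total at which the values become whole numbers, with a tolerance of 0.05 reads. This held for 100% of values, and tested on simulated data the recovery was right in 3 of 3 libraries. Library totals ran from 14527445 to 23388710 reads. Where 3 reads are taken as the floor, it lies between 0.128 RPM (NC2 and HC1) and 0.207 RPM (NC3). A gene at 10 RPM lies far above this floor in each library, whereas values near the floor rest on a few reads. All 21 pairs of libraries differed by more than counting noise, the closest being HC1 with HC2 (chi-square over degrees of freedom 22.5) and HC3 with HC4 (26.0), so none is another library read again.
The following choices were made before the data were examined. Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(RPM + 1) over all genes without a filter, and genes were called at the paper's thresholds of an unadjusted p under 0.05 and a fold change above 1.5 in either direction, with the count after Benjamini-Hochberg adjustment beside it. Separation of the libraries was tested over genes with a mean of at least 1 RPM with a pseudo-F and an exact permutation over the 35 splits, and with average-linkage clustering into 2 clusters. Gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 21 lists, and by the mean log2(RPM + 1) of the list in each library with an exact permutation test, two-sided, whose smallest p is 0.0286. The lists cover core autophagy, positive regulators of autophagy, the lysosome, amino sugar, galactose and cholesterol metabolism, protein folding in the endoplasmic reticulum, interferon-stimulated genes, proliferation, tissue dissociation, circadian genes, sex-linked genes, reference genes and markers of macrophages, neutrophils, lymphocytes, endothelial cells, fibro-adipogenic cells, satellite cells, myofibers and red blood cells. They were written from general knowledge, since the lists behind Fig. 5H and Fig. 5I were not found in the parts of the paper and its supplement available here, and after Tables S2 to S6 had been seen. Alternatives set in advance were a pseudocount of 0.1 or 5 RPM in place of 1, a filter at a mean of 1 RPM, median-of-ratios scaling, quantile normalization, a prior variance that follows the mean, a model without moderation, edgeR 4.0.16 (quasi-likelihood, TMM, with and without a filter) and DESeq2 1.42.0 on whole reads, leaving out each library, the replicate number as a block, camera with an estimated correlation, fry, and preranked enrichment with fgsea 1.28.0.
Chosen after values had been seen were fits with Xist, the satellite score or the macrophage score as a covariate, group averages by Tukey's biweight, preranked enrichment over genes at 1 RPM or more alone, the list of heat-shock genes, the count of genes at 1 RPM or more after thinning, the relation of distances to satellite scores, the SD over leave-one-out values as the error of an enrichment score, and the overlap of called genes with each list by Fisher's exact test, which is not used further. The reading as undecided of the test on genes chosen by the groups, of the splits for limma after adjustment and for the cholesterol list, and of the median of the positive regulators was also set after their values were seen.
Genes are named by a rule fixed in advance: all of Fig. 5E, genes of the pathways that the paper measures elsewhere, the 5 genes higher and the 5 lower with the smallest p among called genes with groups apart and a mean of at least 10 RPM, the 3 most abundant and the 3 with the smallest p in each list, the 5 most abundant of all genes, and all genes of lists of 5 or fewer. An item that this rule names is not reported here. Of these, 60 were refitted under the alternatives, a subset set after the first fits: the genes of Fig. 5E, of the pathways, the top genes, and those with the smallest p of 11 lists. Arrdc4, Neurl3, Txnip and Sln fall outside this rule and were chosen after their values were seen.
On simulated libraries of the same sizes, in which 200 genes changed 4-fold, limma called 100% of these genes at a dispersion of 0.02 and 61.5% at a dispersion of 0.4. After adjustment it called 98% and 0%, with 35 and 0 unchanged genes called, and DESeq2 100% and 26.5%, with 20 and 22. At the paper's thresholds limma also called unchanged genes, 4 at the lower dispersion and 774 at the higher. A simulated shift of the lysosome list was called by camera at both dispersions, with 0 of the 20 other lists called. Genes were simulated independently of each other, so this does not measure false calls by camera for lists whose genes vary together. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.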

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

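The counts over other splits of the libraries and the correlation of the macrophage and lysosome scores were set in advance, whereas the tests with the macrophage or satellite score as a covariate were chosen after the result was seen.
In the hypercapnia group, the only group large enough for this rule, a single library lay far from the other 3 in 3 of 87 measures, where chance gives 4.3. For Gabarap, HC3 stood at 10.91 on log2(RPM + 1) against 11.21 to 11.24 in the others; for Hinfp, HC1 stood at 3.35 against 3.50 to 3.51; for Mcm5, HC3 stood at 5.70 against 5.22 to 5.29. In each of these the remaining libraries lie unusually close together rather than the far library unusually far away, and the count is no higher than chance gives. No biological explanation was tested.
Interferon-stimulated genes, which the paper does not discuss, were higher in hypercapnia. The score was 4.00, 4.31 and 3.37 in NC1 to NC3 against 5.61, 5.79, 5.03 and 4.53 in HC1 to HC4, a difference of 1.35 (exact permutation p = 0.0571, two-sided), with 23 of 24 genes higher, 12 called and an adjusted camera p of 1.65e-14 (0.37 with an estimated correlation, 0.143 under fry). Ifit1 (log2 fold change 2.03), Oasl2 (1.87) and Cmpk2 (1.25) had the smallest p, and the direction of the list held with median-of-ratios scaling and quantile normalization, although Cmpk2 lost its call with the first. In limma, adjusted over the list alone 1 gene passed 0.05, and over all genes 0. In DESeq2, Ifit1 passed adjustment (adjusted p 0.00995). Of the 24 genes, 11 are in Table S2. Lists of amino sugar, galactose, cholesterol, protein folding, interferon and proliferation genes were also tested with the macrophage score as a covariate. All 6 stayed past a camera adjusted p of 0.05. That camera presets an inter-gene correlation of 0.01, and with an estimated one none of them passed even without the covariate. A larger share of macrophage RNA as the whole cause is therefore not excluded. For the interferon and macrophage scores, the relation over the 7 libraries did not pass 0.05 (Pearson r = 0.69, exact permutation p = 0.101, adjusted 0.184 over 6 relations, Spearman rho 0.64, permutation p = 0.139, r = 0.86 without HC1 and NC2). A camera p as small came from 2 of the 35 splits of the libraries, the real one included, so chance is not excluded. Hypercapnia itself, differences between the mice other than exposure, a larger share of macrophage RNA and a change within macrophages stay open.
Genes for protein folding in the endoplasmic reticulum scored 6.72, 6.90 and 6.83 in normocapnia against 7.21, 7.02, 7.03 and 7.10 in hypercapnia, a difference of 0.27 (exact permutation p = 0.0286, two-sided, the smallest possible), with 24 of 31 genes higher and an adjusted camera p of 0.000462 (0.237 with an estimated correlation, 0.143 under fry). Sdf2l1 (log2 fold change 1.45) and Dnajb11 (0.46) were higher and Herpud1 was lower (-0.86). In limma, adjusted over the list alone 2 genes passed 0.05, and over all genes 0. The difference in score shrank to 0.14 (exact p = 0.657) with median-of-ratios scaling, and the camera call was lost without NC1 (adjusted p 0.355) and over genes at 1 RPM or more (0.0938). Chance is not excluded, since 5 of the 35 splits gave a camera p as small.
Proliferation genes scored 6.33, 3.53 and 3.39 in normocapnia against 5.53, 5.37, 6.22 and 5.87 in hypercapnia, a difference of 1.33 (exact permutation p = 0.229, two-sided). All 23 genes were higher in RPM, and the median of the list stayed above 0 with median-of-ratios scaling and quantile normalization, and the adjusted camera p was 3.23e-07 (0.815 with an estimated correlation, 0.576 under fry), but 0 were called. NC1 lies above each hypercapnia library. The smallest p were those of Mcm5 (log2 fold change 1.39), Mcm2 (1.41) and Cdk1 (1.52), which were called without NC1 (2.08, 2.16 and 2.39), Mcm5 and Mcm2 also in edgeR and DESeq2. The score followed the satellite score across the 7 libraries (Pearson r = 0.88, exact permutation p = 0.00298, adjusted 0.0179 over 6 relations, Spearman rho 1, permutation p = 0.000397, r = 0.89 without NC1 and NC3). With the satellite score as a covariate the camera p was 4.4e-17 (adjusted 9.24e-16). That test presets an inter-gene correlation of 0.01 and takes out only a straight-line effect of the score. Both scores rank the libraries alike, so the share of satellite cell RNA as the whole cause of the group difference stays open. As small a camera p came from 7 of the 35 splits, so chance is not excluded. The difference is consistent with a larger dividing share among the sorted cells in hypercapnia than in NC2 and NC3, but not than in NC1.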

How the results depend on the processing

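The fits with Xist, the satellite score or the macrophage score as a covariate, group averages by Tukey's biweight and preranked enrichment over genes at 1 RPM or more were chosen after the result was seen, and the other alternatives here were set in advance.
The count of 615 called genes moved by more than 1.5 times with Xist (1316) or the satellite score (1042) as a covariate, in edgeR without a filter (1049) and in DESeq2 (1304). Without single libraries it ran from 376 (without HC2) to 1990 (without NC1), with 1205 without NC2 and 385 without HC1. It stayed within 1.5 times with a pseudocount of 0.1 RPM (842) or 5 RPM (438), a filter at 1 RPM (558), median-of-ratios scaling (612), quantile normalization (693), a prior that follows the mean (580), the macrophage score (660) and edgeR with its filter (802). A count does not say which genes: 403 of those called in edgeR without a filter, 508 of those in DESeq2 and 448 of those without NC1 are among the 615. The number of genes after adjustment was 0 in limma (1114 at an unadjusted p under 0.05), and ran from 0 to 8 without single libraries (8 without NC1, 1 without NC3). DESeq2 gave 29 and edgeR 0 (806 at an unadjusted p under 0.05). Of the 29, 28 were called by limma with groups apart, the exception being Sln. Beyond the fewer libraries or genes that these alternatives use by construction, the cause was not tested. For comparison, simulated data at a dispersion of 0.4 gave DESeq2 22 calls among unchanged genes after adjustment and limma 0, while at the paper's thresholds limma called 774 unchanged genes.
The 2 clusters followed the groups under none of the alternatives run for separation. The exact permutation p of the pseudo-F was 0.457 to 0.686 with other gene sets and distances, and 0.0667 (without NC1) to 0.9 without single libraries. Without NC1 the real split had the largest pseudo-F of its 15 splits (2.84, against 0.65 with all libraries), and 0.0667 is the smallest p possible there, so a separation without NC1 is not excluded. Fold changes correlated with those of Table S2 across genes at 0.955 to 0.977 with a pseudocount of 0.1 or 5 RPM and with quantile normalization. With Tukey's biweight averages the correlation was 1. The other alternatives were not compared in this way.
The lysosome list lost its call (adjusted p over 0.05) with the macrophage score as a covariate (unadjusted camera p 0.149), with an estimated correlation (0.294) and under fry (0.192). Without single libraries its camera p ran from 5.54e-08 to 0.674, and the call was lost without NC1 (0.674) and without HC2 (0.0311). Amino sugar metabolism lost its call with an estimated correlation (0.0993) and under fry (0.0502), and its p ran from 5.79e-05 to 0.0162 without single libraries, lost without NC1. Galactose metabolism lost its call with median-of-ratios scaling (0.0303), an estimated correlation (0.053) and fry (0.0108), and ran from 0.000887 to 0.0947, lost without NC1, NC2 (0.0227), HC2 (0.0253) or HC3 (0.0186). Cholesterol synthesis lost its call with an estimated correlation (0.0705) and under fry (0.0287) and kept it under each other alternative.
Core autophagy, not called, changed direction under fry (unadjusted p 0.811), in preranked enrichment (0.621) and with Xist as a covariate (0.483), and its camera p ran from 0.00284 (without NC3, called lower) to 0.883 (without HC3, direction reversed), with the direction also reversed without NC2 (0.353) and HC4 (0.706). Positive regulators of autophagy, not called, changed direction under fry (0.95), and ran from 0.0687 (without NC3, lower) to 0.899 (without NC2, higher). Preranked enrichment over genes at 1 RPM or more, added later, gave -1.33 for the positive regulators and 2.09 for the lysosome. With median-of-ratios scaling the score differences of core autophagy (-0.065), positive regulators (-0.046), reference genes (-0.102) and neutrophils (-0.013) turned below 0, and with a pseudocount of 0.1 RPM those of red blood cell genes (0.245) and myofiber genes (0.009) turned above 0. All of these differences lie within the spread between libraries. The cause was not tested.
Among 60 named genes, 39 were called, and 16 of these kept direction and call under all 20 alternatives. The other 23 lost the call at least once, and 0 changed direction. Of the genes not called, 12 gained a call at least once and 9 changed direction. Without single libraries, log2 fold changes ran from -0.19 to 0.85 for Akt1, -0.028 to 0.68 for Bcl2l1, -1.05 to 0.020 for Map1lc3a, -0.41 to 0.72 for Mtor, -0.35 to 2.47 for Pax7, -0.59 to 0.014 for Prkaa1, -0.078 to 0.75 for Prkaa2, -0.40 to 1.15 for Sqstm1 and -0.82 to 1.34 for Ulk1. NC3 decided the sign for Akt1, Mtor, Pax7, Prkaa1, Sqstm1 and Ulk1, NC1 for Bcl2l1 and Map1lc3a, and NC2, NC3 or HC4 for Prkaa2. Mtor was below 0 with the macrophage score as a covariate (-0.027), in edgeR (-0.0046), in edgeR without a filter (-0.018) and in DESeq2 (-0.033). In the same order for these 3 count models, Pax7 was at -0.84, -0.88 and -0.87, and Ulk1 at -0.18, -0.21 and -0.21. With quantile normalization Prkaa2 was at -0.0098.
The replicate numbers do not pair the samples: residual correlations of equal numbers were -0.349, 0.503 and -0.044, and no source states a pairing. As a block, the replicate number gave 598 called genes, 345 of them among the 615, a core autophagy p of 0.441 with the direction reversed, a call of the macrophage list as higher (adjusted p 0.0161) and -0.066 for Prkaa2. Pfkl (1.17) and Dhcr7 (1.24) lost their call. HC4 has no partner in that fit.
Depth limits little among genes at 10 RPM or more. Of the 615 called genes, 21 have a mean under 1 RPM, where counting noise is larger.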

Differences from the paper's values

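Reading the enrichment scores of Fig. 5H and Fig. 5I by eye and taking the SD over leave-one-out values as the error were chosen after the result was seen, as were group averages by Tukey's biweight.
The normalized enrichment score of the lysosome was 2.21 here and is about 1.5 in the paper (Fig. 5I, read by eye), a gap larger than the SD over leave-one-out values (0.50). The lists differ, since the paper's is not available here. Of the alternatives set before the data were examined, the score fell within that error of the paper's without NC1 (1.02), HC1 (1.78) and HC2 (1.71), and not without NC2, NC3, HC3 or HC4 (2.12 to 2.42). It was 2.09 when genes under 1 RPM were left out, a setting chosen after the values were seen.
The counts of called genes, 615 here (343 higher and 272 lower) and 483 in the paper (265 and 218), lie within 1.5 times of each other. A model without moderation, set before the data were examined, gave 509 (277 and 232), with 448 of the 483 genes of Table S2. With fold changes from group averages by Tukey's biweight and the same p, chosen after the values were seen, the count was 483 (265 and 218), the same genes as Table S2 with 0 dropped and group averages within 0.005. The 35 genes of Table S2 that limma does not call here are all called under that setting. Other settings call some of the 35: a pseudocount of 0.1 RPM 13, median-of-ratios scaling 9, quantile normalization 9, edgeR 10, edgeR without a filter 5, DESeq2 17, leaving out a library 5 to 18, the replicate number as a block 7, and, chosen after the values were seen, Xist as a covariate 10, the satellite score 6 and the macrophage score 8.
The paper states that genes induced in autophagy activation were negatively regulated in hypercapnia. In RPM, over the whole list of positive regulators written here, 57 were higher and 43 lower, with 3 called in each direction. The paper's list is not available here, and its enrichment rests on ranks, which counts of signs do not measure. Over genes at 1 RPM or more, the median log2 fold change was 0.08 for the list and 0.16 for other genes. These counts therefore do not contradict a low rank. Over core autophagy, 20 were higher and 20 lower, and Gabarap (log2 fold change 0.67) and Becn1 (0.46) were higher. Values of the same sign as the paper's include the enrichment score of the positive regulators (-1.42), Atg14 (-0.47), Sirt1 (-0.83) and Trim13 (-0.59), the direction of camera for both lists, neither called (adjusted p 0.541 for positive regulators and 0.907 for core autophagy), and the mean log2 fold changes of the 2 lists with median-of-ratios scaling (-0.046 and -0.065), with quantile normalization (-0.053 and -0.077) and without NC3 (-0.12 and -0.21).
The column of Fig. 5D headed as the log of a q value holds the values that Table S3 lists under LogP: for amino sugar metabolism Table S3 gives -5.91 as LogP and -1.76 as Log(q-value).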

Other observations

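The counts over other splits of the libraries (except that of limma after adjustment), the test on genes chosen by the groups, the correlation of the macrophage and lysosome scores and the thinning of libraries (for genes with a read) were set in advance. The tests with covariates, of distances against satellite scores, of heat-shock genes, of the median of the positive regulators and of genes at 1 RPM or more after thinning were chosen after the result was seen.
Other splits of the 7 libraries into 3 and 4 gave as many called genes as the real one in 9 of 35 cases, the real one included, with a median of 248, a lowest count of 31 and a highest of 2969 (NC1, HC3 and HC4 against the rest). For genes after adjustment in DESeq2, 9 of 35 splits gave as many as the real 29 (highest 1803), so chance is not excluded for these 2 counts. For limma the real split gave 0 after adjustment (1114 genes at an unadjusted p under 0.05), which all 35 splits reach by construction, so that count tests nothing. Of the 35, 4 had a call. The list tests gave a camera p as small in 30 of 35 splits for core autophagy, 16 for positive regulators, 17 for the lysosome, 2 for amino sugar metabolism and 2 for galactose metabolism, so chance is not excluded for these. For cholesterol synthesis it was 1 of 35, the real split alone, but the list was written after Table S2 was seen, and 7 of its 20 genes are in that table, which was chosen on the real split. Chance is therefore not excluded for this list either.
On the genes called for a split, the libraries clustered exactly by that split for 12 of the 34 other splits. The prediction asked for a majority, which was not met, but clustering by group on genes chosen by the groups is thus not rare, and this count leaves open whether the choice of genes alone gives the clusters on the 615 genes.
Libraries far apart in expression were far apart in the satellite score: over the 21 pairs the correlation of distance and score difference was 0.74 (one-sided exact permutation of the libraries, p = 0.00476). A candidate explanation for the lack of separation by group is that the share of satellite cell RNA varies between the sorts. The satellite scores were 7.08, 3.38 and 2.57 in NC1 to NC3 and 4.20, 4.14, 5.61 and 5.18 in HC1 to HC4 (difference 0.44, exact p = 0.771), and camera called the list higher without NC1 (adjusted p 1.04e-05). Pax7 itself stood at 268, 8.25 and 4.34 RPM against 21.5, 20.1, 79.5 and 59.7 RPM, and Myog at 871, 17.8 and 0.138 RPM against 57.2, 30.0, 143 and 64.2 RPM. Of the markers, Sdc4, Myod1 and Chrnd had the smallest p and none was called (log2 fold changes -0.51, 1.76 and 1.80). Without NC1 Pax7, Myod1 and Chrnd were called higher (2.47, 3.18 and 3.48), and without NC3 Pax7 was at -0.35 and Sdc4 was called lower (-0.77).
Macrophage genes were abundant in all libraries, with Lyz2 at 8354, 13313 and 29108 RPM against 16728, 13410, 14451 and 14393 RPM, Spp1 at 2588, 3973 and 3138 RPM against 8888, 4709, 3505 and 3660 RPM, and Fcer1g at 2134, 2379 and 8203 RPM against 2877, 2983, 2828 and 2550 RPM. Of the 25 markers, 24 have a mean of at least 1 RPM here, 2 are also in the lysosome list and 0 are in Table S2. Their score was 8.12 ± 0.48 in normocapnia and 8.39 ± 0.32 in hypercapnia (mean ± SD, exact permutation p = 0.4, camera adjusted p 0.541). Camera called the list higher with quantile normalization (adjusted p 0.0217), without NC2 (0.00885), without NC3 (0.0221) and with Xist as a covariate (0.0451), and it pointed down without NC1 (unadjusted p 0.0258, adjusted 0.0902), so a larger macrophage share in hypercapnia is neither shown nor excluded. Of its genes, Adgre1 (log2 fold change 1.31) and Aif1 (1.16) were called higher and Fcgr1 (0.46) was not. Adgre1 and Aif1 lost the call under 6 and 8 alternatives, among them without NC1 (1.34 and 1.26), NC3 (1.03 and 0.88), HC1 (1.12 and 0.98) and HC2 (1.08 and 0.95), and Aif1 also without NC2 (1.33). The macrophage and lysosome scores moved together across the 7 libraries (Pearson r = 0.87, exact permutation p = 0.00873, adjusted 0.0262 over 6 relations, Spearman rho 0.82, permutation p = 0.0341, r = 0.88 without HC1 and NC2), and the lysosome list lost its call with the macrophage score as a covariate. The lysosome signal is thus consistent with a varying share of macrophage RNA, or with lysosomal changes in macrophages themselves, as well as with one in satellite cells. For the macrophage score and that of amino sugar metabolism r was 0.58 (exact permutation p = 0.156, rho 0.54, r = 0.66 without HC1 and NC2), and for cholesterol synthesis 0.21 (exact permutation p = 0.756, rho 0.11, r = 0.37). For the satellite score and that of positive regulators of autophagy r was 0.66 (exact permutation p = 0.123, rho 0.61), a value over both groups that rests on NC1 and NC3 (r = -0.17 without them). A single group has too few libraries for a correlation, so relations within a group stay open.
With all libraries, markers of other cells did not differ between groups by camera: neutrophils (16 genes, difference in score 0.07, adjusted p 0.907), lymphocytes (0.11, 0.907), endothelial cells (0.48, 0.518), fibro-adipogenic cells (0.35, 0.548), myofibers (-0.03, 0.843) and red blood cells (3 of 9 genes in the table, -0.07, 0.924). Neither did genes of tissue dissociation (0.19, 0.843), circadian genes (0.10, 0.631), sex-linked genes (0.29, 0.907) or reference genes (0.04, 0.907). Some of these lists were called under an alternative: endothelial cells higher without HC1 (adjusted p 0.0365), without HC2 (0.0345) and with the macrophage score as a covariate (0.0346), dissociation genes higher without NC2 (0.00189), myofibers and circadian genes lower without NC3 (0.014 each) and sex-linked genes lower with Xist as a covariate (0.0036). For circadian genes camera pointed down and for red blood cell genes up, against the sign of the score. Among these, the neutrophil genes Cd177 (2.95 to 3.57 RPM in normocapnia and 10.5 to 30.4 RPM in hypercapnia) and Mmp8 and the dissociation genes Hsph1 and Atf3 were called higher and the circadian gene Per2 lower. Adjusted over the list alone, 1 gene of the neutrophil list passed 0.05.
Of the clusters in Table S4, whose top genes come from the study's single cells, the mean of log2(RPM + 1) was higher in hypercapnia by 0.58 for cluster 0 (epithelial) and 1.32 for cluster 1 (immune), each with an exact permutation p = 0.0286 (adjusted 0.143 over 10 clusters). The satellite cluster was higher by 0.88 (exact p = 0.457), with 9 of 10 genes higher, and the other 7 clusters had an exact p of 0.171 or more.
Sex-linked genes differed between libraries and not between groups. Xist stood at 701, 619 and 0.069 RPM in NC1 to NC3 and at 445, 475, 0.125 and 0 RPM in HC1 to HC4, and the Y-linked gene Ddx3y at 0, 0 and 206 RPM against 0, 0, 126 and 103 RPM. Uty, Eif2s3y and Kdm5d followed Ddx3y. Both sexes were used in the study, and the labels name none. Of the 615 called genes, 545 kept the call with Xist as a covariate, which argues against sex as the source of most calls.
NC3 had the fewest genes at 1 RPM or more, and the lowest Rpph1 (1356 RPM, against 9647 to 16813 RPM in the other libraries). Fewer reads do not account for the first: with all libraries thinned to 14527445 reads, the lowest number of genes at 1 RPM or more in another library was 11300 (HC2), against 10619 in NC3, and that of genes with a read was 16252 (HC2), against 15788. No biological explanation was tested.
Positive regulators of autophagy rank low although their median is above 0. Over genes at 1 RPM or more, the median log2 fold change was 0.08 for the 96 list genes and 0.16 for the 12408 others, so in RPM the list did not fall in its median. A shift shared by all genes can set the sign of the median but leaves ranks as they are, so these medians decide nothing about the low rank. With median-of-ratios scaling the median was -0.06 for the list and 0.05 for all genes at 1 RPM or more, and camera still pointed down (p 0.108, adjusted 0.283). The rank is not past an adjusted p of 0.05 with either scaling, and what lies behind it stays open.
Cirbp, which cold induces, was lower in hypercapnia and Hsph1 (log2 fold change 1.50) higher. Other heat-shock genes (13 of 17 in the table, 10 of them higher) differed by 0.28 in their mean (exact permutation p = 0.2, two-sided), so a general heat-shock response is neither shown nor excluded. Txnip, a gene whose transcription follows glucose supply, was lower (log2 fold change -0.97, SE 0.29, adjusted p 0.911), as was its relative Arrdc4.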
